# A novel mouse model of upper tract urothelial carcinoma highlights the impact of dietary intervention on gut microbiota and carcinogenesis prevention despite carcinogen exposure

**DOI:** 10.1002/ijc.35295

**Published:** 2024-12-18

**Authors:** Akinaru Yamamoto, Atsunari Kawashima, Toshihiro Uemura, Kosuke Nakano, Makoto Matsushita, Yu Ishizuya, Kentaro Jingushi, Hiroaki Hase, Kotoe Katayama, Rui Yamaguchi, Nesrine Sassi, Yuichi Motoyama, Satoshi Nojima, Masashi Mita, Tomonori Kimura, Daisuke Motooka, Yuki Horibe, Yohei Okuda, Toshiki Oka, Gaku Yamamichi, Eisuke Tomiyama, Yoko Koh, Yoshiyuki Yamamoto, Taigo Kato, Koji Hatano, Motohide Uemura, Seiya Imoto, Hisashi Wada, Eiichi Morii, Kazutake Tsujikawa, Norio Nonomura

**Keywords:** animal model, cancer prevention, microbiome, *N*‐butyl‐*N*‐(4‐hydroxybutyl) nitrosamine, upper tract urothelial carcinoma

## Abstract

Animal models of *N*‐butyl‐*N*‐(4‐hydroxy butyl) nitrosamine (BBN)‐induced urothelial carcinoma (UC), particularly bladder cancer (BC), have long been established. However, the rare incidence of BBN‐induced upper urinary tract UC (UTUC), which originates from the same urothelium as BC, remains elusive. The scarcity of animal models of UTUC has made it challenging to study the biology of UTUC. To address this problem, we tried to establish a novel mouse model of UTUC by treating multiple mice strains and sexes with BBN. The molecular consistency between the UTUC mouse model and human UTUC was confirmed using multi‐omics analyses, including whole‐exome, whole‐transcriptome, and spatial transcriptome sequencing. 16S ribosomal RNA metagenome sequencing, metabolome analysis, and dietary interventions were employed to assess changes in the gut microbiome, metabolome, and carcinogenesis of UTUC. Of all treated mice, only female BALB/c mice developed UTUC over BC. Multi‐omics analyses confirmed that the UTUC model reflected the molecular characteristics and heterogeneity of human UTUC with poor prognosis. Furthermore, the model exhibited increased *Tnf*‐related inflammatory gene expression in the upper urinary tract and a low relative abundance of *Parabacteroides distasonis* in the gut. Dietary intervention, mainly without alanine, led to *P. distasonis* upregulation and successfully prevented UTUC, as well as suppressed *Tnf*‐related inflammatory gene expression in the upper urinary tract despite the exposure to BBN. This is the first report to demonstrate a higher incidence of UTUC than BC in a non‐engineered mouse model using BBN. Overall, this model could serve as a useful tool for comprehensively investigating UTUC in future studies.

## 1 INTRODUCTION

Urothelial carcinoma (UC), which includes bladder cancer (BC) and upper urinary tract UC (UTUC), ranked fourth in incidence among men and twelfth among women in the United States in 2022.^1^ UTUC accounts for only approximately 5%–10% of all UCs, positioning it as a rare disease.^2^ Although BC and UTUC originate from the same urothelium lining the urinary tract^3^ and are generally managed as similar diseases in clinical practice, they exhibit different germplasm origins,^4^ patterns of occurrence,^5^, ^6^ molecular profiles,^7^, ^8^ and the clinical efficacy of systemic therapies.^9^, ^10^ To date, the differences in the mechanisms of UTUC and BC have been difficult to examine because of the scarcity of a UTUC animal model.

The *N*‐butyl‐*N*‐(4‐hydroxybutyl) nitrosamine (BBN)‐driven BC mouse model^11^ using C57BL/6 male mice has been commonly used for more than 50 years.^11^ However, studies on UTUC carcinogenesis are notably limited, and the mechanisms underlying the selective induction of BC over UTUC following BBN exposure in mice remain unclear. There are only a few reports on non‐engineered UTUC carcinogenesis mouse models using BBN^12^, ^13^; however, the carcinogenesis rate of UTUC was observed to be lower than that of BC. Saito reported that conditional double deletion of Trp53 and Pten in Upk3a‐positive cells caused UTUC in approximately one‐third of the mice; however, this was lower incidence than that of BC.^14^

In this study, we identified a novel non‐genetically modified mouse strain with a high incidence of UTUC over BC carcinogenesis following BBN administration. We explored the molecular concordance between this novel BBN‐induced UTUC mouse model and human UTUC using whole‐exome sequencing (WES), whole‐transcriptome sequencing (WTS), and spatial transcriptome sequencing. Additionally, we examined the effects of the gut microbiome and metabolome on BBN‐induced UTUC carcinogenesis using 16S ribosomal RNA metagenome sequencing (16S rRNA‐seq) and metabolome analysis. Finally, we assessed the role of dietary intervention‐induced changes in gut microbiota in BBN‐induced UTUC carcinogenesis prevention.

## 2 METHODS

### 2.1 Animals

C57BL/6j and BALB/c mice were purchased from Japan SLC (Tokyo, Japan) and maintained on a standard diet (MF; Oriental Yeast, Tokyo, Japan). Animals were sacrificed ethically using isoflurane inhalation anesthesia when significant weight loss, stooped posture, or gross hematuria were observed. Starting at 6–7 weeks of age, all experimental mice received 0.05% BBN (Tokyo Chemical Industry, Tokyo, Japan) until they were sacrificed, whereas control BALB/c female mice were given tap water. The animals were euthanized at 17–20 weeks after BBN administration. Samples were collected from the cancerous ureter (UT), and noncancerous ureter (UN) tissues of BBN‐treated mice, as well as, the healthy ureter (U) tissues of control mice. All samples were immediately preserved in RNAlater (Thermo Fisher Scientific, Waltham, MA, USA) and stored at −20°C. Fecal, and spleen samples were immediately frozen at −80°C after collection. Blood samples were collected from dissected mice and stored at 4°C overnight. Subsequently, serum was separated via centrifugation at 2000 × *g* for 15 min at 4°C, and the samples were stored at −80°C until further analysis.

### 2.2 Dietary intervention experiments

Mice in the dietary intervention group were fed a diet formulated according to the “AIN‐93G modified, no alanine added” diet (Oriental Yeast) (Supplementary Table S1) starting at 5 weeks of age. They were then administered 0.05% BBN starting at 6 weeks of age until the time of sacrifice. Mice in the normal diet group were fed an MF diet and similarly administered 0.05% BBN from 6 weeks of age until they were sacrificed. The final point of sacrifice was set at 17 weeks post‐BBN administration because sacrificial death was deemed necessary at that point.

### 2.3 Histopathological examinations

Histopathological examination was performed using hematoxylin and eosin (H&E) staining. Samples collected from mice were promptly infiltrated in 4% paraformaldehyde and stored at 4°C. The samples were embedded in paraffin, sectioned at a thickness of 4 μm, dehydrated with alcohol, and affixed to glass slides. For Ki‐67 and phospho‐histone H2A.X (γH2A.X) staining, formalin‐fixed and paraffin‐embedded (FFPE) tissue sections were utilized, followed by counterstaining with hematoxylin. Imaging was performed using a BZ‐X710 microscope (Keyence, Osaka, Japan). H&E, Ki‐67, and γH2A.X staining and diagnoses were performed by two histopathologists trained in light microscopy (S.N. and Y.M.). Positive Ki‐67 and γH2ax cells were counted in five different, randomly selected cancerous regions at a 400× magnification to calculate an average count. The following primary antibodies were used: rabbit anti‐mouse Ki‐67 (clone: D3B5; Cell Signaling Technology, Danvers, MA, USA) and rabbit anti‐mouse γH2A.X (Ser139) (clone: 20E3; Cell Signaling Technology).

For Ki‐67 and γH2A.X staining, 4‐μm sections of FFPE tissue were deparaffinized and subjected to antigen retrieval using a pressure cooker in citrate buffer (pH 7.0). Endogenous peroxidase activity was quenched using Dako REAL peroxidase‐blocking solution (Agilent Technologies, Santa Clara, CA, USA). Sections were incubated with primary antibodies diluted in Dako Antibody Diluent (Agilent Technologies) overnight at 4°C. For staining and detection, the Dako EnVision+ System‐ HRP‐Labeled Polymer Anti‐rabbit (Agilent Technologies) and Dako Liquid DAB+ Substrate Chromogen System (Agilent Technologies) were used in accordance with the manufacturer's instructions.

### 2.4 Reverse transcription‐quantitative PCR

RNA was extracted from each sample preserved in RNAlater at −20°C using the ISOSPIN Cell and Tissue RNA kit (Nippon Gene, Tokyo, Japan), following the manufacturer's standard protocol. The Prime Script RT Reagent Kit (Perfect Real Time) (Takara Bio, Shiga, Japan) was used to generate cDNA. Quantitative PCR (qPCR) was conducted on a CFX Connect Real‐Time System (Bio‐Rad, Hercules, CA, USA) using the THUNDERBIRD Next SYBR qPCR Mix (Toyobo, Osaka, Japan). The PCR protocol involved an initial denaturation at 95°C for 5 s, followed by 40 cycles of annealing and extension at 60°C for 30 s. Gene expression levels were quantified relative to that of the housekeeping gene, *Actb*, using the delta Ct method. Primer sequences were obtained from PrimerBank (https://pga.mgh.harvard.edu/primerbank/), and the specific primers used for qPCR are listed in Supplementary Table S2.

### 2.5 WES of the mouse model

DNA was extracted from samples preserved at −20°C in RNAlater using a chloroform‐based method. The library was prepared using the Twist EF 2.0 + Twist Mouse Exome Panel combination (Twist Bioscience, San Francisco, CA, USA). The extracted DNA was sequenced using the DNBSEQ‐G400RS platform (seq mode: 100 bp × 100 bp) to acquire genomic DNA. Genomic DNA was annotated and aligned against the GRCm38/mm10 reference genome using the Genomon pipeline (https://github.com/Genomon-Project/genomon-docs/tree/v2.0). Mutations were identified in the spleen tissue of the same individual as that of the control. Mutational signatures were analyzed using the R package, Mutationalpatterns.R^15^ Deconvolution was performed using AI through 1000 calculations. Similar single base substitution (SBS) patterns were defined with cutoff values of 0.71 for UN and 0.75 for UT. For the gene mutation list, we extracted genes common to more than eight patients (more than 10%) of the OU cohort and identified 18 genes. In addition, 47 mutated genes common to more than 10% of the patients were identified from previous reports in GeneBiology^16^ which are accessible from public databases. Mutation plots were generated using the R package, GenVisR for data visualization.^17^ The sequencing coverage and quality statistics for each sample are summarized in Supplementary Table S3.

### 2.6 WTS of the mouse model

RNA was extracted from each sample stored at −20°C in RNAlater using the miRNeasy Mini Kit (QIAGEN, Venlo, the Netherlands). The library was prepared using a combination of SMARTerHT (Takara Bio) and Nextera XT (Illumina, San Diego, CA, USA) kits, following the TAKARA protocol. The extracted RNA was sequenced on a DNBSEQ‐G400RS (seq mode: 100 bp × 100 bp) platform to acquire mRNA expression data. Gene expression levels were quantified by mapping the annotations to the GRCm38/mm10 reference genome. Gene expression was analyzed and evaluated using the free‐access platform, iDEP.^18^ An absolute fold change (FC) cutoff value of 2.0 and false discovery rate (FDR) <0.1 were used to identify differentially expressed genes (DEGs). After mapping these DEGs to the gene expression data of human samples, mouse genes were converted to human gene equivalents using ensemble numbers. The sequencing coverage and quality statistics for each sample are summarized in Supplementary Table S4.

### 2.7 Spatial transcriptome sequencing of the mouse model

The spatial transcriptome profile of mouse UTUC tissue was obtained using the NanoString GeoMx Digital Spatial Profiler (DSP) platform, with assays conducted at NanoString Technologies (Seattle, WA, USA). The DSP protocol, as previously described^19^ involved the following steps: an FFPE slide of mouse UTUC tissue was first deparaffinized, whereafter the mouse Whole Transcriptome Atlas probe reagent was applied. Subsequently, the slide was co‐incubated with fluorescently labeled antibodies to detect epithelial cells (pan‐cytokeratin), T cells (CD3), and macrophages (F4/80), together with DAPI to detect nuclei. Twenty‐one regions of interest (ROI), including two normal urothelium, two dysplasia, and 20 invasive UC sites, were selected based on histopathological morphology. Each ROI was illuminated with UV light, and the indexing oligonucleotides were collected in a 96‐well plate. Oligonucleotide probes were counted using a NanoString nCounter instrument to measure mRNA expression. The obtained mRNA expression data were normalized and analyzed using GeoMx DSP^19^ software and the iDEP platform.^18^ Gene ontology (GO) enrichment analysis was performed using the free‐access platform, Metascape^20^ An absolute FC cutoff value of 2.0 and *p*‐value <0.01 were used to identify the DEGs.

### 2.8 16S ribosomal RNA metagenome sequencing of the mouse model

Fecal samples were collected from dissected mice, immediately flash‐frozen, and stored at −80°C. DNA was extracted from fecal samples using the nucleic acid extraction system, PI‐1200 (Kurabo, Osaka, Japan). Each library was prepared for sequencing following the Illumina 16S Metagenomic Sequencing Library Preparation Guide, with primer set 27Fmod/338R targeting the V1–V2 region of the 16S rRNA genes. Amplicons were sequenced using 301‐bp paired‐end sequencing on a MiSeq system (Illumina). The paired‐end sequences obtained were then merged, filtered, and denoised using DADA2. Taxonomic assignment of the sequences was performed using the QIIME2 feature‐classifier plugin with the Greengenes 13_8 database. The QIIME2 pipeline (version 2020.2) was used as the bioinformatics environment to process all relevant raw sequencing data (available at https://qiime2.org).^21^ The sequencing coverage and quality statistics for each sample are summarized in Supplementary Tables S5 (each strain and sex), and S6 (dietary intervention).

### 2.9 Metabolome analysis of the mouse model

Fecal samples were collected from dissected mice, immediately flash‐frozen, and stored at −80°C. The fecal samples were combined with cold methanol, chloroform, Milli‐Q water, and zirconium beads, along with 10 μM 2‐morpholinoethanesulfonic acid (Tokyo Chemical Industry) and methionine sulfone (Tokyo Chemical Industry) for homogenization using an MS‐100 homogenizer (TOMY, Tokyo, Japan). After centrifugation at 15,000 × *g* for 10 min at 4°C, the supernatant was collected, evaporated, redissolved in ultrapure water, and stored at −80°C. Metabolite measurements were performed according to the Metabolites Method Package ver. 2, utilizing the semi‐targeted metabolomics approach developed by the Shimadzu Corporation (Kyoto, Japan). Samples were diluted five‐fold with Milli‐Q water for measurements, and metabolites were detected in the multiple reaction monitoring mode using an LCMS‐8060NX triple quadrupole mass spectrometer (Shimadzu) connected to a NexeraTMX3 system (Shimadzu). The results were normalized and analyzed using the free‐access platform, MetaboAnalyst,^22^ with peak areas adjusted for the weight of each stool sample. An absolute FC cutoff value of 1.5 and *p*‐value <0.05, as determined by Student's *t*‐test, were used to identify differentially expressed metabolites (DEMs). A *p*‐value <0.05 was considered statistically significant, as determined via the Wilcoxon test for comparisons between two groups. The result data for each sample are summarized in Supplementary Table S7.

### 2.10 Clinical samples

In the OU cohort, samples were collected from 74 patients who underwent radical total nephroureterectomy or needle biopsy at the Osaka University Hospital, as previously reported.^23^ Matched pairs of UTUC and AN samples were immediately frozen at −80°C and subsequently immersed in RNAlater for stable storage at −20°C. Genomic DNA and RNA were extracted using the DNA Mini (QIAGEN) and RNeasy mini kits (QIAGEN), respectively, following the manufacturer's protocol.

### 2.11 WES of human samples (OU cohort^23^)

WES of genomic DNA from 71 UTUC, along with matched germline samples (buffy coat DNA), was conducted using Agilent SureSelect XT Human All Exon V6 (Agilent Technologies) for target capture. Buffy coat DNA was isolated from blood lymphocytes using the QIAamp DNA Blood Mini Kit (QIAGEN), following the manufacturer's protocol. Raw sequence data were generated using the Illumina NovaSeq6000 platform (Illumina), employing a standard 150‐bp paired‐end read protocol at Macrogen Japan (Tokyo, Japan). FASTQ files were generated from the raw data using bcl2fastq2 conversion software. The Genomon pipeline (https://github.com/Genomon-Project/genomon-docs/tree/v2.0) was used to identify candidate somatic mutations by referencing the GRCh37/hg19 human genome. The candidate mutations in a tumor sample were identified based on the following criteria: (i) Fisher's exact test *p*‐value ≤0.1, (ii) presence of ≥5 variant reads in the tumor sample, (iii) variant allele frequency (VAF) in the tumor sample ≥0.08, and (iv) comparison of the VAF in the matched normal sample. The sequencing coverage and quality statistics for each sample are summarized in Supplementary Tables S8.

### 2.12 WTS of human samples (OU cohort^23^)

RNA integrity was verified using an Agilent 2100 Bioanalyzer with RNA Nano reagents (Agilent Technologies). RNA from 73 UTUC and 74 AN tissue samples was subjected to polyA+ selection and chemical fragmentation. The 100‐bp RNA fraction was utilized to construct cDNA libraries using the TruSeq Stranded mRNA Prep kit (Illumina), following the manufacturer's protocol. These paired‐end libraries were sequenced on an Illumina NovaSeq6000 platform using a standard 100‐bp paired‐end read protocol at Macrogen Japan.

Gene expression values for tumor samples were estimated from the RNA‐seq data using the Genomon pipeline (https://github.com/Genomon-Project/genomon-docs/tree/v2.0). Alignment was performed using the STAR aligner (v.2.5.2a) against the hg19 human genome. The BAM files, named Aligned.sortedByCoord.out.bam, which were generated via STAR, were utilized to quantify expression data using GenomonExpression. The sequencing coverage and quality statistics for each sample are summarized in Supplementary Table S9.

### 2.13 Statistical analysis

Statistical analyses were performed using R (version 4.2.2; https://www.r-project.org/), GraphPad Prism 9 (GraphPad Software, La Jolla, CA, USA), and JMP PRO16 software (SAS Institute, Cary, NC, USA). For data that passed the Shapiro–Wilk test for a normal distribution, statistical comparisons were made using an unpaired *t*‐test. For data that did not follow a normal distribution, comparisons were conducted using the Mann–Whitney U test. The Bonferroni correction was applied to adjust for multiple comparisons. Statistical significance was set at *p* <0.05. Graph bars represent the mean ± standard error.

## 3 RESULTS

### 3.1 UTUC developed only in female BALB/c mice

Experimental design is shown in Supplementary Figure S1. To identify the UTUC carcinogenic mouse strain and sex, BBN was administered to four different combinations of mouse strains and sexes (Figure 1A). Notably, only female BALB/c mice exhibited severe body weight loss (Figure 1B), although water consumption remained within the normal range (Supplementary Figure S2A).^24^ Histopathological examination revealed that 84.2% (16/19) of the female BALB/c mice developed invasive UTUC, whereas 15.8% had BC with concurrent UTUC (Figure 1C, D). Otherwise, C57BL/6j^11^, ^24^, ^25^, ^26^ or male BALB/c mice^24^ did not exhibit UTUC, and BC occurred in the males of some BALB/c^24^ and all C57BL/6j mice^11^ as previously reported (Figure 1C, D). The female C57BL/6j mice did not exhibit both BC and UTUC because the observation period was too short. In female BALB/c mice, macroscopically normal tissues of the renal pelvis treated with BBN showed increased DNA damage and cell proliferation compared to those in normal tissues, although to a lesser degree than in cancerous tissues (Ki‐67: normal vs. negative, *p* = 0.6652; normal vs. UTUC, *p* <0.0001; negative vs. UTUC, *p* <0.0001; γH2A.X: normal vs. negative, *p* = 0.0077; normal vs. UTUC, *p* <0.0001; negative vs. UTUC, *p* <0.0001) (Figure 1E). The female BALB/c mice bearing UTUC and treated with BBN experienced significantly earlier mortality than that in mice of other groups due to cancer progression and severe weight loss (BALB/c female vs. BALB/c male, *p* = 0.0002; BALB/c female vs. C57BL/6j female, *p* = 0.0005; BALB/c female vs. C57BL/6j male, *p* = 0.0062) (Figure 1F and Supplementary Figure S2B).

**FIGURE 1:**
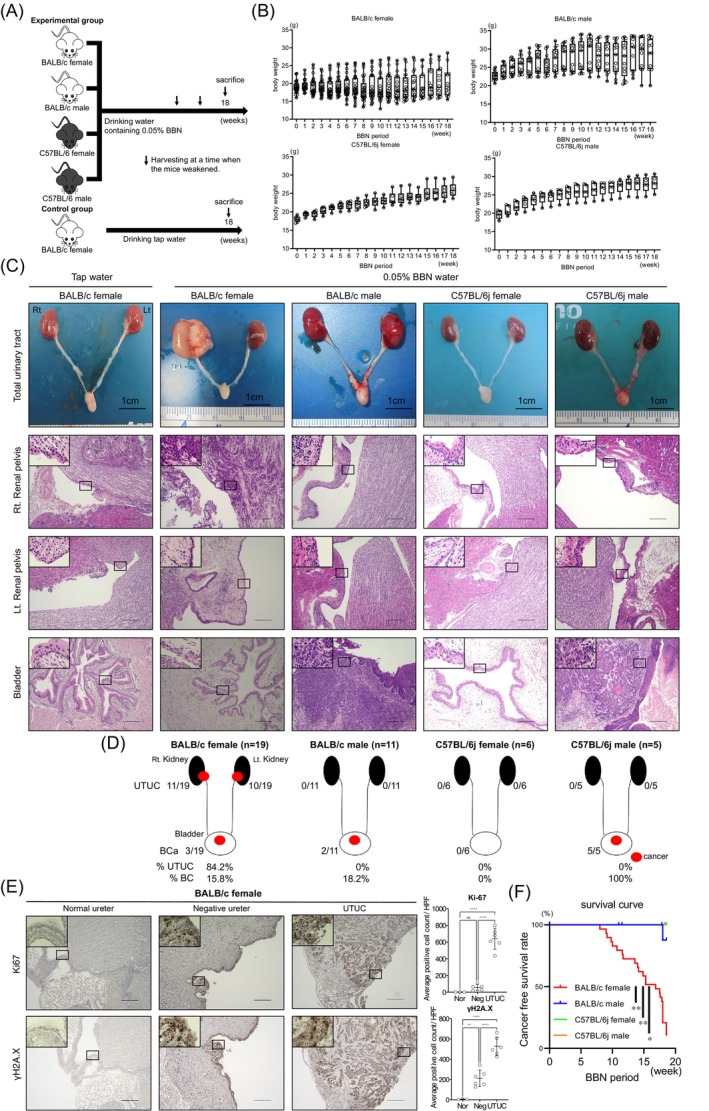
UTUC developed only in BALB/c female mice. (A) BALB/c and C57BL/6j male and female mice were administered 0.05% BBN and BALB/c female control mice were given tap water for 18 weeks. (BALB/c female: *n* = 29, BALB/c male: *n* = 13, C57BL/6j female: *n* = 6, C57BL/6j male: *n* = 5). (B) Changes in weight during the BBN administration period for each strain and sex (BALB/c female: *n* = 29, BALB/c male: *n* = 13, C57BL/6 female: *n* = 6, C57BL/6 female: *n* = 5). (C) Macroscopic and histopathological representations for each strain and sex. Scale bars for macroscopic images and histopathological images represent 1 cm and 200 μm, respectively. (D) Probability of UTUC or BC for each strain and sex. Ten BALB/c females and two BALB/c males were excluded due to unexpected death (BALB/c female: *n* = 19, BALB/c male: *n* = 11, C57BL/6 female: *n* = 6, C57BL/6 female: *n* = 5). (E) The left panel shows immunochemical staining for Ki‐67 and γH2A.X in a representative normal ureter from a BALB/c female mouse administered tap water, a macroscopically negative ureter, and UTUC from a BBN‐treated BALB/c female mouse. Scale bars represent 200 μm. The right graph shows the number of Ki‐67‐ and γH2A.X‐positive cells in the normal, negative ureter, and UTUC per high power fields (HPF) (normal ureter: *n* = 3, negative ureter: *n* = 5 or 6, UTUC: *n* = 6). Nor, normal ureter; Neg, negative ureter. Mann–Whitney U test was used. *p < 0.05. **p < 0.01. (F) Kaplan–Meier curves for each strain and sex. (BALB/c female: *n* = 29, BALB/c male: *n* = 13, C57BL/6 female: *n* = 6, C57BL/6 female: *n* = 5). The log‐rank test corrected with the Bonferroni method was performed. *p < 0.05. **p < 0.01. [Correction added on 10 January 2025, after first online publication: The Figure 1(A) has been replaced in this version.].

### 3.2 UTUC profile in female BALB/c mice

#### 3.2.1 Model profile in terms of somatic mutation

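For WTS, RNA of the upper urinary tract and bladder of female BALB/c mice was sequenced, and the authors deposited a table of estimated counts per gene symbol, without normalization. BBN is a nitrosamine carcinogen, given in drinking water at 0.05%. The methods of the paper give 17 to 20 weeks of BBN for these mice, while its legend of Figure 1A and the sample labels give 18 weeks. The table holds 37 libraries and 24421 gene symbols. UT is the cancerous side of the upper urinary tract of BBN-treated mice, UN its noncancerous side and U the ureter of untreated mice. The ureter libraries are 11 UT, 7 UN and 6 U, the last from both ureters of 3 mice, and the remaining libraries are bladders. Supplementary Figure S3D draws 10 of the UT libraries, from 9 mice. It leaves out UT 9, the right ureter of mouse 9, and the paper gives no reason for this. Figure 2G draws 11 UT columns although its legend gives n = 10, so it is not known whether UT 9 entered the subtypes. Counts per library ranged from 9724542 to 16735797 in the 10 UT libraries (median 13688264), from 4675081 to 14973904 in UN (median 12452112) and from 12980008 to 18793560 in U (median 15525174). UT 9 had 13613940 counts. The RNA integrity number (RIN) of Supplementary Table S4 was 7.81 ± 0.547 (SD, n = 10) in UT and 6.16 ± 1.39 (SD, n = 7) in UN, a difference larger than the spread (two-sided exact permutation test, p = 0.000411). It was 5.5 in UT 9 and 3.2 in UN 6, the ureter library with the lowest total. Totals of UT and UN did not differ by more than the spread (two-sided exact permutation test, p = 0.172). The library codes of Supplementary Table S4 fall into 2 ranges, and the later range holds 2 of the 10 UT libraries, 1 UN library and no U library. Of the nonzero values, 21.1% were fractional, and all values were rounded to whole numbers before testing. The paper names the GRCm38/mm10 genome and the iDEP platform, and its text does not name the counting program for the mouse libraries or the test used within iDEP. Gene expression was compared here with edgeR's quasi-likelihood test in a single fit of 23 ureter libraries (10 UT, 7 UN and 6 U) with TMM normalization, at the paper's thresholds of FDR under 0.1 and a fold change of at least 2. After edgeR's filter on low counts, 15615 genes were tested.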

To confirm similarity to human UTUC genetically, we employed WES and WTS analyses. The analyzed samples are shown in Figure 2A. Upper urinary tract tumor samples from BBN‐treated mice (UT) exhibited nonsynonymous variants (NSVs), ranging from 382 to 4057 per sample, whereas the microscopically noncancerous side of the upper urinary tract of BBN‐treated mice (UN) presented with 135–1286 NSVs per sample (Figure 2B). Each chromosome was uniformly mutated in UT and UN (Supplementary Figure S3A).^15^ The SBS signatures in the UN samples were different from those in the previously reported BC model,^27^ particularly in the C > G and CTG > CAG mutations,^15^ whereas the SBS patterns of the UT samples were similar to those in the previously reported BC model(Figure 2C).^27^ When deconvoluting the mutational signatures of each organ, the UN signature was found to be similar to that of SBS25^15^, ^28^ and the UT signature mainly resembled the SBS5 typically associated with UC in humans (Supplementary Figure S3B)^28^ Further analysis of the contribution of SBS signatures in the UT and UN samples revealed that SBS22 was common to UT and UN, SBS5, SBS8, SBS30, and SBS32 were characteristic UT signatures, and SBS24, SBS25, SBS86, and SBS87 were distinctive to the UN signature (Figure 2D).^15^, ^28^

**FIGURE 2:**
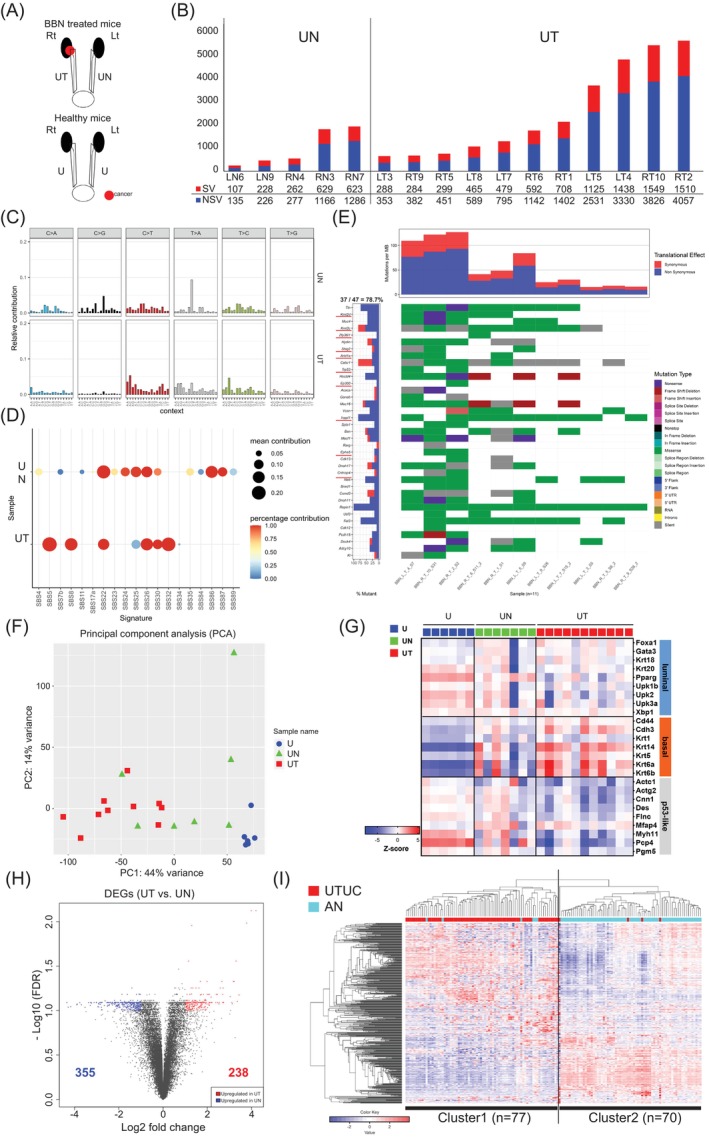
Profile of BALB/c female with UTUC using multi‐omics. (A) Sample preparation design from BALB/c female mice for whole exome sequencing (WES), whole transcriptome sequencing (WTS), and metabolome analysis. UT: ureter tumor indicates the cancerous side of the upper tract ureter of BBN‐treated BALB/c female mice. UN: ureter negative indicates the non‐cancerous side of the upper tract ureter of BBN‐treated BALB/c female mice. U: ureter indicates the normal ureter of healthy BALB/c female mice administered tap water. (B) The count of single nucleotide variants in the UN and UT samples, including synonymous variants (SV) and non‐synonymous variants (NSV) using WES data (UT: *n* = 11, UN: *n* = 5). Spleen samples for each individual were used for annotation. (C) Averaged single base substitution (SBS) signatures for UN (upper) and UT (lower) using WES data (UT: *n* = 11, UN: *n* = 5). (D) Absolute contribution of each SBS‐like pattern to UN (upper) and UT (lower) using WES data (UT: *n* = 11, UN: *n* = 5). (E) Mouse UT mutational plot using the gene list of the TCGA human UTUC cohort (UT: *n* = 11). The gene list contains over 10% frequent mutation genes in the TCGA human UTUC cohort. Red characters and red underlined genes are oncogenes. 37/47 genes were mutated in the model's UT sample. (F) Principal component analysis (PCA) of U, UN, and UT using WTS data (UT: *n* = 10, UN: *n* = 7, U: *n* = 6). (G) Molecular subtype by the Fantini‐Gene set using WTS data (UT: *n* = 10, UN: *n* = 7, U: *n* = 6). (H) The differentially expressed genes (DEGs) compared UT and UN using WTS data (UT: *n* = 10, UN: *n* = 7). Red dots indicate genes upregulated in UT (*n* = 238), and blue dots indicate genes upregulated in UN (*n* = 355). |FC| >2.0, FDR <0.1 were significant. FC, fold change. (I) Clustering analysis of human UTUC and adjacent normal upper urinary tract (AN) samples using 502 gene sets obtained from the model's DEGs analysis compared UT and UN. (UTUC: *n* = 74, AN: *n* = 73). Cluster 1 comprised 77 samples (71 UTUC samples and 6 AN samples) and cluster 2 comprised 70 samples (3 UTUC samples and 67 AN samples).

We evaluated the concordance between the gene mutations in our model and a list of genes with a high mutation frequency derived from two different cohorts: one from a public database^16^ and the other from the previously reported 74 patients with UTUC (OU cohort).^23^ We found that 78.7% (37/47) of the genes (Supplementary Table S10) aligned with those in the TCGA cohort (Figure 2E)^17^ and 77.8% (14/18; Supplementary Table S11) of the gene mutations in this model aligned with those in the OU cohort (Supplementary Figure S3C)^17^; *Fgfr3* or *Ras* mutations were absent, as in a previously reported BC model.^27^, ^29^

#### 3.2.2 Gene expression profile of the model

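In the 23 ureter libraries, 23879 gene symbols had a count. The principal component analysis used log2(CPM + 4), where CPM is the count scaled to library size, of the 19708 genes with at least 0.5 CPM in at least 1 library. PC1 held 47.5% of the variance and PC2 14.5%. The PC1 score was 65.9 ± 4.27 (SD, n = 6) in U, 14.7 ± 44.7 (SD, n = 7) in UN and -49.9 ± 28.6 (SD, n = 10) in UT. Every UT library scored lower than every U library (two-sided exact permutation test, p = 0.00025, the smallest p that 10 against 6 libraries allow). UT and UN differed by -64.6 (two-sided exact permutation test, p = 0.00381) and UN and U by -51.2 (two-sided exact permutation test, p = 0.00466). These tests take the libraries as independent. With 1 value per mouse, the difference between UT and UN was -62.7 (two-sided exact permutation test, p = 0.00629) and that between UN and U -51.2 (two-sided exact permutation test, p = 0.0333). Paired within the 6 mice with both sides, a test chosen after the values were seen, UT minus UN was -51.9 ± 64.8 (SD, n = 6) and not larger than the spread (two-sided exact permutation test by sign flips, p = 0.125, where 6 pairs allow 0.0312 at the smallest). UT was lower in 4 of these mice and higher in mice 3 and 7. Single UN libraries lay between -40.4 and 65.0. Within the first range of library codes, 8 UT and 6 UN libraries differed by -58.0 (two-sided exact permutation test, p = 0.014), and the second range holds too few libraries for a comparison. With all 11 UT libraries the difference between UT and UN was -57.4 (two-sided exact permutation test, p = 0.0114). UT 9 itself scored 27.5. When the libraries were divided into 2 clusters by average linkage on the 2000 genes with the largest SD, the cluster of the 6 U libraries also held all 7 UN libraries and 7 of the 10 UT libraries, and the other held UT 2, UT 4 and UT 10. With each UN library left out in turn, the cluster of U held from 3 to 6 UN libraries. Branches within these clusters were not examined.
The genes of each subtype in Figure 2G were averaged as z-scores over the libraries, first with the 10 UT libraries of the legend, although 11 UT columns are drawn. The basal score was 0.697 ± 0.420 (SD, n = 10) in UT, -0.136 ± 0.956 (SD, n = 7) in UN and -1.003 ± 0.0749 (SD, n = 6) in U. It was higher in UT than in U by 1.70 (two-sided exact permutation test, p = 0.00025) and higher in UT than in UN by 0.833 (two-sided exact permutation test, p = 0.0302). The difference from UN was not larger than the spread with all 11 UT libraries (0.732, two-sided exact permutation test, p = 0.0613), where UT 9 scored -0.527, or within the first range of library codes (0.674, two-sided exact permutation test, p = 0.106). Paired within the 6 mice it was 0.733 ± 1.29 (SD, n = 6), higher in UT in 4 mice and lower in mice 3 and 7 (two-sided exact permutation test by sign flips, p = 0.25). Leaving out UN 2, UN 4, UN 6 or UN 9 alone also brought its p above 0.05, with differences down to 0.661. The luminal score did not differ between UT and UN (0.207, two-sided exact permutation test, p = 0.626) or between UT and U (-0.248, two-sided exact permutation test, p = 0.33). The p53-like score was lower in UT than in U (-1.01, two-sided exact permutation test, p = 0.0025), while its difference from UN was within the spread (-0.696, two-sided exact permutation test, p = 0.088). The most abundant p53-like gene, Myh11, is also in a hand-written list of smooth muscle genes. A lower p53-like score thus cannot be told apart from less muscle in the sample. With all 11 UT libraries, these luminal and p53-like comparisons kept their direction and their side of p = 0.05. The basal score was the highest of the 3 scores in 8 of the 10 UT libraries, the luminal score in UT 3 and the p53-like score in UT 6 and, among all 11, in UT 9.

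**Figure D1:**
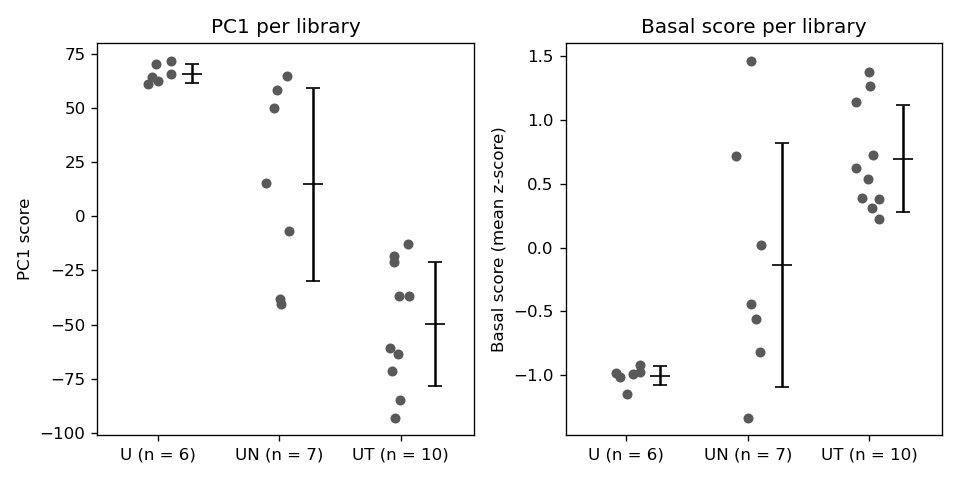
PC1 score (left, no unit) and basal score (right, mean z-score) of each library in U, UN and UT, as points, with the mean and SD beside them. On PC1 the 10 UT libraries lie from -92.9 to -12.9 and the 6 U libraries from 61.2 to 71.8, while the 7 UN libraries spread from -40.4 to 65.0.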

Using the 24,346 genes detected in our analysis, gene expression clustering and principal component analysis showed that UT and U belonged to distinct clusters, with UN clustered across UT and U (Figure 2F and Supplementary Figure S3D)^18^ When each sample was classified into basal, luminal, and p53‐like subtypes using the previously reported gene set^27^ UT exhibited a basal type similar to that of the previously reported BC model(Figure 2G).^27^ In addition to exhibiting a *Trp53* mutation and the absence of *Fgfr3* and *Ras* mutations (Figure 2E), the female BALB/c UTUC mouse model mimicked the C3 gene expression subtype of the TP53/MDM2 mutation or triple‐negative mutation subtypes of human UTUC.^8^

We also evaluated the gene expression similarities between the mouse model and humans. 

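Among 10 UT and 7 UN libraries, fitted together with 6 U libraries, 438 genes were higher and 1245 lower in UT by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. These numbers depended strongly on the fit. With all 11 UT libraries they were 206 and 658. With UT and UN libraries alone, 1 gene was higher (Aqp4) and 0 were lower, while 3444 of 15048 genes had an unadjusted p under 0.05. In that fit Cyp4a12b (log2 fold change 6.58), Muc1 (3.89) and Luzp2 (-3.40) kept their changes. They fell just short, with adjusted p from 0.103 to 0.119 from edgeR. Tnf (1.30) was further from the threshold (adjusted p = 0.168 from edgeR). With the mouse as a block, which pairs the UT and UN libraries of 6 mice, 0 genes passed in either direction and 618 of 15048 had an unadjusted p under 0.05. With RIN as a covariate 0 genes passed, and 1372 of 15615 had an unadjusted p under 0.05. Without UN 6 alone, 168 genes were higher and 367 lower, and without UN 7 alone 928 were higher. With the range of library codes as a covariate, 387 genes were higher and 1141 lower. The groups differed in spread, with a common dispersion of 0.0374 among U, 0.305 among UT and 0.364 among UN libraries. In the same fit, 1851 genes were higher and 257 lower in UN than in U, and 2898 were higher and 2246 lower in UT than in U. The 6 U libraries come from 3 mice, and the numbers for UN against U depended on the fit as well. They were 861 higher and 746 lower with the mouse as a random effect, and 335 higher and 456 lower with limma-trend.
Of the genes that passed and changed the same way in all 6 mice with both sides, the 5 with the largest increase were Cyp4a12b, Aqp4, Sftpd, Muc1 and Ltf. Aqp4 lies on chromosome 18 of GRCm38 from 15389496 to 15410982. It had 194 ± 185 CPM (SD, n = 10) in UT and 3.83 ± 3.17 CPM (SD, n = 7) in UN, a log2 fold change of 5.63 (standard error 0.80, adjusted p = 0.00479 from edgeR). Muc1, on chromosome 3 from 89229057 to 89233381, had 115 ± 75.5 CPM (SD, n = 10) in UT and 7.58 ± 14.8 CPM (SD, n = 7) in UN, a log2 fold change of 3.88 (standard error 0.79, adjusted p = 0.0342 from edgeR). Cyp4a12b had a log2 fold change of 6.59, and is uncertain because its counts can be shared with its near-identical paralog Cyp4a12a. Under the block or with RIN as a covariate, Aqp4, Muc1 and Cyp4a12b did not pass. Among the largest decreases were those of Hapln1, Mmd2, Luzp2 and Rbm24, with log2 fold changes from -3.77 to -2.98. None of these 4 passed with RIN as a covariate. Under the block Mmd2, Luzp2 and Rbm24 did not pass either, and Hapln1 was not tested. Mmd2 fell short with all 11 UT libraries (-1.85) and with the mouse as a random effect (-2.71) as well. With limma-trend the changes of Hapln1 (log2 fold change -0.25), Luzp2 (-0.78) and Mmd2 were smaller than 2-fold. That fit uses log2(CPM + 4), which shrinks the changes of genes with few CPM. Hapln1 rests on few counts, with 0.0491 ± 0.114 CPM (SD, n = 10) in UT and 1.02 ± 1.40 CPM (SD, n = 7) in UN.

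**Figure D2:**
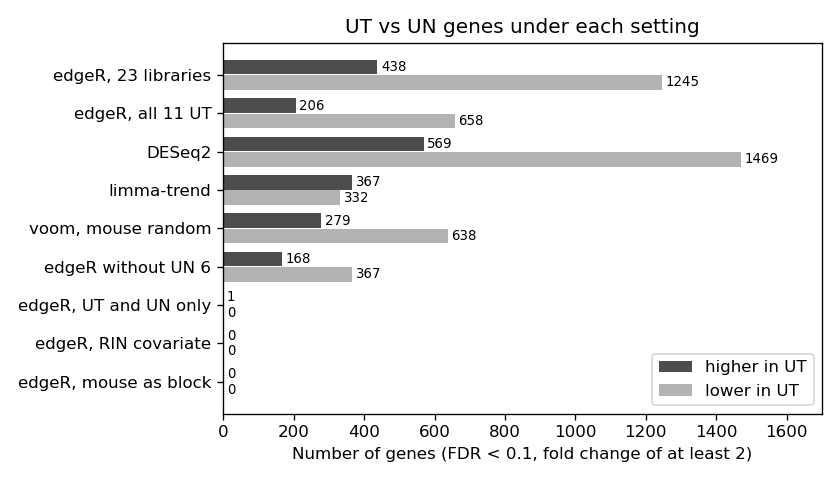
Number of genes (linear axis from 0) higher in UT (dark bars) and lower in UT (light bars) than in UN at FDR under 0.1 and a fold change of at least 2, with 1 pair of bars for each setting named at the left. The numbers are 438 and 1245 with the 23 libraries in a single edgeR fit, and 1 and 0 with UT and UN libraries alone.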

Compared to UN, we identified 238 upregulated and 355 downregulated genes in UT (FDR <0.1, FC ≥2.0; Figure 2H).^18^ We assessed the concordance in gene expression of the female BALB/c mice with UT and UN with those with UTUC and adjacent normal upper urinary tract (AN) of the OU cohort.^23^ In total, 488 genes (187 upregulated and 301 downregulated) among the 593 DEGs could be adjusted to human genes (Supplementary Table S12). 

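Of the 488 genes in Supplementary Table S12, 486 passed the filter on low counts, and all 486 changed between UT and UN in the direction of the table. The paper chose these genes on the same libraries, so the shared direction is not independent evidence. At FDR under 0.1 and a fold change of at least 2, 411 of them passed in edgeR's fit. With all 11 UT libraries 225 passed. Only 1 passed with UT and UN libraries alone, and 0 passed with the mouse as a block or with RIN as a covariate, although 484 and 485 of the genes had the direction of the table in these last fits.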

We performed gene expression clustering analysis of the OU cohort^23^ using these 488 genes, dividing the 147 samples into two distinct clusters (Figure 2I).^18^ Cluster 1 comprised 92% of UTUC samples (71/77), whereas Cluster 2 comprised 96% of AN samples (67/70).

### 3.3 Female BALB/c UTUC mice have genetic spatial heterogeneity mimicking human prognosis

#### 3.3.1 Genetic spatial heterogeneity of the female BALB/c UTUC mouse model

The advantage of this model lies in its use of non‐genetically modified mice. Then, we verified whether this model mimics human UTUC with strong heterogeneity using spatial transcriptome sequencing. The analysis was performed using a representative sample to verify heterogeneity within the mouse model (Figure 3A).^19^ Within a single tumor, there were three microscopically different sections with high cell proliferation (①: normal urothelial site, ②: urothelial dysplasia site, ③, ④: non‐spindle‐shaped invasive UC site, and ⑤: spindle‐shaped invasive UC site). Gene Ontology biological process (GOBP) enrichment analysis in ⑤ versus ③, ④ indicated that ⑤ was enriched with GOBPs involved in cancer malignancy, such as epithelial cell differentiation, tissue mutation, and cell metastasis and adhesion (Figure 3B)^20^ Evaluation of the gene expression characteristics of ⑤ using UTUC molecular subtypes^8^ revealed that basal and squamous markers were upregulated, whereas luminal and FGFR3 markers were downregulated in ⑤ (upregulated in ⑤: *Cd44*, *p* < 0.01; *Cdh3*, *p* < 0.01; *Krt14*, *p* < 0.01; *Krt16*, *p* < 0.01; *Krt6a*; *p* < 0.01; *Krt6b*, *p* < 0.01; *Dsc2, p <* 0.01; *Dsc3, p* < 0.01; *Dsg3*, *p* < 0.01; *Tgm1*, *p* < 0.01; *Ptpn13*, *p* < 0.05; downregulated in ⑤: *Fgfr3*, *p* < 0.05, *Foxa1*, *p* < 0.05; Figure 3C and Supplementary Figure S4A).

**FIGURE 3:**
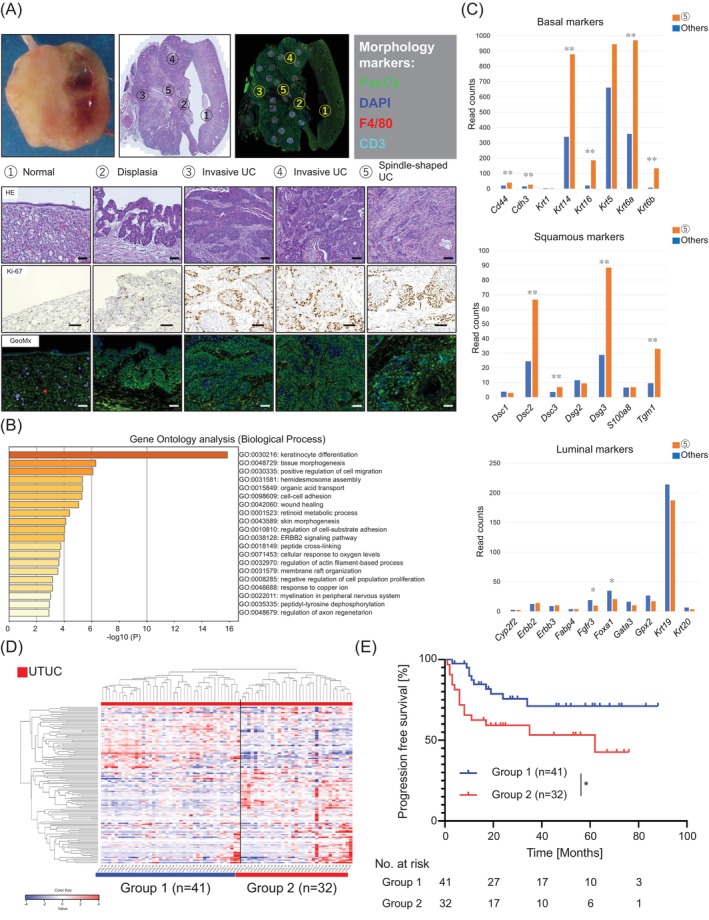
BALB/c female UTUC mimics human UTUC in multiple aspects. (A) A representative sample was analyzed by spatial transcriptome sequencing. (Upper) Overall appearance of macroscopic, histopathological, and fluorescence immunostaining. (Lower) Representative microscopic appearance of histopathological, Ki‐67 staining, and fluorescence immunostaining from each region of interest (ROI). ROI ①: Normal urothelium (*n* = 2), ROI ②: Dysplasia (*n* = 2), ROI ③: Invasive UC (*n* = 12), ROI ④: Invasive UC (*n* = 3), ROI ⑤: Invasive UC with spindle‐shaped cell (*n* = 5). In the fluorescence immunostaining, Green: PanCK, Blue: DAPI, Red: F4/80, Light blue: CD3. Scale bars represent 50 μm. (B) GO enrichment analysis in ⑤ versus ②–④ showed that ⑤ was enriched of GOs involved in cancer malignancy, such as keratinocyte differentiation, tissue morphogenesis, and cell migration and adhesion. ROI ①: Normal urothelium (*n* = 2), ROI ②: Dysplasia (*n* = 2), ROI ③: Invasive UC (*n* = 12), ROI ④: Invasive UC (*n* = 3), ROI ⑤: Invasive UC with spindle‐shaped cell (*n* = 5). (C) Evaluation of gene expression characteristic of human UTUC molecular subtypes in comparison ⑤ versus ②–④ revealed that basal markers (upper) and squamous markers (middle) were upregulated in ⑤, while luminal markers (lower) were downregulated in ⑤. Mann–Whitney U test was used. *p <0.05. **p <0.01. (D) Clustering analysis of patients with UTUC (*n* = 73) using 123 gene sets obtained from the model's DEGs analysis compared ROI ⑤ and ROI ①, ② and ROI ③, ④. Group 2 shows significantly upregulated genes from ROI ⑤. (E) Progression‐free survival (PFS) of Groups 1 and 2 analyzed by the Kaplan–Meier method. The log‐rank test was used. *p <0.05.

#### 3.3.2 Genetic spatial heterogeneity reflects the prognosis of patients with UTUC

We examined whether the genetic spatial heterogeneity of the mouse model reflected the prognosis of patients with UTUC. Gene expression of PanCK‐positive cells was compared between the ⑤ and ①, ② sites and between the ⑤ and ③, ④ sites (*p* < 0.05, FC ≥2.0; Supplementary Figure S4B).^18^ We identified 144 DEGs common in ⑤ versus ①, ② and ⑤ versus ③, ④, with 123 genes that could be translatable to human genes (Supplementary Figure S4C). Seventy‐three patients with UTUC from the OU cohort^23^ were classified into two groups using these 123 gene sets (Figure 3D),^18^ with patients classified into Group 2 (*n* = 32) exhibiting a significantly poorer prognosis than those in Group 1 (*n* = 41) (*p* < 0.0326; Figure 3E). This heterogeneity suggests that the mouse model accurately mirrors the real‐world scenario of human UTUC, which is characterized by heterogeneous histology and molecular biology.^30^

### 3.4 The mouse model exhibits increased inflammatory gene expression in the upper urinary tract

#### 3.4.1 Inflammatory gene expression is upregulated in UT

Subsequently, we conducted pathway enrichment analysis to understand the cancer characteristics of this model. GO enrichment analysis highlighted the enrichment of processes related to immunity and defense in UT versus UN (Supplementary Figure S5A).^18^ 

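Lists of genes written by hand were compared between UT and UN with limma's camera, at a preset correlation of 0.01 between genes and with Benjamini-Hochberg adjustment over 15 lists. The GO sets were not used here. A list of 40 interferon response genes, 13 of them in Supplementary Table S12, had a median log2 fold change of 1.22 (adjusted p = 1.4e-13 from limma's camera). Of its genes, 21 passed the thresholds as higher in UT and 1 as lower. With the FDR adjusted over the list alone, 24 passed both the FDR and the fold change threshold. Over the alternatives that refit this list, the adjusted p ranged from 1.6e-21 to 0.301, the latter when camera estimated the correlation between genes. The median log2 fold change was 0.65 for T cell genes (adjusted p = 0.765 from limma's camera), -0.17 for macrophage genes (adjusted p = 0.92 from limma's camera) and 0.38 for neutrophil genes (adjusted p = 0.29 from limma's camera). None of these 3 lists was called in this fit. The T cell list was called with the mouse as a block (median 0.24, adjusted p = 0.0302 from limma's camera). Without UN 2 alone, the macrophage list reversed to 0.17 and the neutrophil list rose to 1.11, and both were called. Without UT 2 alone, the neutrophil list reversed to -0.47. From its own enrichment analysis of these libraries, the paper states that processes of immunity and defense were enriched in UT.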

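A hand-written list of 98 TNF signaling genes, of which 97 were tested and 5 are in Supplementary Table S12, had a median log2 fold change of 0.31 in UT against UN (adjusted p = 7.6e-05 from limma's camera). The KEGG set was not used here. Of these genes, 9 passed the thresholds as higher in UT and 0 as lower. With the FDR adjusted over the list alone, 11 passed both the FDR and the fold change threshold. The list was also called by fry (adjusted p = 0.016 from limma's fry), but not by camera with an estimated correlation between genes. In the WTS data, Tnf, on chromosome 17 of GRCm38 from 35199381 to 35202007, had 3.13 ± 1.99 CPM (SD, n = 10) in UT and 1.29 ± 1.11 CPM (SD, n = 7) in UN. Its log2 fold change was 1.31 (standard error 0.50, adjusted p = 0.0908 from edgeR), and it was higher in UT in 5 of the 6 mice with both sides. Its call was lost in 9 of the 17 fits that each left out 1 library, with log2 fold changes from 1.01 without UT 2 to 1.68 without UN 3. It also did not pass with all 11 UT libraries (log2 fold change 1.23, adjusted p = 0.137 from edgeR). Over the alternatives that kept all UT and UN libraries of the paper, the adjusted p ranged from 0.0417 with DESeq2 to 0.789 with the mouse as a block in edgeR. Its log2 fold change in these fits ranged from 0.45 with limma-trend to 1.61 with the mouse as a random effect. With limma-trend it missed the 2-fold threshold (adjusted p = 0.0687 from limma). That fit uses log2(CPM + 4), which shrinks changes at so few CPM, so Tnf could hardly have reached 2-fold there. The log2 fold change was 0.23 for Tnfrsf1b (standard error 0.21, adjusted p = 0.471 from edgeR), 0.31 for Il1b (standard error 0.64, adjusted p = 0.77 from edgeR) and -0.34 for Il6 (standard error 0.58, adjusted p = 0.712 from edgeR), none of them past the thresholds. Il1b was higher in UT in 5 of the 6 mice with both sides. Its log2 fold change was -0.25 without UT 2 and 1.00 without UN 3, and over the other alternatives it ranged from -0.48 with RIN as a covariate to 1.34 with the mouse as a block, without passing. All 4 genes were higher in UN than in U, with log2 fold changes of 1.80 for Tnf (adjusted p = 0.0477 from edgeR), 1.13 for Tnfrsf1b (adjusted p = 0.0048 from edgeR), 4.30 for Il1b (adjusted p = 0.00345 from edgeR) and 4.56 for Il6 (adjusted p = 0.00205 from edgeR). These p-values take the 6 U libraries, from 3 mice, as independent. The 4 genes were not followed under the alternatives in this comparison.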

Kyoto Encyclopedia of Genes and Genomes pathway enrichment analyses revealed that the TNF signaling pathway was more enriched in UT than in UN (Figure 4A).^18^, ^31^, ^32^ We validate this by assessing the mRNA expression levels of inflammatory genes *Tnf*, *Tnfrsf1b*, *Il1b*, and *Il6*. All genes were upregulated in UT than in UN (*p* = 0.0369; Figure 4B).

**FIGURE 4:**
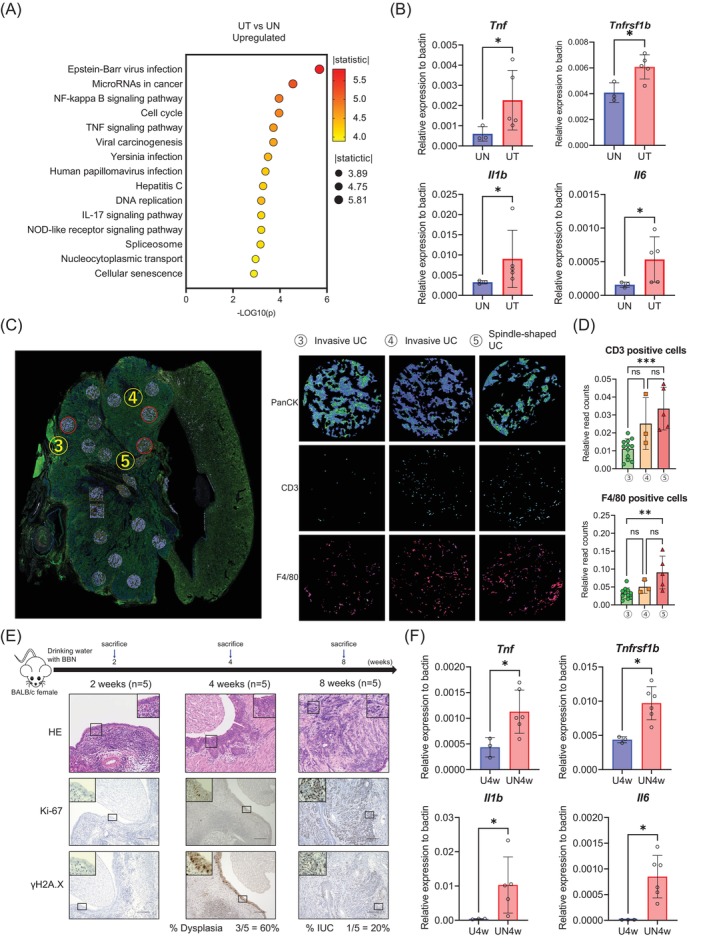
Elevated inflammatory gene expression in the upper urinary tract is a feature of this model. (A) Pathway enrichment analysis of UT versus UN based on the KEGG database using WTS data (UT: *n* = 10, UN: *n* = 7). (B) Expression of four *Tnf*‐related inflammatory genes (*Tnf*, *Tnfrsf1b*, *Il1b*, and *Il6*) in UN and UT samples determined by qPCR (UN: *n* = 3, UT: *n* = 5). The Mann–Whitney U test was used. *p < 0.05. (C) Representative region of each ROI ③, ④, and ⑤; the same image of Figure 3A. ROI ① and ② were removed from assessment because CD3‐ or F4/80‐positive cells were not detected. Blue: PanCK. Green: CD3. Red: F4/80. (D) Comparative analysis of relative read counts of CD3 (upper) or F4/80 (lower) positive cells across ROI ③, ④, and ⑤ (ROI ③: *n* = 12, ROI ④: *n* = 3, and ROI ⑤: *n* = 5). The Kruskal–Wallis test was used. n.s. means not significant. **p <0.01. ***p <0.005. (E) Experimental schema for varying BBN exposure durations (2‐, 4‐, and 8‐weeks) in BALB/c females, and microscopic and immunochemical staining of representative samples. (2 weeks: *n* = 5, 4 weeks: *n* = 5, 8 weeks: *n* = 5.) Scale bars represent 200 μm. (F) Four *Tnf*‐related inflammatory genes (*Tnf*, *Tnfrsf1b*, *Il1b*, and *Il6*) expression by qPCR using visibly normal ureter of BALB/c female treated 4 weeks BBN (UN4: *n* = 5–6) and healthy ureter of BALB/c female given 4 weeks tap water (U4: *n* = 3). Mann–Whitney U test was used. *p <0.05.

#### 3.4.2 T cells and macrophages increasingly infiltrate the basal site

In response to these findings, we focused on CD3‐ or F4/80‐positive cells infiltrating each cancer site using spatial transcriptome sequencing (Figure 4C). The read counts of both CD3‐positive T cells and F4/80‐positive macrophages within ⑤ were significantly higher than those in ③ (CD3, *p* < 0.0026; F4/80, *p* < 0.0441; Figure 4D).^19^ Furthermore, four genes expressed in CD3‐positive T cells, including *Mgp*, which is linked to T cell exhaustion through the NF‐kB pathway^33^ were upregulated in ⑤ (*p* < 0.01, FC ≥2.0; Supplementary Figure S5B), and 242 genes of F4/80‐positive macrophages were differentially expressed between ③ and ④, ⑤ (*p* < 0.01, FC ≥2.0; Supplementary Figure S5C).^18^ GOBP enrichment analysis in ③ to ④, ⑤ of F4/80‐positive macrophages showed that ④, ⑤ were enriched with GOBPs involved in the immune system (Supplementary Figure S5D).^20^

#### 3.4.3 Inflammatory gene expression is upregulated in the upper urinary tract before carcinogenesis

We conducted a short‐term BBN administration experiment to evaluate whether the increase in inflammatory gene expression, characteristic of this model, occurs prior to carcinogenesis. Further evaluation of the temporal changes in the ureteral tissues treated with BBN showed that 2 weeks of treatment led to immune cell infiltration into the stroma; 4 weeks of treatment led to dysplasia in 60% of samples (3/5); and 8 weeks of treatment led to invasive UTUC in 20% of samples (1/5; Figure 4E). Immunostaining assessment of DNA damage and cell proliferation revealed no changes after 2 weeks of BBN treatment. However, DNA damage and cell proliferation increased after 4 weeks of treatment with BBN, indicating that carcinogenesis might begin invisibly at approximately 4 weeks (Figure 4E). We assessed the same four genes in BBN‐treated female BALB/c mice at 4 weeks and found that BBN treatment increased the expression of inflammatory genes in the upper urinary tract (*Tnf*, *p* = 0.0476; *Tnfrsf1b*, *p* = 0.0238; *Il1b*, *p* = 0.0357; *Il6*, *p* = 0.0238; Figure 4F).

### 3.5 Dietary intervention alters the gut microbiota of female BALB/c mice

Subsequently, we assessed the gut microbiota and metabolites, which have been highlighted for their associations with inflammation and cancer recently.^34^, ^35^, ^36^, ^37^ The *α*‐diversity of gut microbiota showed no difference between female BALB/c mice and those in other groups treated with BBN (Supplementary Figure S6A) and tended to be higher in female BALB/c mice treated with BBN compared to those treated with tap water (Supplementary Figure S6B).^21^ Taxa bar plots of the gut microbiota varied between the strains and sexes treated with BBN (Figure 5A)^21^ Linear discriminant analysis effect size (LEfSe) analysis identified 14 more abundant and 15 less abundant microbes in female BALB/c mice than in other groups treated with BBN, as well as, female BALB/c mice treated with or without BBN (Figure 5B and Supplementary Figure S6C, D).^21^ Among the microbes with reduced abundances in the UTUC model, we focused on the genus *Parabacteroides*, which is the upper genus of *Parabacteroides distasonis* and is known to reduce inflammatory cytokine expression.^34^, ^35^, ^36^, ^37^ We found that *P. distasonis* was virtually absent in the feces of female BALB/c mice, both in those with and without BBN administration (Figure 5C). Next, we evaluated 72 metabolites in feces using metabolome analysis. Partial least squares‐discriminant analysis of stool metabolites showed a distinct separation between UTUC and healthy BALB/c mice (Supplementary Figure S6E)^22^ The levels of 12 metabolites, including alanine, were increased and one decreased in the fecal samples of female BALB/c mice treated with BBN (*p* < 0.05, FC ≥1.5; Figure 5D).^22^ Random forest analysis revealed that alanine was the most distinguishable factor in the stool samples of female BALB/c mice with UTUC compared with that of healthy female BALB/c mice (Figure 5E).^22^ Moreover, correlation analysis between the gut microbiota and fecal metabolites revealed that alanine had the strongest negative correlation with the genus *Parabacteroides* (Figure 5F and Supplementary Figure S6F). We then assessed whether an alanine‐free dietary intervention (Supplementary Table S1) altered the gut microbiota (Figure 5G). The alanine‐free dietary intervention increased the abundance of both genus *Parabacteroides* and *P. distasonis* (Figure 5H, I).

**FIGURE 5:**
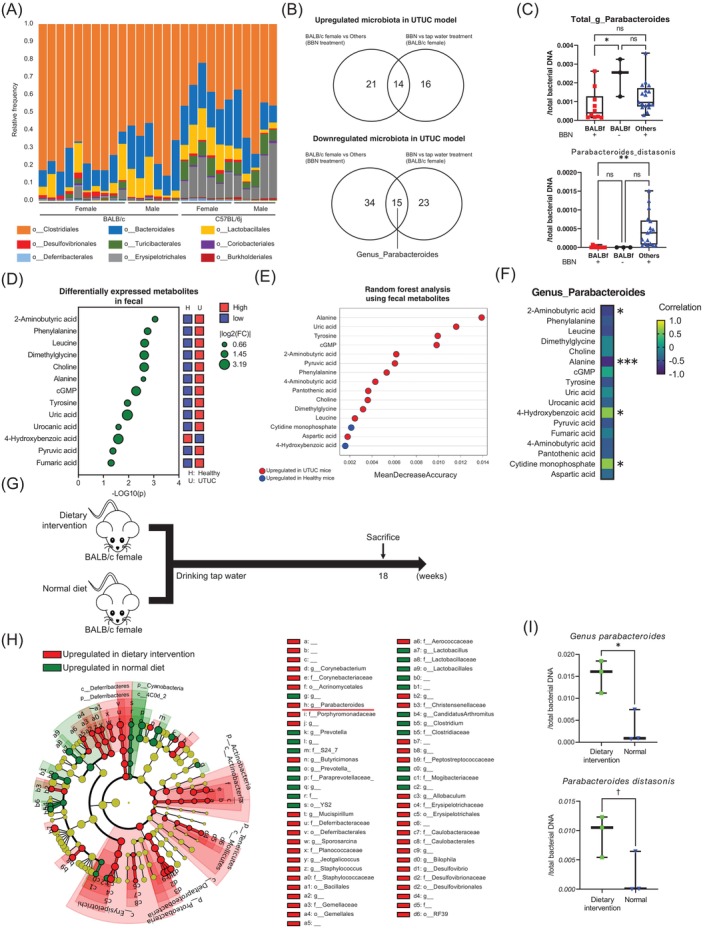
Dietary intervention increases the abundance of *Parabacteroides distasonis* in BALB/c female mice feces. (A) Taxa‐bar plot at the order level (o) from 16S rRNA‐seq data. BALB/c female treated with BBN for 18 weeks: *n* = 10. BALB/c male treated with BBN for 18 weeks: *n* = 6. C57BL/6j female treated with BBN for 18 weeks: *n* = 6. C57BL/6j male treated with BBN for 18 weeks: *n* = 5). (B) Identification of gut microbiota more and less abundant in BALB/c females than in the others (BALB/c male, C57BL/6j female and male) treated with BBN for 18 weeks, as well as, in BALB/c females treated with BBN and those administered with tap water (BALB/c female treated with BBN: *n* = 10, Others treated with BBN: *n* = 17, BALB/c female treated without BBN: *n* = 3). 15 microbes, including *the genus Parabacteroides*, showed reduced abundances in BALB/c females treated with BBN for 18 weeks. (C) The relative abundance of *genus Parabacteroides* was significantly reduced in BALB/c females treated with BBN for 18 weeks compared to BALB/c females without BBN treatment (upper). The relative abundance of *Parabacteroides distasonis* was significantly reduced in BALB/c female treated with BBN for 18 weeks compared to others (BALB/c female treated with BBN: *n* = 10, Others treated with BBN: *n* = 17, BALB/c female treated without BBN: *n* = 3). Kruskal–Wallis test was used. n.s. means not significant. *p <0.05. **p <0.01. (D) Differentially expressed metabolites between BALB/c female treated with tap water (H: healthy) and with BBN water (U: UTUC) in fecal (UTUC: *n* = 10, Healthy: *n* = 3). Student's *t*‐test was used. |FC| >1.5, *p* <0.05 were significant. (E) Random forest analysis of fecal samples from UTUC and healthy BALB/c female mice (UTUC: *n* = 10, Healthy: *n* = 3). Red bubble: Upregulated in UTUC mice. Blue bubble: upregulated in Healthy mice. (F) Correlation analysis between differentially expressed fecal metabolites and *genus Parabacteroides* in BALB/c female treated with or without BBN (*n* = 13). An analysis was performed using the Pearson product–moment correlation coefficient. *p <0.05. **p <0.01. ***p <0.005. (G) Experimental design for BALB/c female with dietary intervention (*n* = 3) or normal diet (*n* = 3). (H) Linear discriminant analysis effect size (LEfSe). Comparison of the abundance of gut microbiota between BALB/c females with dietary intervention (*n* = 3) versus normal diet (*n* = 3) in circle plot (left) and bar chart (right). Red underlined microbiota indicates the *genus Parabacteroides*. Green bar: upregulated in the normal diet group. Red bar: upregulated in the dietary intervention group. k, kingdom; p, phylum; c, class; o, order; f, family; g, genus; s, species. (I) The relative abundance of *genus Parabacteroides* was significantly increased in BALB/c females with dietary intervention (*n* = 3) than in the normal diet group (*n* = 3, upper). The relative abundance of *Parabacteroides distasonis* was significantly increased in BALB/c females in the dietary intervention (*n* = 3) than in the normal diet group (*n* = 3, lower). Mann–Whitney U test was used. †*p* <0.1. *p <0.05.

### 3.6 Dietary intervention and subsequent gut microbiota alteration can prevent UTUC carcinogenesis in female BALB/c mice

Finally, we evaluated the impact of the gut microbiota remodeled by this dietary intervention on the BBN‐induced UTUC mouse model (Figure 6A). Dietary intervention protected female BALB/c mice from severe weight loss, which was observed in the normal diet group (*p* < 0.05–<0.001; Figure 6B). UTUC carcinogenesis was prevented in 91.0% (10/11) to 0% (0/13) of female BALB/c mice through dietary intervention (*p* < 0.0001; Figure 6C, D). Immunostaining results showed that cell proliferation was decreased in response to the dietary intervention, although DNA damage occurred regardless of the diet used (Figure 6C). We then compared the gut microbiota of the dietary intervention and normal diet groups. The dietary intervention group showed a significant decrease in *α*‐diversity (Chao1, *p* = 0.0002; Shannon diversity index, *p* = 0.0104; Simpson's diversity index, *p* = 0.0499; OTUs, *p* = 0.0002; Supplementary Figure S7A). The *β*‐diversity and taxa bar plot showed substantial changes following dietary intervention (Supplementary Figure S7B, C).^21^ LEfSe analysis revealed that of the 29 microbes specific to the UTUC mouse model (Figure 5B), the abundances of five were increased and four, including the genus *Parabacteroides*, were decreased and were significantly associated with UTUC carcinogenesis (Figure 6E and Supplementary Figure S7D).^21^ In the BBN treatment condition, this dietary intervention significantly and consistently increased the abundance of both the genus *Parabacteroides* and *P. distasonis* (Figure 6F). The expression of *Tnf*‐associated inflammation‐related genes was significantly downregulated in the upper urinary tract of the dietary intervention group (*Tnf*, *p* = 0.0007; *Tnfrsf1b*, *p* = 0.0047; *Il1b*, *p* = 0.0007; *Il6*, *p* = 0.0010; Figure 6G). To investigate the downregulation of these inflammatory genes before carcinogenesis, we assessed their expression after 4 weeks of BBN treatment (Figure 6H). Female BALB/c mice with or without dietary intervention showed no UTUC at 4 weeks after BBN treatment (Figure 6I). The dietary intervention group exhibited reduced BBN treatment‐induced DNA damage and cell proliferation (Figure 6I). The expression of *Tnf*‐associated inflammation‐related genes was significantly and consistently downregulated in the upper urinary tract of the dietary intervention group before carcinogenesis (*Tnf*, *p* = 0.0002; *Tnfrsf1b*, *p* = 0.0002; *Il1b*, *p* = 0.0007; *Il6*, *p* = 0.0007; Figure 6J).

**FIGURE 6:**
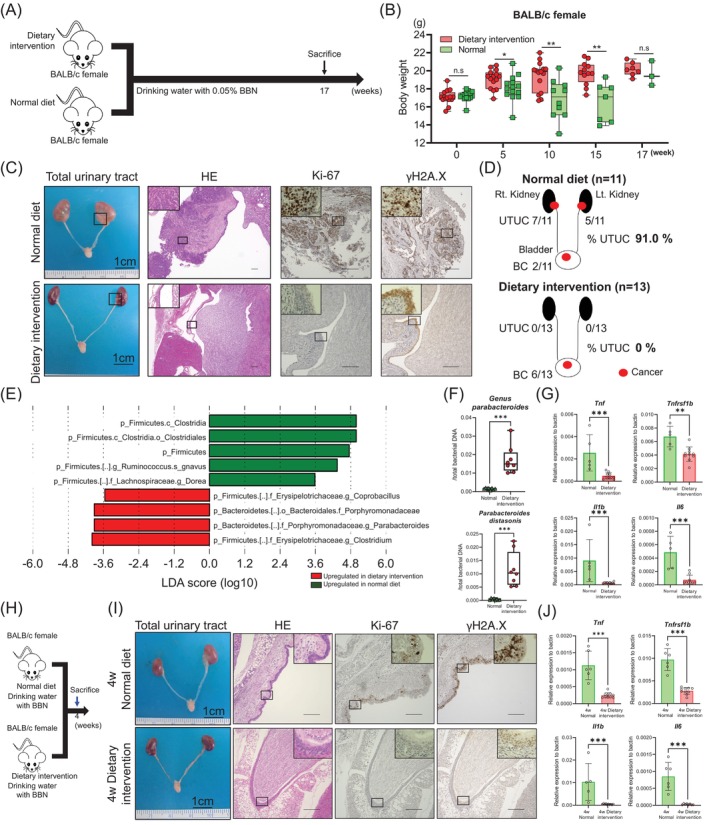
Dietary intervention can prevent UTUC carcinogenesis in BALB/c female mice. (A) Experimental design for BBN administration for BALB/c female with dietary intervention or normal diet for 17 weeks (dietary intervention group: *n* = 15, normal diet group: *n* = 14). (B) Weight changes during BBN administration in BALB/c females with dietary intervention or normal diet (dietary intervention group: *n* = 15, normal diet group: *n* = 14). Mann–Whitney U test was used. n.s. means not significant. *p < 0.05. **p < 0.01. (C) Macroscopic and histopathological appearance of BALB/c female treated with BBN on dietary intervention or normal diet for 17 weeks. Scale bars of macroscopic images and histopathological images represent 1 cm and 200 μm, respectively. (D) The frequency of UTUC in each group. In BALB/c females with normal diet (upper), 63.6% (7/11) had UTUC in the right upper urinary tract, 45.5% (5/11) had UTUC in the left upper urinary tract, and 18.2% (2/11) had UTUC bilaterally. Thus, the carcinogenic rate of UTUC is 91.0% (7 + 5 − 2/11). 18.2% (2/11) had BC. In BALB/c females with dietary intervention (lower), 0.0% (0/13) had UTUC in the right upper urinary tract and 0.0% (0/13) had UTUC in the left upper urinary tract. Thus, the carcinogenic rate of UTUC is 0.0% (0/13). 46.2% (6/13) had BC. (E) Linear discriminant analysis effect size (LEfSe) identified bacteria with common changes in the comparison with UTUC versus others treated with BBN from Figure 5B and BALB/c female with dietary intervention versus normal diet treated with BBN (dietary intervention group: *n* = 8, normal diet group: *n* = 8). Green bar: upregulated in BALB/c females with a normal diet. Red bar: upregulated in BALB/c female with an alanine‐free diet. p, phylum; c, class; o, order; f, family; g, genus; s, species. (F) The relative abundance of both *genus Parabacteroides* (upper) and *Parabacteroides distasonis* (lower) were significantly increased in BALB/c females treated with BBN on dietary intervention (*n* = 8) compared to normal diet (*n* = 8, upper). Mann–Whitney U test was used. ***p < 0.005. (G) Expression of four *Tnf*‐related inflammatory genes (*Tnf*, *Tnfrsf1b*, *Il1b*, and *Il6*) were assessed by qPCR in UT of BALB/c female treated with BBN on normal diet, and ureter of BALB/c female treated with BBN on dietary intervention (normal diet group: *n* = 5, dietary intervention group: *n* = 10). The Mann–Whitney U test was used. **p < 0.01. ***p < 0.005. (H) Experimental design for BBN administration for BALB/c female with dietary intervention or normal diet for 4 weeks (dietary intervention group 4: *n* = 6, normal diet group 4: *n* = 5). (I) Macroscopic and histopathological appearance of BALB/c female treated with BBN on dietary intervention or normal diet for 4 weeks. Scale bars of macroscopic images and histopathological images represent 1 cm and 200 μm, respectively. (J) Expression of four *Tnf*‐related inflammatory genes (*Tnf*, *Tnfrsf1b*, *Il1b*, and *Il6*) were assessed by qPCR in UN of BALB/c female treated with BBN on a normal diet, and ureter of BALB/c female treated with BBN on dietary intervention (normal diet group 4: *n* = 5–6, dietary intervention group 4: *n* = 10). The Mann–Whitney U test was used. ***p < 0.005.

## 4 DISCUSSION

To the best of our knowledge, this is the first study to successfully induce UTUC over BC using BBN in an animal model. Previous reports concluded that female BALB/c mice were unsuitable for the BBN‐induced UC carcinogenic model because of their early mortality^38^; however, our study revealed that the cause of death in female BALB/c mice was attributed to UTUC carcinogenesis. In humans, the prognosis of UC is poorer in females than in males, the reasons for which have not yet been identified.^39^, ^40^, ^41^ Therefore, this model may be useful for gaining new insights into the mechanisms by which sex differences affect the prognosis of UC in clinical practice.

This mouse model genetically mirrors human UTUC. In particular, the molecular subtypes from the WTS indicated highly malignant basal‐type gene expression in our model, suggesting that it mimics UTUC with a poor prognosis. This non‐engineered mouse model possesses histological, immunological, and molecular heterogeneity within a single tumor tissue, with gene expression reflecting the prognosis of human UTUC and T‐cell exhaustion. Therefore, we believe that this model is highly suitable for drug‐testing experiments involving immune checkpoint inhibitors.

In the microbiome analysis, we identified four microbes, including the genus *Parabacteroides*, to be associated with UTUC carcinogenesis. Furthermore, *P. distasonis* was less abundant in the female BALB/c mouse gut microbiome. Recent studies have highlighted that *P. distasonis* might suppress multiple human benign diseases and colorectal cancer by reducing inflammatory cytokine expression.^34^, ^35^, ^36^, ^37^ In our study, dietary intervention, mainly without alanine, increased the relative abundance of *P. distasonis* in the feces of female BALB/c mice and reduced inflammatory cytokine expression in the upper urinary tract before carcinogenesis. While we could not demonstrate a direct link between dietary intervention, *P. distasonis*, and the prevention of UTUC carcinogenesis, our findings suggest an essential role for changes in the intestinal environment in response to dietary alterations in the suppression of UTUC carcinogenesis. Future studies should elucidate the mechanisms underlying the alteration of the intestinal environment in response to the suppression of UTUC carcinogenesis, including through dietary alterations, as demonstrated in our study. Additionally, it is important to investigate why this phenomenon is absent in BC through detailed analyses of specific immunological reactions and the microbiome. Nevertheless, our results suggest that the regulation of inflammatory cytokines through the gut microbiota plays an important role in UTUC carcinogenesis.

In conclusion, we established a novel BBN‐induced mouse model of UTUC carcinogenesis that reflects several aspects of human UTUC. Therefore, this model may contribute to future studies on UTUC from a biological perspective.

## AUTHOR CONTRIBUTIONS

**Akinaru Yamamoto:** Conceptualization; methodology; data curation; investigation; validation; formal analysis; resources; project administration; visualization; funding acquisition; writing – original draft; writing – review and editing; software. **Atsunari Kawashima:** Conceptualization; writing – review and editing; writing – original draft; funding acquisition; project administration; resources; data curation; visualization; methodology; validation; formal analysis; investigation; software. **Toshihiro Uemura:** Writing – review and editing; resources. **Kosuke Nakano:** Resources; writing – review and editing; methodology; data curation; validation. **Makoto Matsushita:** Methodology; resources; writing – review and editing. **Yu Ishizuya:** Conceptualization; methodology; visualization; writing – review and editing; resources; data curation; validation. **Kentaro Jingushi:** Writing – review and editing; formal analysis; validation. **Hiroaki Hase:** Methodology; visualization; writing – review and editing; data curation; formal analysis; validation; funding acquisition. **Kotoe Katayama:** Methodology; validation; writing – review and editing. **Rui Yamaguchi:** Methodology; validation; writing – review and editing. **Nesrine Sassi:** Writing – review and editing. **Yuichi Motoyama:** Validation; writing – review and editing; formal analysis; methodology. **Satoshi Nojima:** Validation; formal analysis; writing – review and editing. **Masashi Mita:** Writing – review and editing. **Tomonori Kimura:** Writing – review and editing. **Daisuke Motooka:** Methodology; validation; formal analysis; data curation; writing – review and editing. **Yuki Horibe:** Resources; writing – review and editing. **Yohei Okuda:** Resources; writing – review and editing. **Toshiki Oka:** Resources; writing – review and editing. **Gaku Yamamichi:** Resources; writing – review and editing. **Eisuke Tomiyama:** Resources; writing – review and editing. **Yoko Koh:** Resources; writing – review and editing. **Yoshiyuki Yamamoto:** Resources; writing – review and editing. **Taigo Kato:** Resources; writing – review and editing. **Koji Hatano:** Resources; writing – review and editing. **Motohide Uemura:** Resources; writing – review and editing. **Seiya Imoto:** Supervision; writing – review and editing. **Hisashi Wada:** Supervision; writing – review and editing. **Eiichi Morii:** Supervision; writing – review and editing. **Kazutake Tsujikawa:** Supervision; writing – review and editing. **Norio Nonomura:** Supervision; writing – review and editing.

## FUNDING INFORMATION

The authors of the study were supported by the following grants: Japan Society for the Promotion of Science (C) (19K09709) (AK). Japan Society for the Promotion of Science Grant‐in‐Aid for Research Activity Start‐up (21K20968) (AY). Japan Society for the Promotion of Science (C) (22K09523) (AY). Japan Society for the Promotion of Science (B) (22H03213) (AK). AMED under Grant Number (JP22ym0126809i0002) (AK). Japan Society for the Promotion of Science Grant‐in‐Aid for Challenging Research (Pioneering) (22K18398) (AK). Research Support Project for Life Science and Drug Discovery (Basis for Supporting Innovative Drug Discovery and Life Science Research [BINDS]) from AMED under Grant Number (JP23ama121054) (HH).

## CONFLICT OF INTEREST STATEMENT

The authors declare that they have no competing interests.

## ETHICS STATEMENT

This study adhered to all the applicable ethical regulations and was approved by the Ethics Committee of Osaka University (#13397‐22). Written informed consent was obtained from all participants. All animal procedures were approved by the Osaka University Animal Research Committee (approval numbers: Douyaku R04‐11, Douyaku R04‐12, and Douyaku R05‐23) and performed in accordance with the relevant regulatory standards.

## Supporting information

**Table S3:** The sequencing coverage and quality statistics of mouse whole exome sequencing for each samples.

**Table S4:** The sequencing coverage and quality statistics of mouse whole transcriptome sequencing for each sample.

**Table S5:** The sequencing coverage and quality statistics of mouse 16S rRNA sequensing for each sample and sex.

**Table S6:** The sequencing coverage and quality statistics of mouse 16S rRNA sequensing for each sample with dietary intervention.

**Table S7:** The result data of mouse fecal metabolome analysis for each sample.

**Table S8:** The sequencing coverage and quality statistics of human whole exome sequencing for each samples.

**Table S9:**The sequencing coverage and quality statistics of human whole transcriptome sequencing for each sample.

**Table S10:** Mutational gene list of human whole exome sequencing in TCGA cohort.

**Table S11:** Mutational gene list of human whole exome sequencing in OU cohort.

**Table S12:**Differentially expressed gene list between mouse UT and UN.

**Data S1.** Supporting Information.

## Data Availability

The raw WES and RNA‐seq data from patient samples and data generated in this study are available in SRA under accession number PRJNA1151674 (WES) and GEO under accession number GSE275638 (RNA‐seq). The raw RNA‐seq, WES and 16S rRNA‐seq data from the mouse model and data generated in this study are available in GEO under accession number GSE274057 (RNA‐seq) and SRA under accession number PRJNA1146925 (WES), PRJNA1145594(16S rRNA‐seq) and PRJNA1145661(16S rRNA‐seq). The semi‐targeted metabolomics data are listed in Supplementary Table S7. All data pertinent to this study are included in the main text or the supplementary materials. The R code to reproduce the results and figures is publicly available at Bioconductor Mutationalpatterns (https://bioconductor.org/packages/release/bioc/html/MutationalPatterns.html), and GenVisR (https://www.bioconductor.org/packages/release/bioc/html/GenVisR.html). Any additional data supporting the findings are available from the corresponding author upon reasonable request.

# Supplementary material for: A novel mouse model of upper tract urothelial carcinoma highlights the impact of dietary intervention on gut microbiota and carcinogenesis prevention despite carcinogen exposure
**Source:** Int J Cancer. 2024 Dec 18;156(7):1439–56. doi: 10.1002/ijc.35295

## **Supplementary Material**

### **A novel mouse model of upper tract urothelial carcinoma highlights the impact of dietary intervention on gut microbiota and carcinogenesis prevention despite carcinogen exposure**

Akinaru Yamamoto, Atsunari Kawashima, Toshihiro Uemura, Kosuke Nakano, Makoto Matsushita, Yu Ishizuya, Kentaro Jingushi, Hiroaki Hase, Kotoe Katayama, Rui Yamaguchi, Nesrine Sassi, Yuichi Motoyama, Satoshi Nojima, Masashi Mita, Tomonori Kimura, Daisuke Motooka, Yuki Horibe, Yohei Okuda, Toshiki Oka, Gaku Yamamichi, Eisuke Tomiyama, Yoko Koh, Yoshiyuki Yamamoto, Taigo Kato, Koji Hatano, Motohide Uemura, Seiya Imoto, Hisashi Wada, Eiichi Morii, Kazutake Tsujikawa, and Norio Nonomura

Table of Contents:

Supplementary Tables S1 to S12,

Supplementary Tables S3 to S12 are available in separate files

Supplementary Figures S1 to S7

**Supplementary Table. S1. Components of normal and alanine free diet.**

| Nutrition components | unit | MF    | AIN-93G modified,<br>no alanine added |
|----------------------|------|-------|---------------------------------------|
| Moisture             | g    | 8.1   | 9.0                                   |
| Crude protein        | g    | 23.2  | 17.8                                  |
| Crude fat            | g    | 4.9   | 7.1                                   |
| Crude ash            | g    | 5.9   | 2.7                                   |
| Crude fiber          | g    | 3.3   | 4.9                                   |
| NFE                  | g    | 54.7  | 58.5                                  |
| Total calories       | kcal | 355.7 | 369.2                                 |
| Ca                   | g    | 1.04  | 0.49                                  |
| P                    | g    | 0.81  | 0.16                                  |
| Mg                   | g    | 0.24  | 0.05                                  |
| Na                   | g    | 0.21  | 0.10                                  |
| K                    | g    | 0.99  | 0.35                                  |
| Isoleucine           | g    | 0.92  | 0.921                                 |
| Leucine              | g    | 1.77  | 1.595                                 |
| Lysine hydrochloride | g    | 1.27  | 1.705                                 |
| Methionine           | g    | 0.43  | 0.510                                 |
| Cystine              | g    | 0.36  | 0.382                                 |
| Phenylalanine        | g    | 1.06  | 0.871                                 |
| Tyrosine             | g    | 0.74  | 0.953                                 |
| Threonine            | g    | 0.89  | 0.707                                 |
| Tryptophan           | g    | 0.3   | 0.214                                 |
| Valine               | g    | 1.11  | 1.151                                 |
| Histidine            | g    | 0.62  | 0.510                                 |
| Arginine             | g    | 1.47  | 0.625                                 |
| Alanine              | g    | 1.19  | 0.0                                   |
| Aspartic acid        | g    | 2.12  | 1.200                                 |
| Glutamic acid        | g    | 3.94  | 3.616                                 |
| Glycine              | g    | 1.15  | 0.312                                 |
| Proline              | g    | 1.28  | 1.973                                 |

|                         |    |      |       |
|-------------------------|----|------|-------|
| Serine                  | g  | 1.1  | 0.888 |
| Vitamin A               | IU | 1638 | 400   |
| Vitamin D <sub>3</sub>  | IU | 111  | 100   |
| Vitamin E               | mg | 8.9  | 7.5   |
| Vitamin B <sub>1</sub>  | mg | 1.96 | 0.6   |
| Vitamin B <sub>2</sub>  | mg | 0.99 | 0.6   |
| Vitamin B <sub>6</sub>  | mg | 0.87 | 0.7   |
| Vitamin B <sub>12</sub> | µg | 4.6  | 2.5   |
| Vitamin K <sub>1</sub>  | µg | -    | 75    |
| Vitamin K <sub>3</sub>  | µg | 4    | -     |
| Vitamin C               | mg | 5    | -     |

---

(In 100g of diet)

**Supplementary Table. S2. List of primers used in qPCR.**

| Gene symbol     | Forward primer                  | Reverse primer                 |
|-----------------|---------------------------------|--------------------------------|
| <i>Actb</i>     | 5'-CATCCGTAAAGACCTCTATGCCAAC-3' | 5'-ATGGAGCCACCGATCCACA-3'      |
| <i>Il1b</i>     | 5'-GCAACTGTTTCCTGAACTCAACT-3'   | 5'-ATCTTTTGGGGTCCGTCAACT-3'    |
| <i>Il6</i>      | 5'-TCTATACCACTTCACAAGTCGGA-3'   | 5'-GAATTGCCATTGCACAACCTCTTT-3' |
| <i>Tnf</i>      | 5'-CCTGTAGCCACGTCGTAG-3'        | 5'-GGGAGTAGACAAGGTACAACCC-3'   |
| <i>Tnfrsf1b</i> | 5'-TCCTGGCTATTCCCGGAAATG-3'     | 5'-TGTAAGGATGCTTGGAGTTTGG-3'   |

## Supplementary figure legends:

### Supplementary Fig. S1. Experimental design.

### Supplementary Fig. S2. Supplementary information about UTUC development in

**BALB/c female mice. (A)** Weekly oral intake of water containing BBN per individual for each strain and sex. (BALB/c female: n = 29, BALB/c male: n = 13, C57BL/6 female: n = 6, C57BL/6 male: n = 5). **(B)** Body weight trend for each BALB/c female individual (n = 19). All BALB/c female mice that lost body weight and were sacrificed developed UTUC.

### Supplementary Fig. S3. Supplementary information about the profile of BALB/c female

**UTUC using multi-omics. (A)** Rainfall plots of UN (upper) and UT (lower) showed a single nucleotide variant in each chromosome using WES data (UT: n = 11, UN: n = 5). **(B)** Deconvolution of SBS signatures in UN (upper) and UT (lower), with corresponding COSMIC signatures indicated in parentheses using WES data (UT: n = 11, UN: n = 5). **(C)** Mouse UT mutational plot using the gene list of the OU cohort (UT: n = 11). The gene list contains over 10 % frequent mutation genes in the OU cohort. Red character and red underlined genes are oncogenes. 14/18 genes were mutated in the model's UT sample. **(D)** Gene expression clustering analysis using WTS data showed that UT and U belonged to different clusters. UN seemed to be within U and UT (UT: n = 10, UN: n = 7, U: n = 6).

### Supplementary Fig. S4. BALB/c female mice with UTUC mimic human UTUC in

**multiple aspects. (A)** Evaluation of gene expression characteristic of human UTUC

molecular subtypes in comparison ⑤ vs ②-④ revealed that FGFR3 markers (left) were

downregulated in ⑤. EMT markers (center) and wild-type p53 markers (right) were not

significantly different. Mann–Whitney U test was used. \*P < 0.05. **(B)** Gene expression of

PanCK positive cells was compared between regions of interest (ROI) in ⑤ and ROI in ①,

② (left) and between ROI in ⑤ and ROI in ③, ④ (right) using spatial transcriptome

sequencing data. The number of genes upregulated in ⑤ than in ①, ② (left) and ③, ④

(right) were 368 and 132 respectively. The number of genes downregulated in ⑤ than ①, ② (left) and ③, ④ (right) were 467 and 65 respectively.  $|FC| > 2.0$ , P value  $< 0.01$  were significant. **(C)** The number of genes distinctively altered in PanCK-positive cells from ROI ⑤.

**Supplementary Fig. S5. Elevated inflammatory gene expression in the upper urinary tract is a feature of our model.**

**(A)** Gene Ontology (GO) biology process enrichment analysis using WTS data showed the enrichment of GOs related to immune and defense response, epithelial and tissue development, and high positive regulation of gene expression in the UT vs UN (UT: n = 10, UN: n = 7). **(B)** Gene expression of CD3-positive cells was compared between ROI in ⑤ and ③, ④. Four genes were upregulated and none were downregulated (ROI ③: n = 12, ROI ④: n = 3, and ROI ⑤: n = 5). **(C)** Gene expression of F4/80-positive cells was compared between ROI ④,⑤, and ③. 239 genes were upregulated genes and three were downregulated (ROI ③: n = 12, ROI ④: n = 3, and ROI ⑤: n = 5). **(D)** GO enrichment analysis in ④,⑤ vs ③ using F4/80 positive cells showed that ④,⑤ were enriched with GOs involved immune system (ROI ③: n = 12, ROI ④: n = 3, and ROI ⑤: n = 5).

**Supplementary Fig. S6. Dietary intervention increases the abundance of *Parabacteroides distasonis* in BALB/c female mice feces.**

**(A and B)**  $\alpha$ -diversity in gut microbiota were assessed between BALB/c female (Bf, n = 10) vs. others (O, BALB/c male: n = 6, C57BL/6j female: n = 6, and male: n = 5) treated with BBN (A) or BALB/c female treated with BBN (n = 10) vs. tap water (n = 3) (B). Mann–Whitney U test was used. n.s. means not significant.  $\dagger P < 0.1$ . **(C and D)** Linear discriminant analysis effect size (LEfSe). Comparison of the abundance of gut microbiota between BALB/c female (n = 10) vs. others (BALB/c male: n = 6, C57BL/6j female: n = 6, and male: n = 5) treated with BBN (C) or BALB/c female treated

with BBN (n = 10) vs. tap water (n = 3) (D). BALB/c female vs. others; Green bar: increased abundance in BALB/c female. Red bar: increased abundance in others. BALB/c female treated BBN vs. Tap water; Green bar: increased abundance in BBN. Red bar: increased abundance in tap water. Microbes underlined in red indicate common microbes in both comparisons. k: kingdom. p: phylum. c: class. o: order. f: family. g: genus. s: species. **(E)** Partial least square-discriminant analysis (PLSDA) of fecal metabolites differentiating Healthy mice from UTUC mice. Red bubble: Healthy. Green bubble: UTUC. **(F)** Correlation analysis between whole fecal metabolites and *genus Parabacteroides* in BALB/c female treated with or without BBN (n = 13). An analysis was performed using the Pearson product-moment correlation coefficient.

**Supplementary Fig. S7. Dietary intervention can prevent UTUC carcinogenesis in BALB/c female mice.** **(A)**  $\alpha$ -diversity in gut microbiota between the dietary intervention group (n = 8) and normal diet group (n = 8). Mann–Whitney U test was used. \*P < 0.05. \*\*\*P < 0.001. **(B)** Principal component analysis (PCA) of  $\beta$ -diversity (dietary intervention group: n = 8, normal diet group: n = 8). Red bubble: dietary intervention group. Green bubble: normal diet group. **(C)** Taxa-bar plot of 16S rRNA-seq data in the level of order (o, dietary intervention group: n = 8, normal diet group: n = 8). p: phylum. c: class. o: order. **(D)** Linear discriminant analysis effect size (LEfSe). Red underline bacteria are consistently more or less abundant in BALB/c female mice treated with BBN with UTUC. Green bar (left): increased abundance in the normal diet group. Red bar (right): increased abundance in the dietary intervention group. k: kingdom. p: phylum. c: class. o: order. f: family. g: genus. s: species.

Experimental design

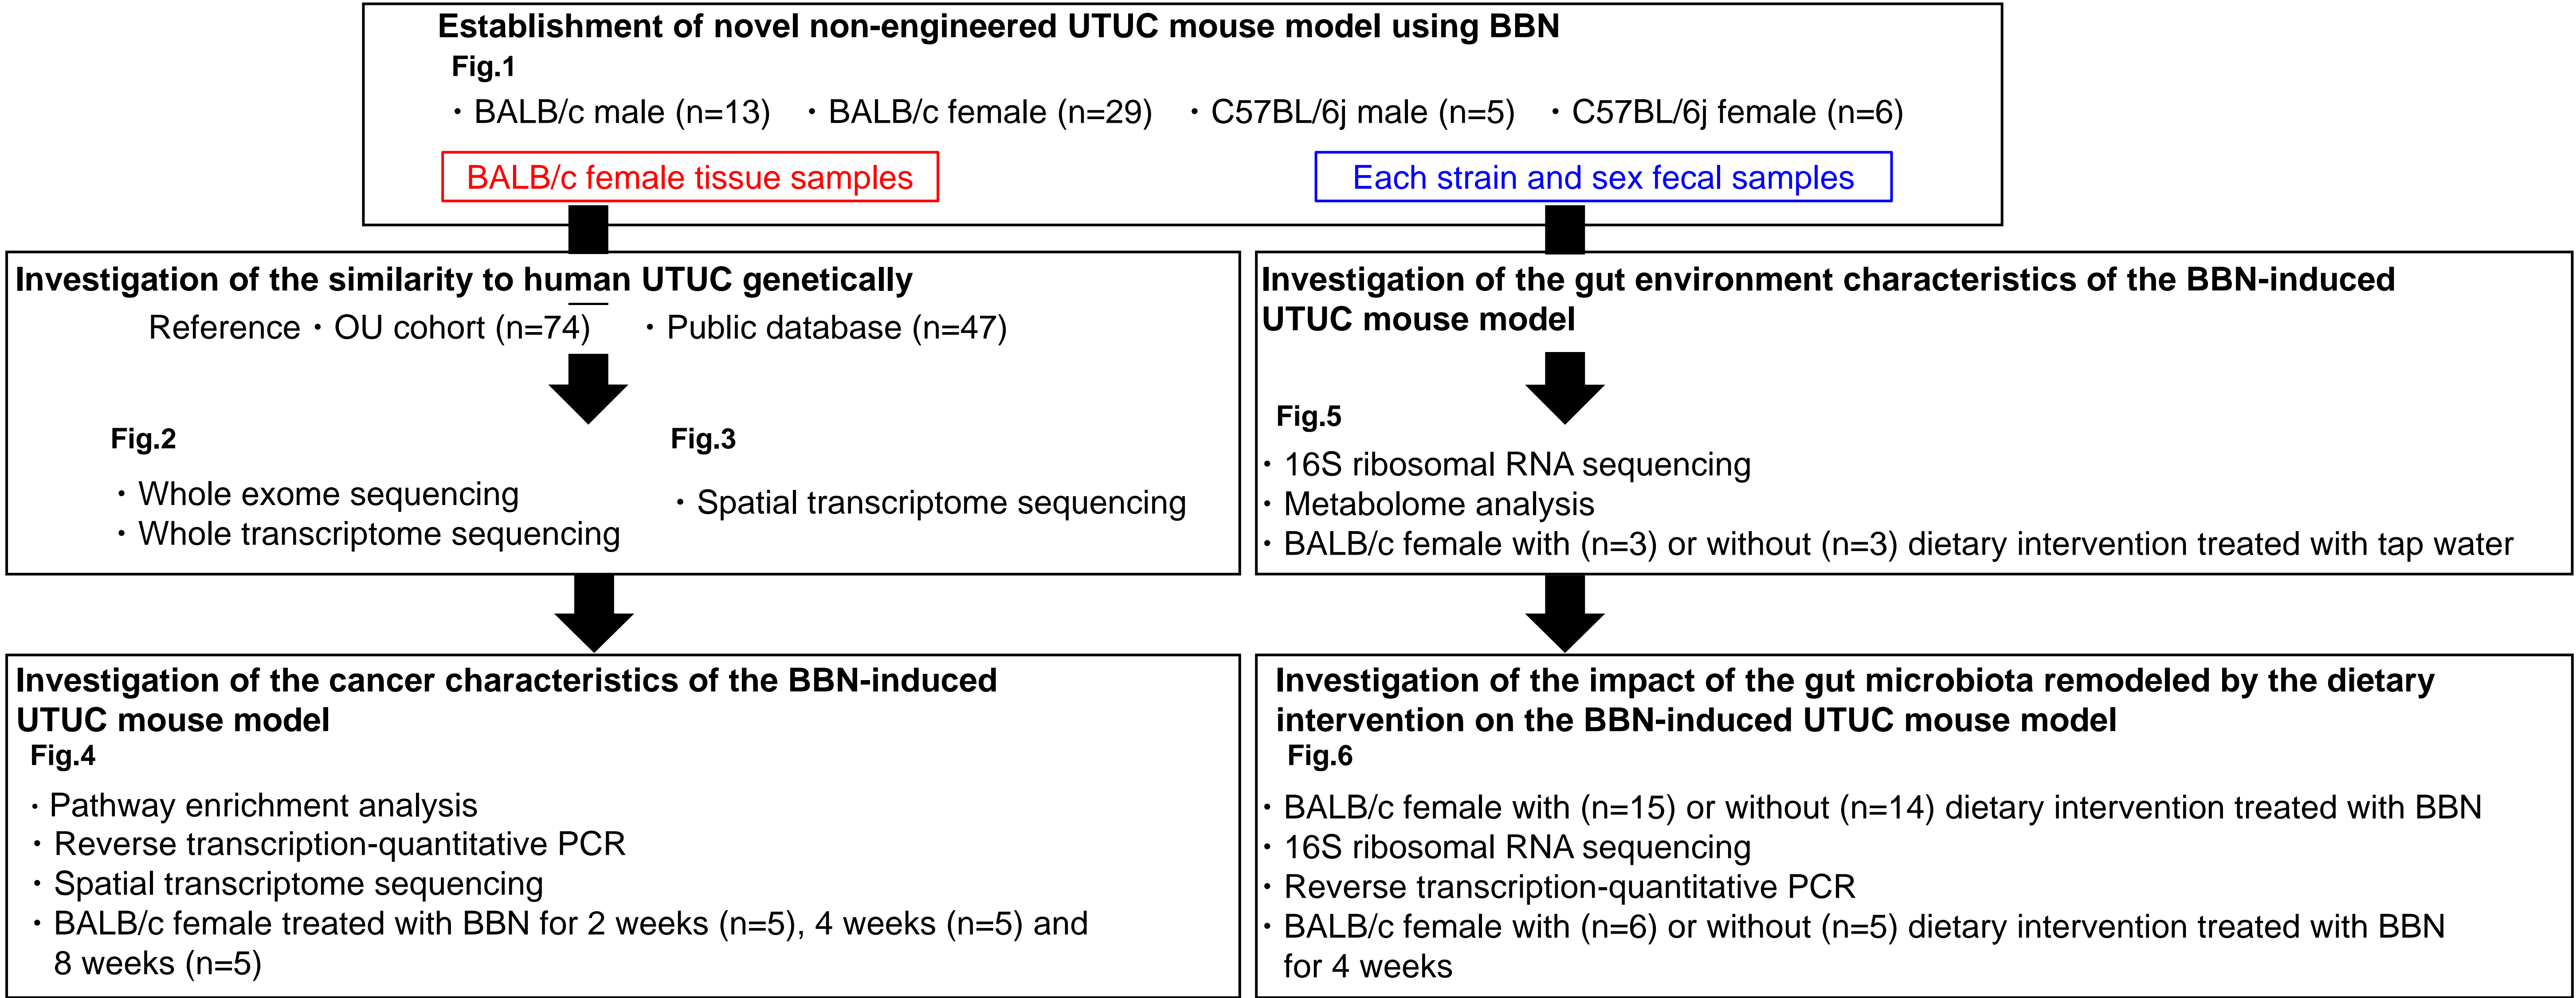

(A)

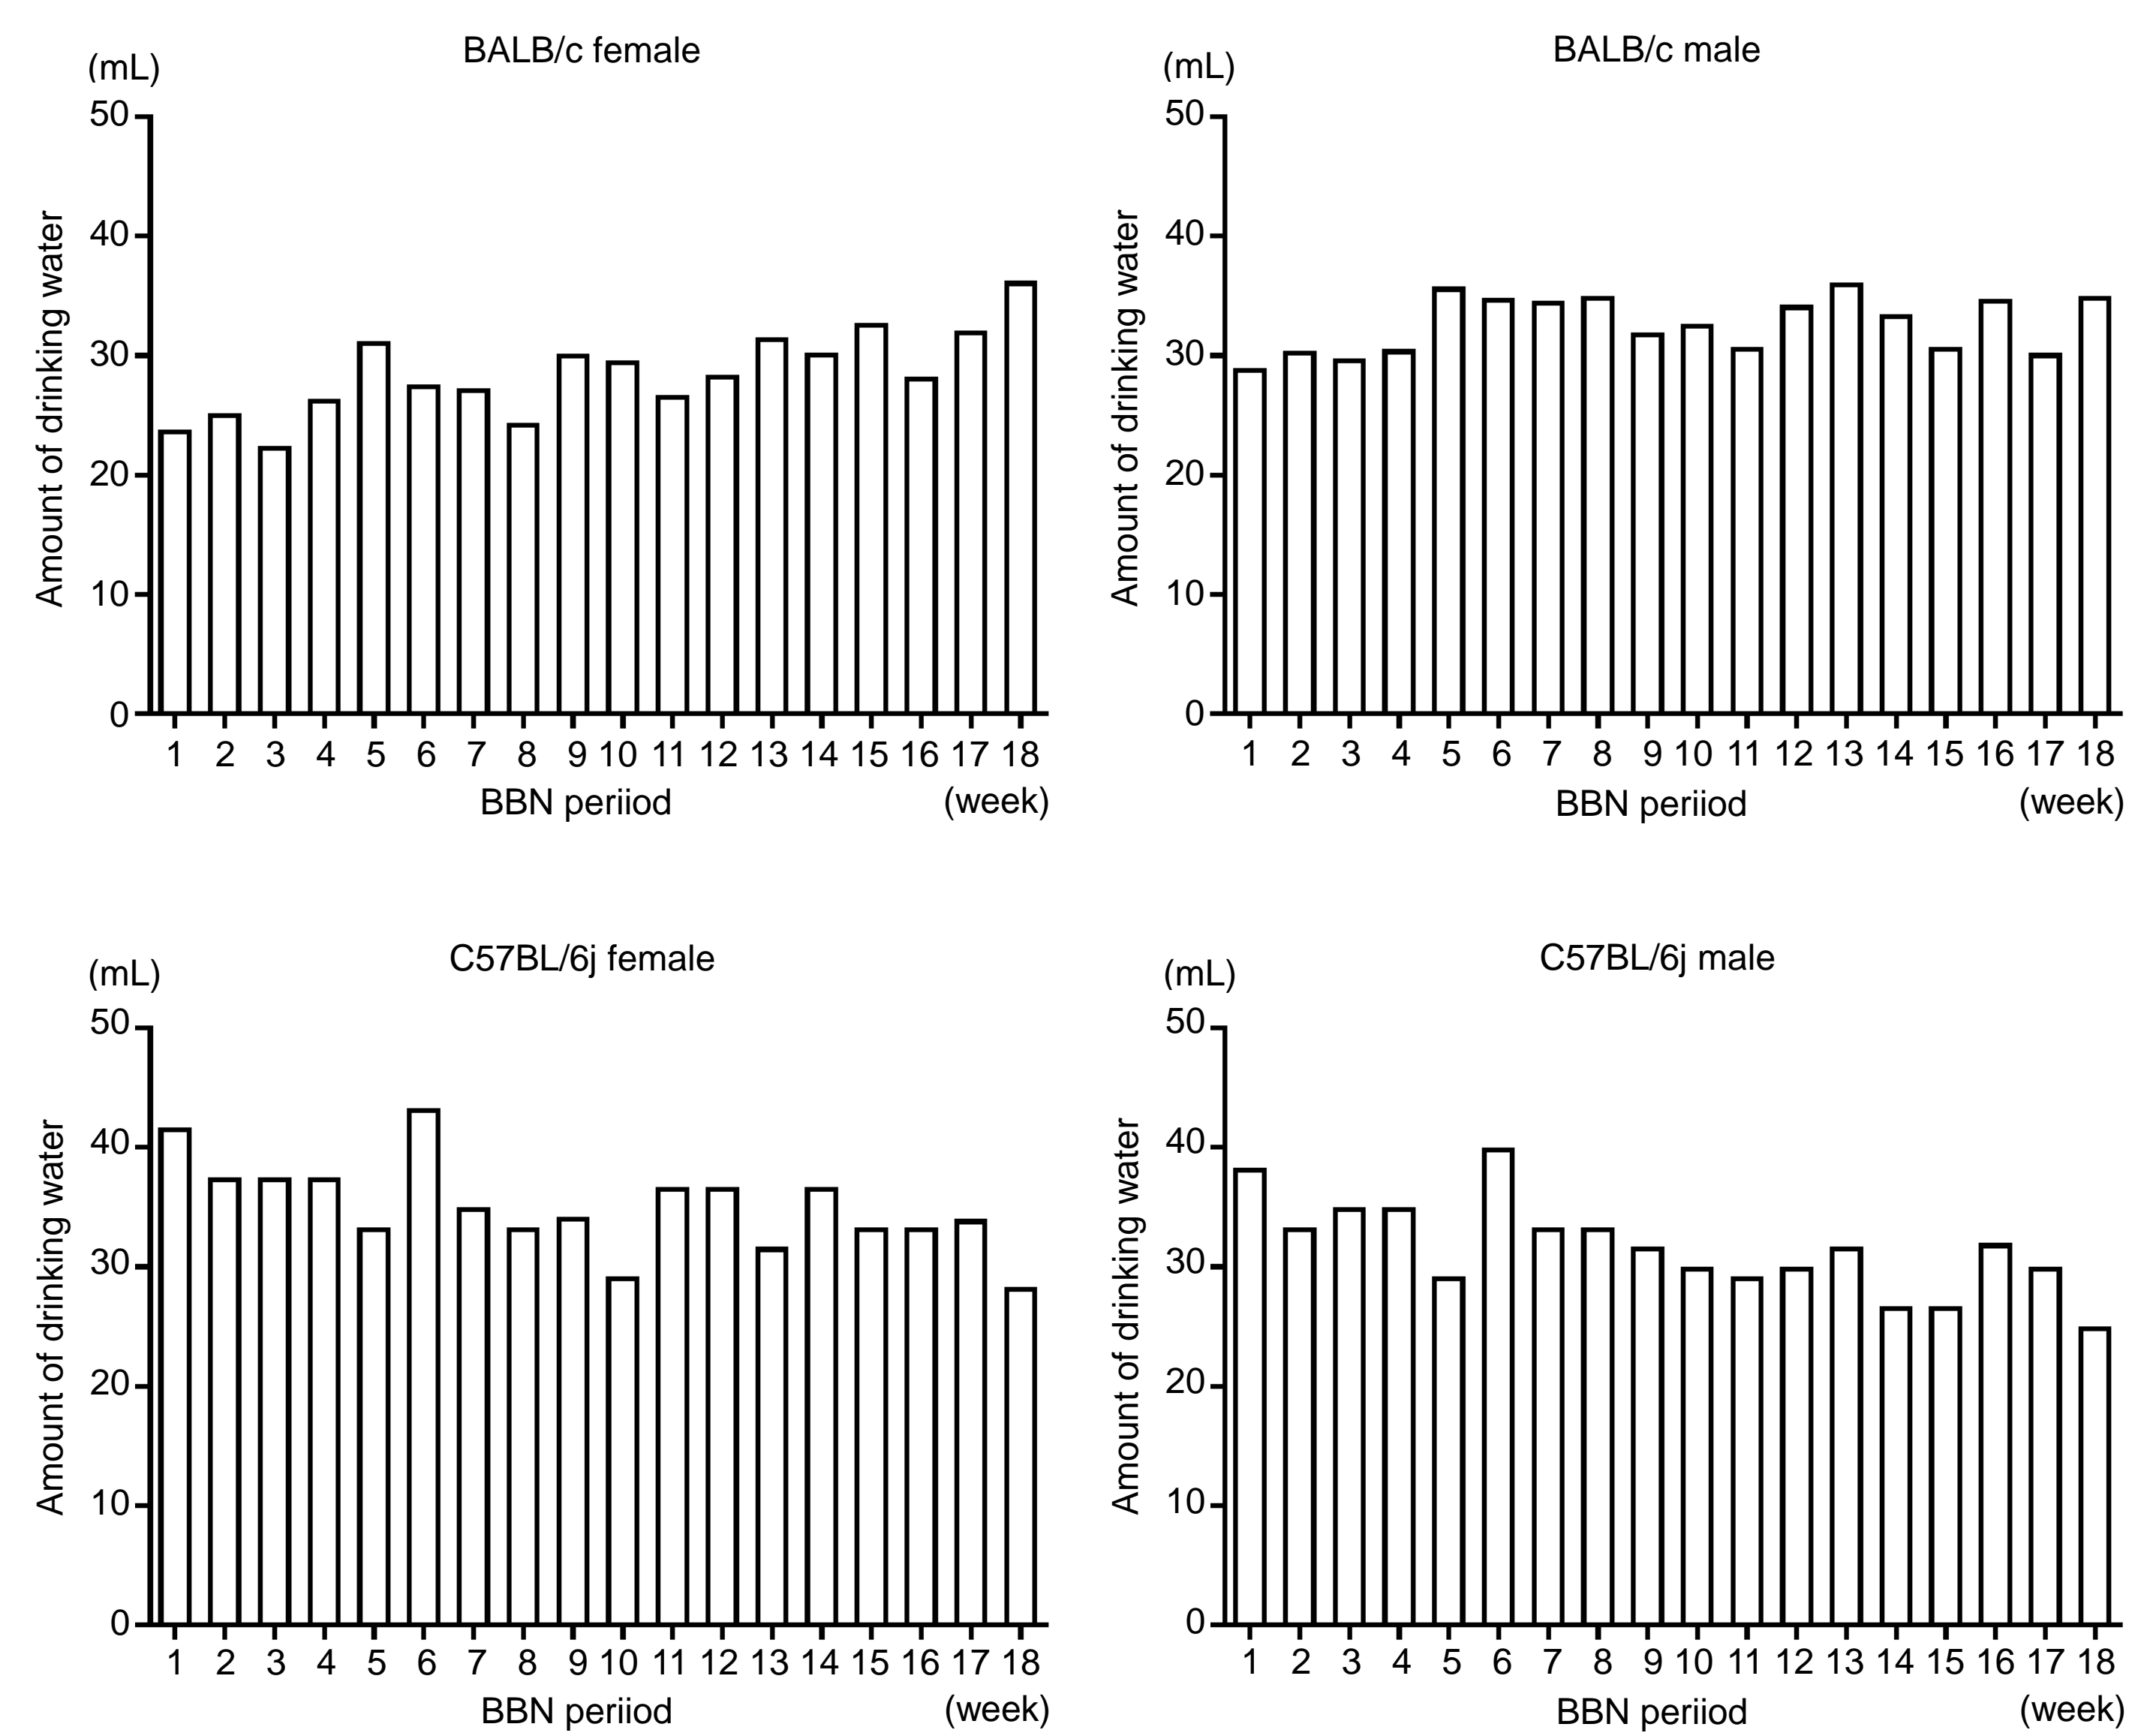

(B)

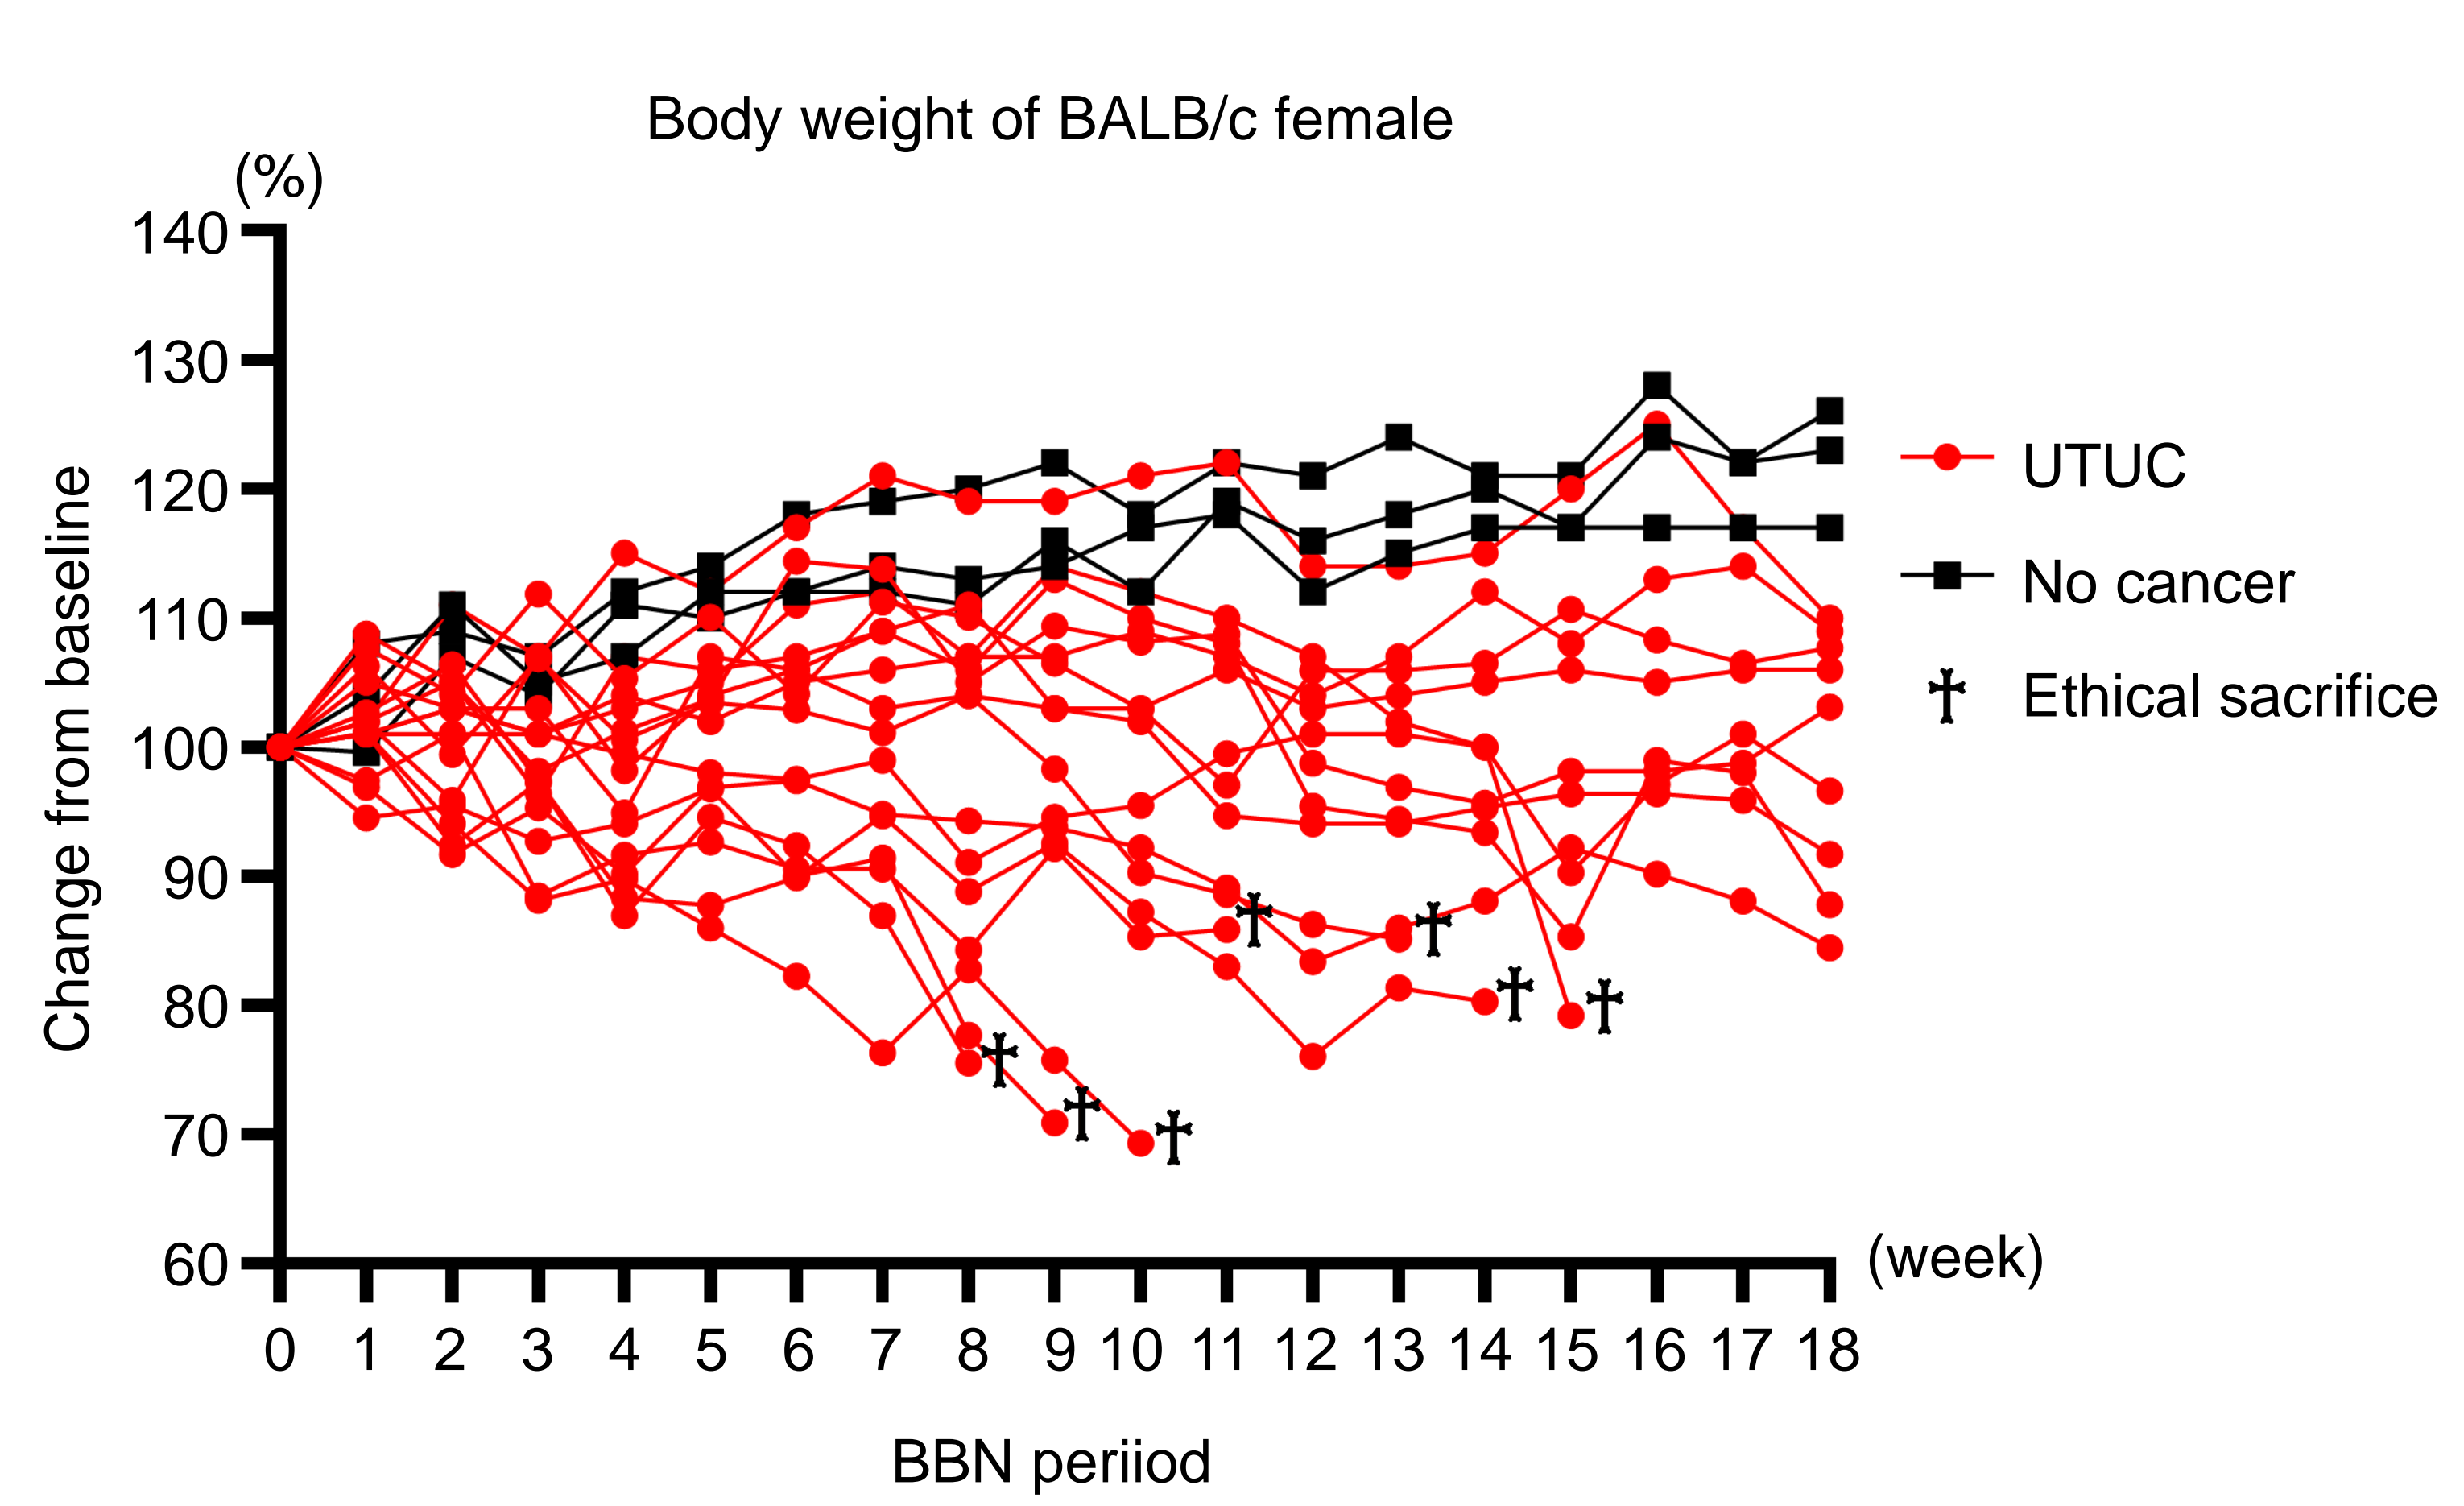

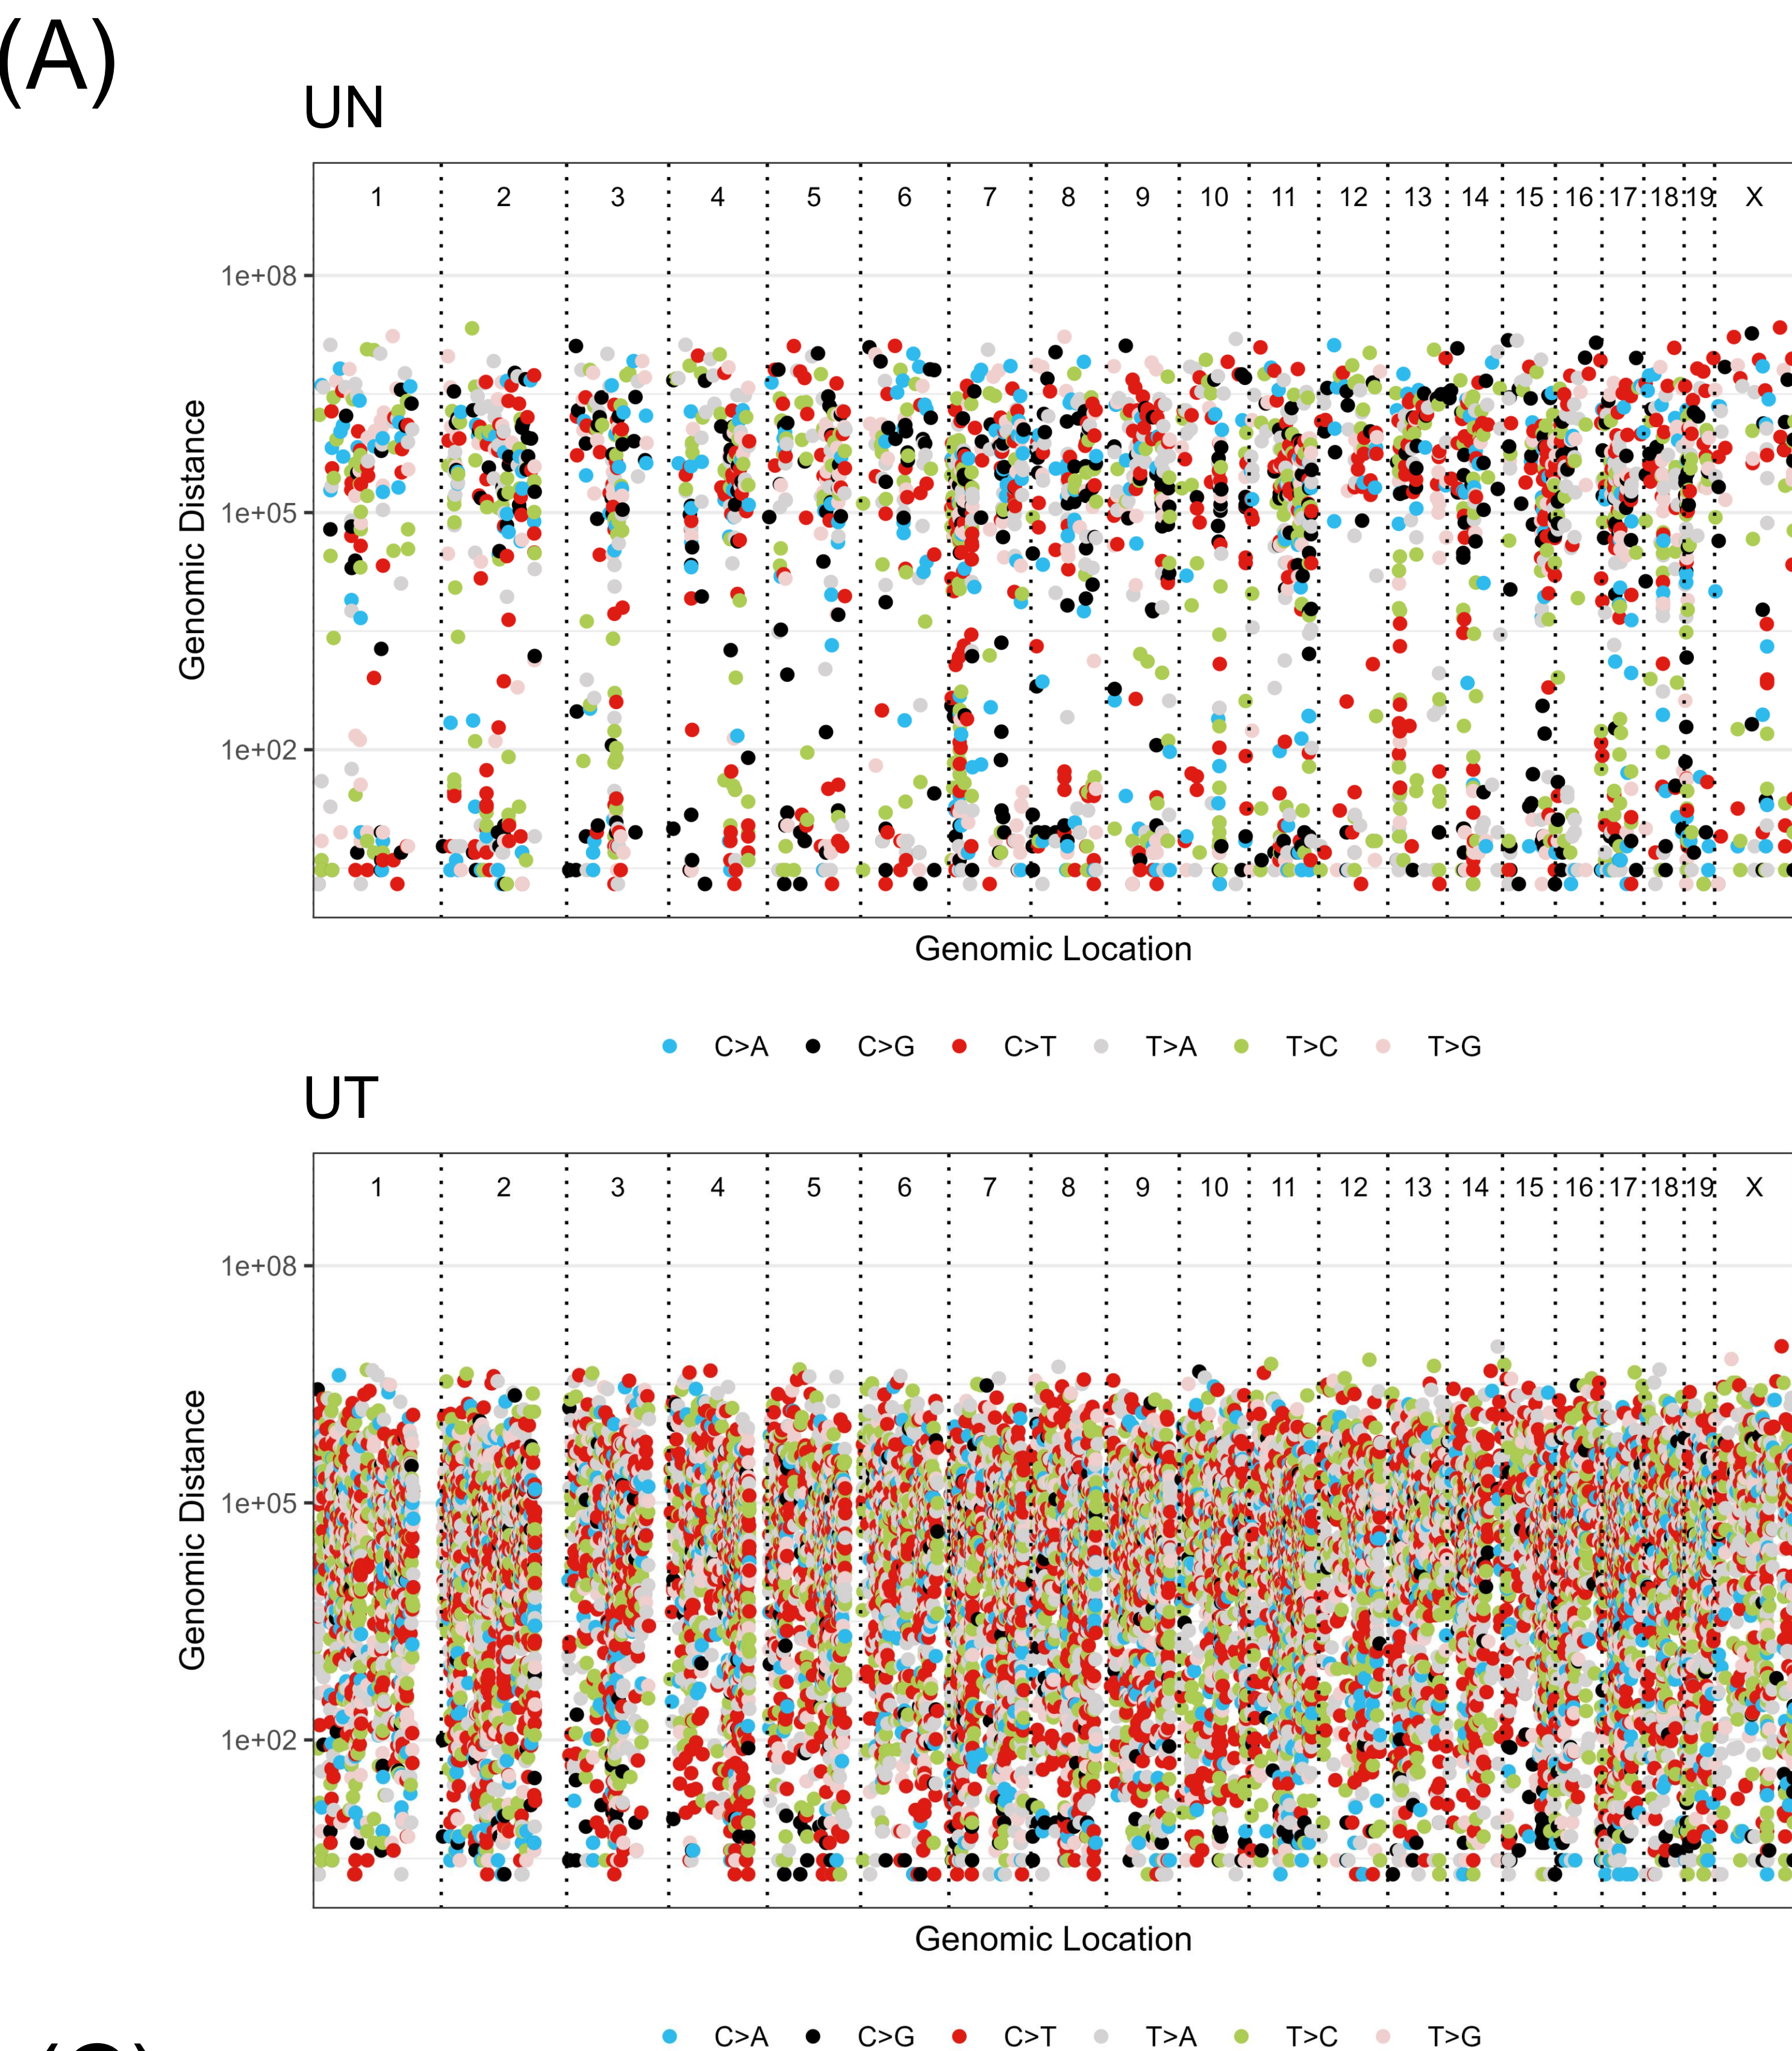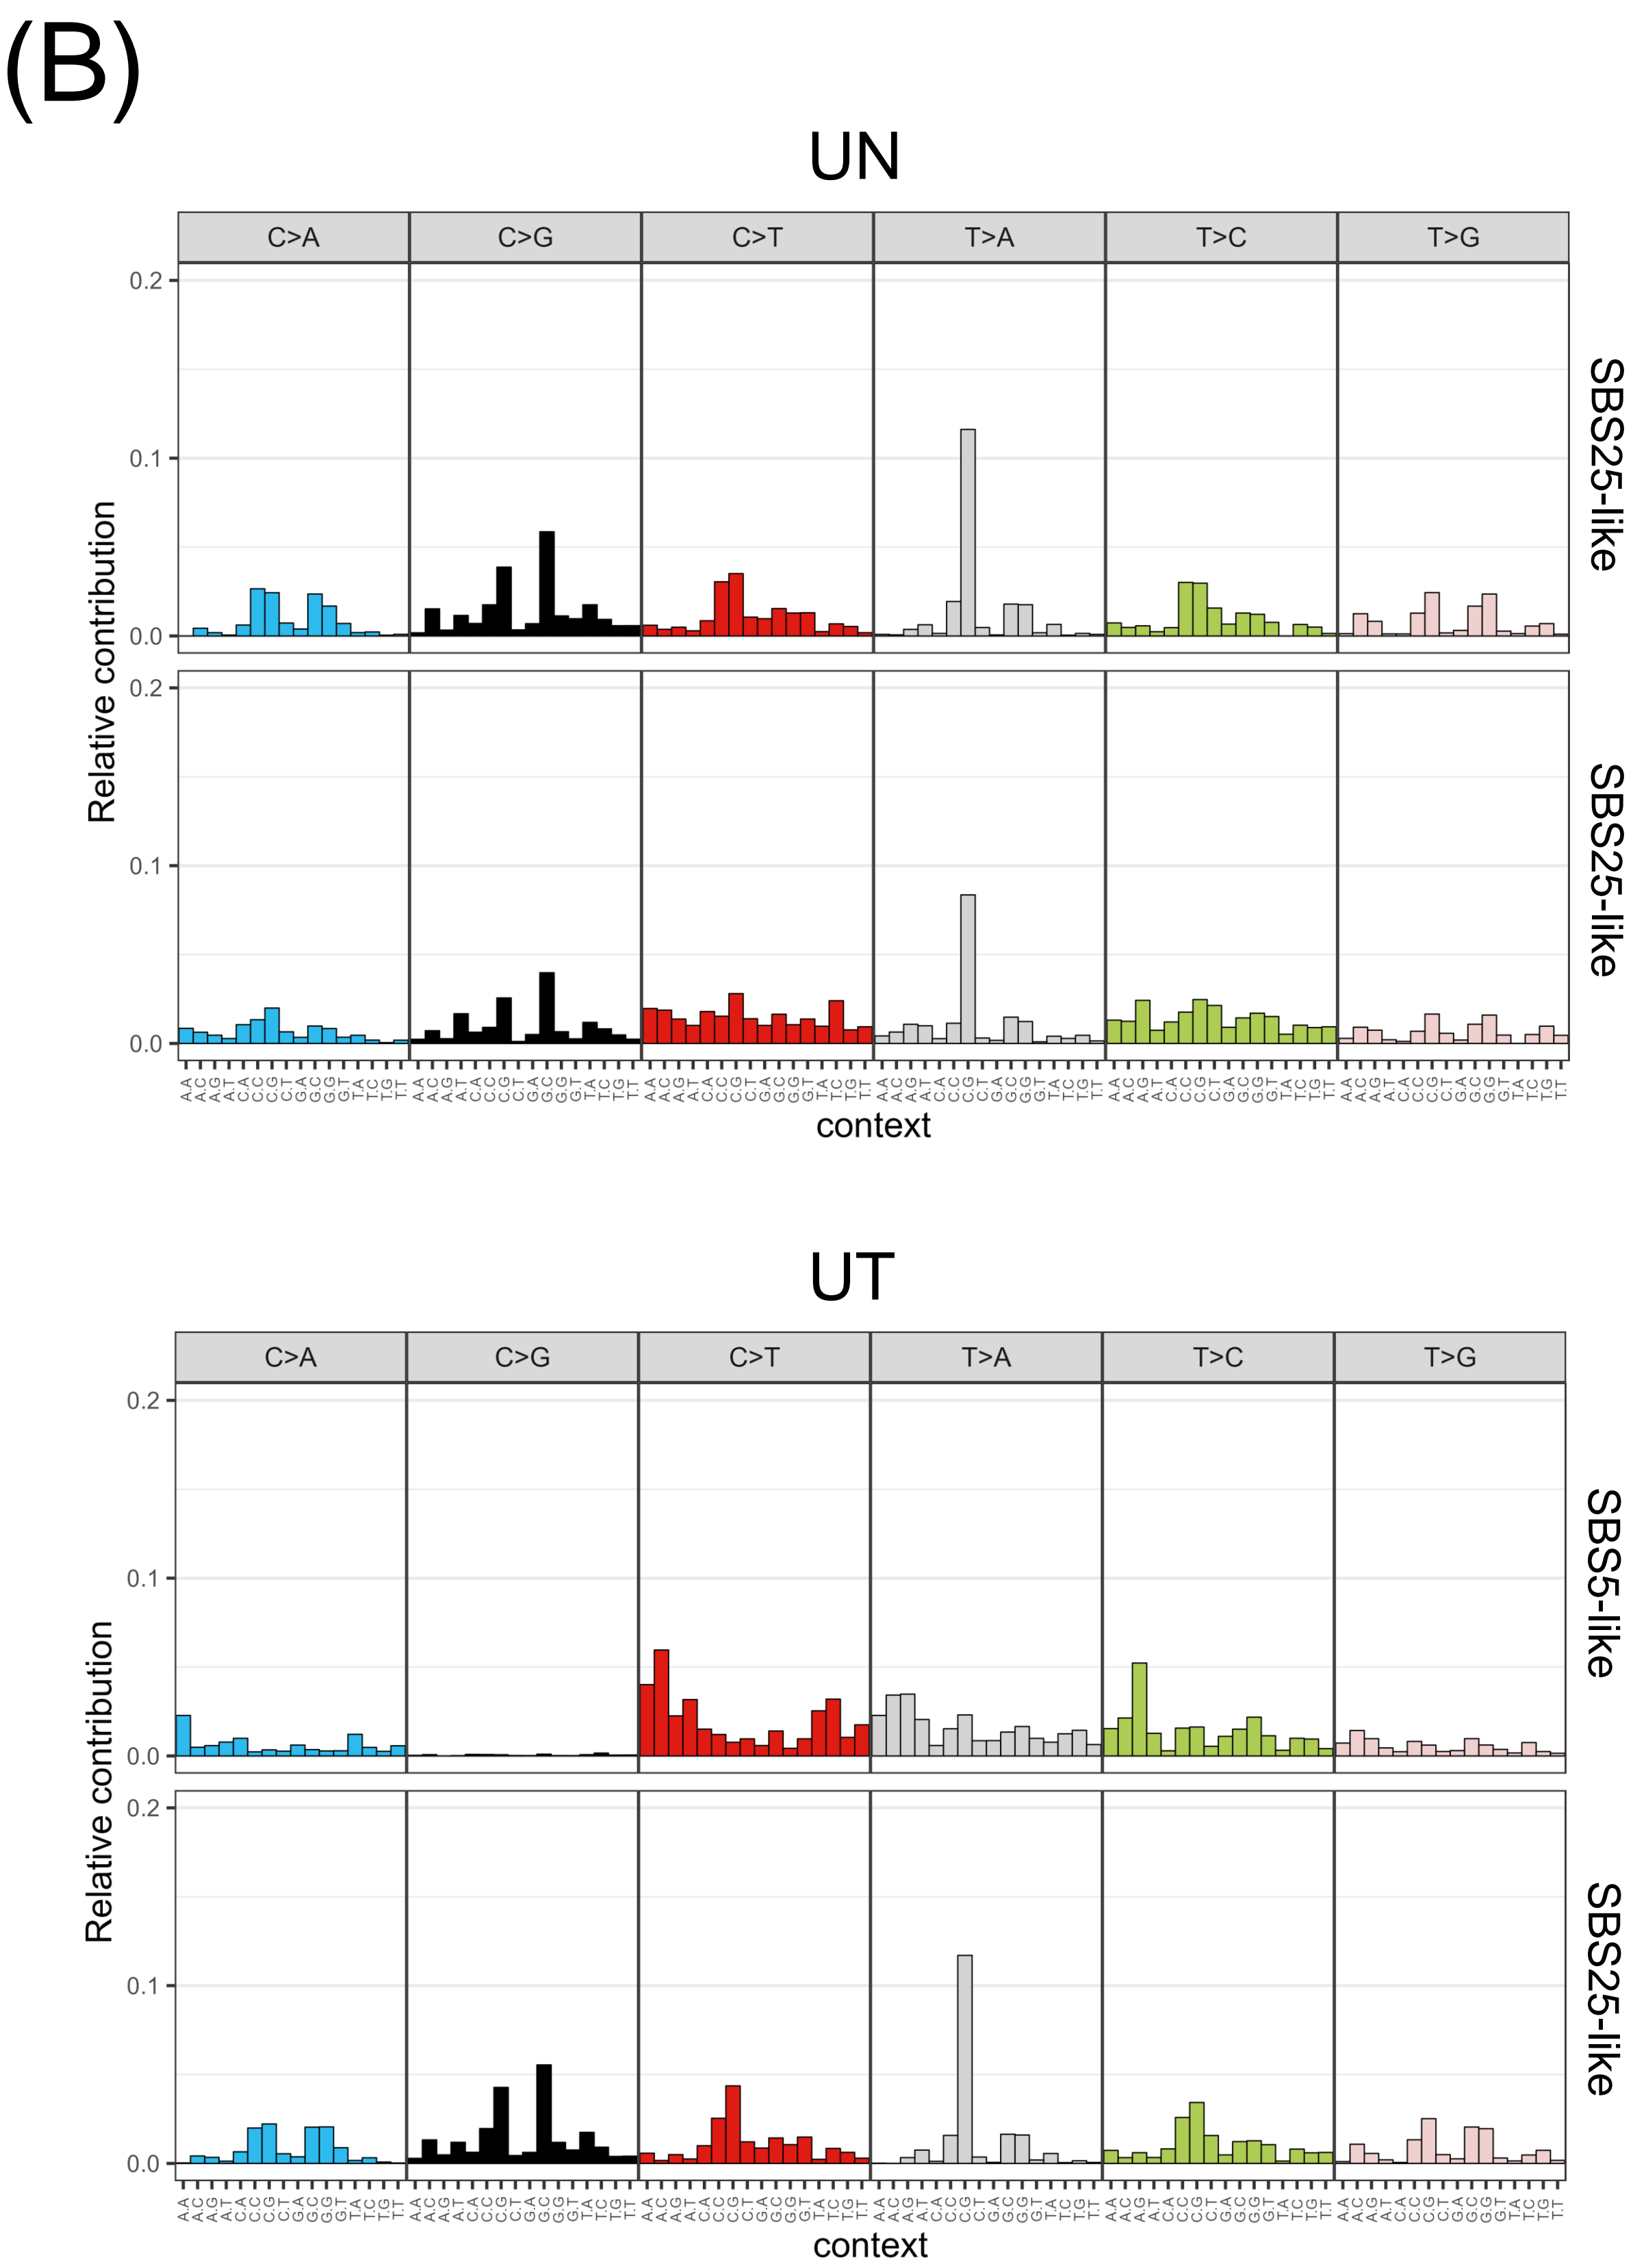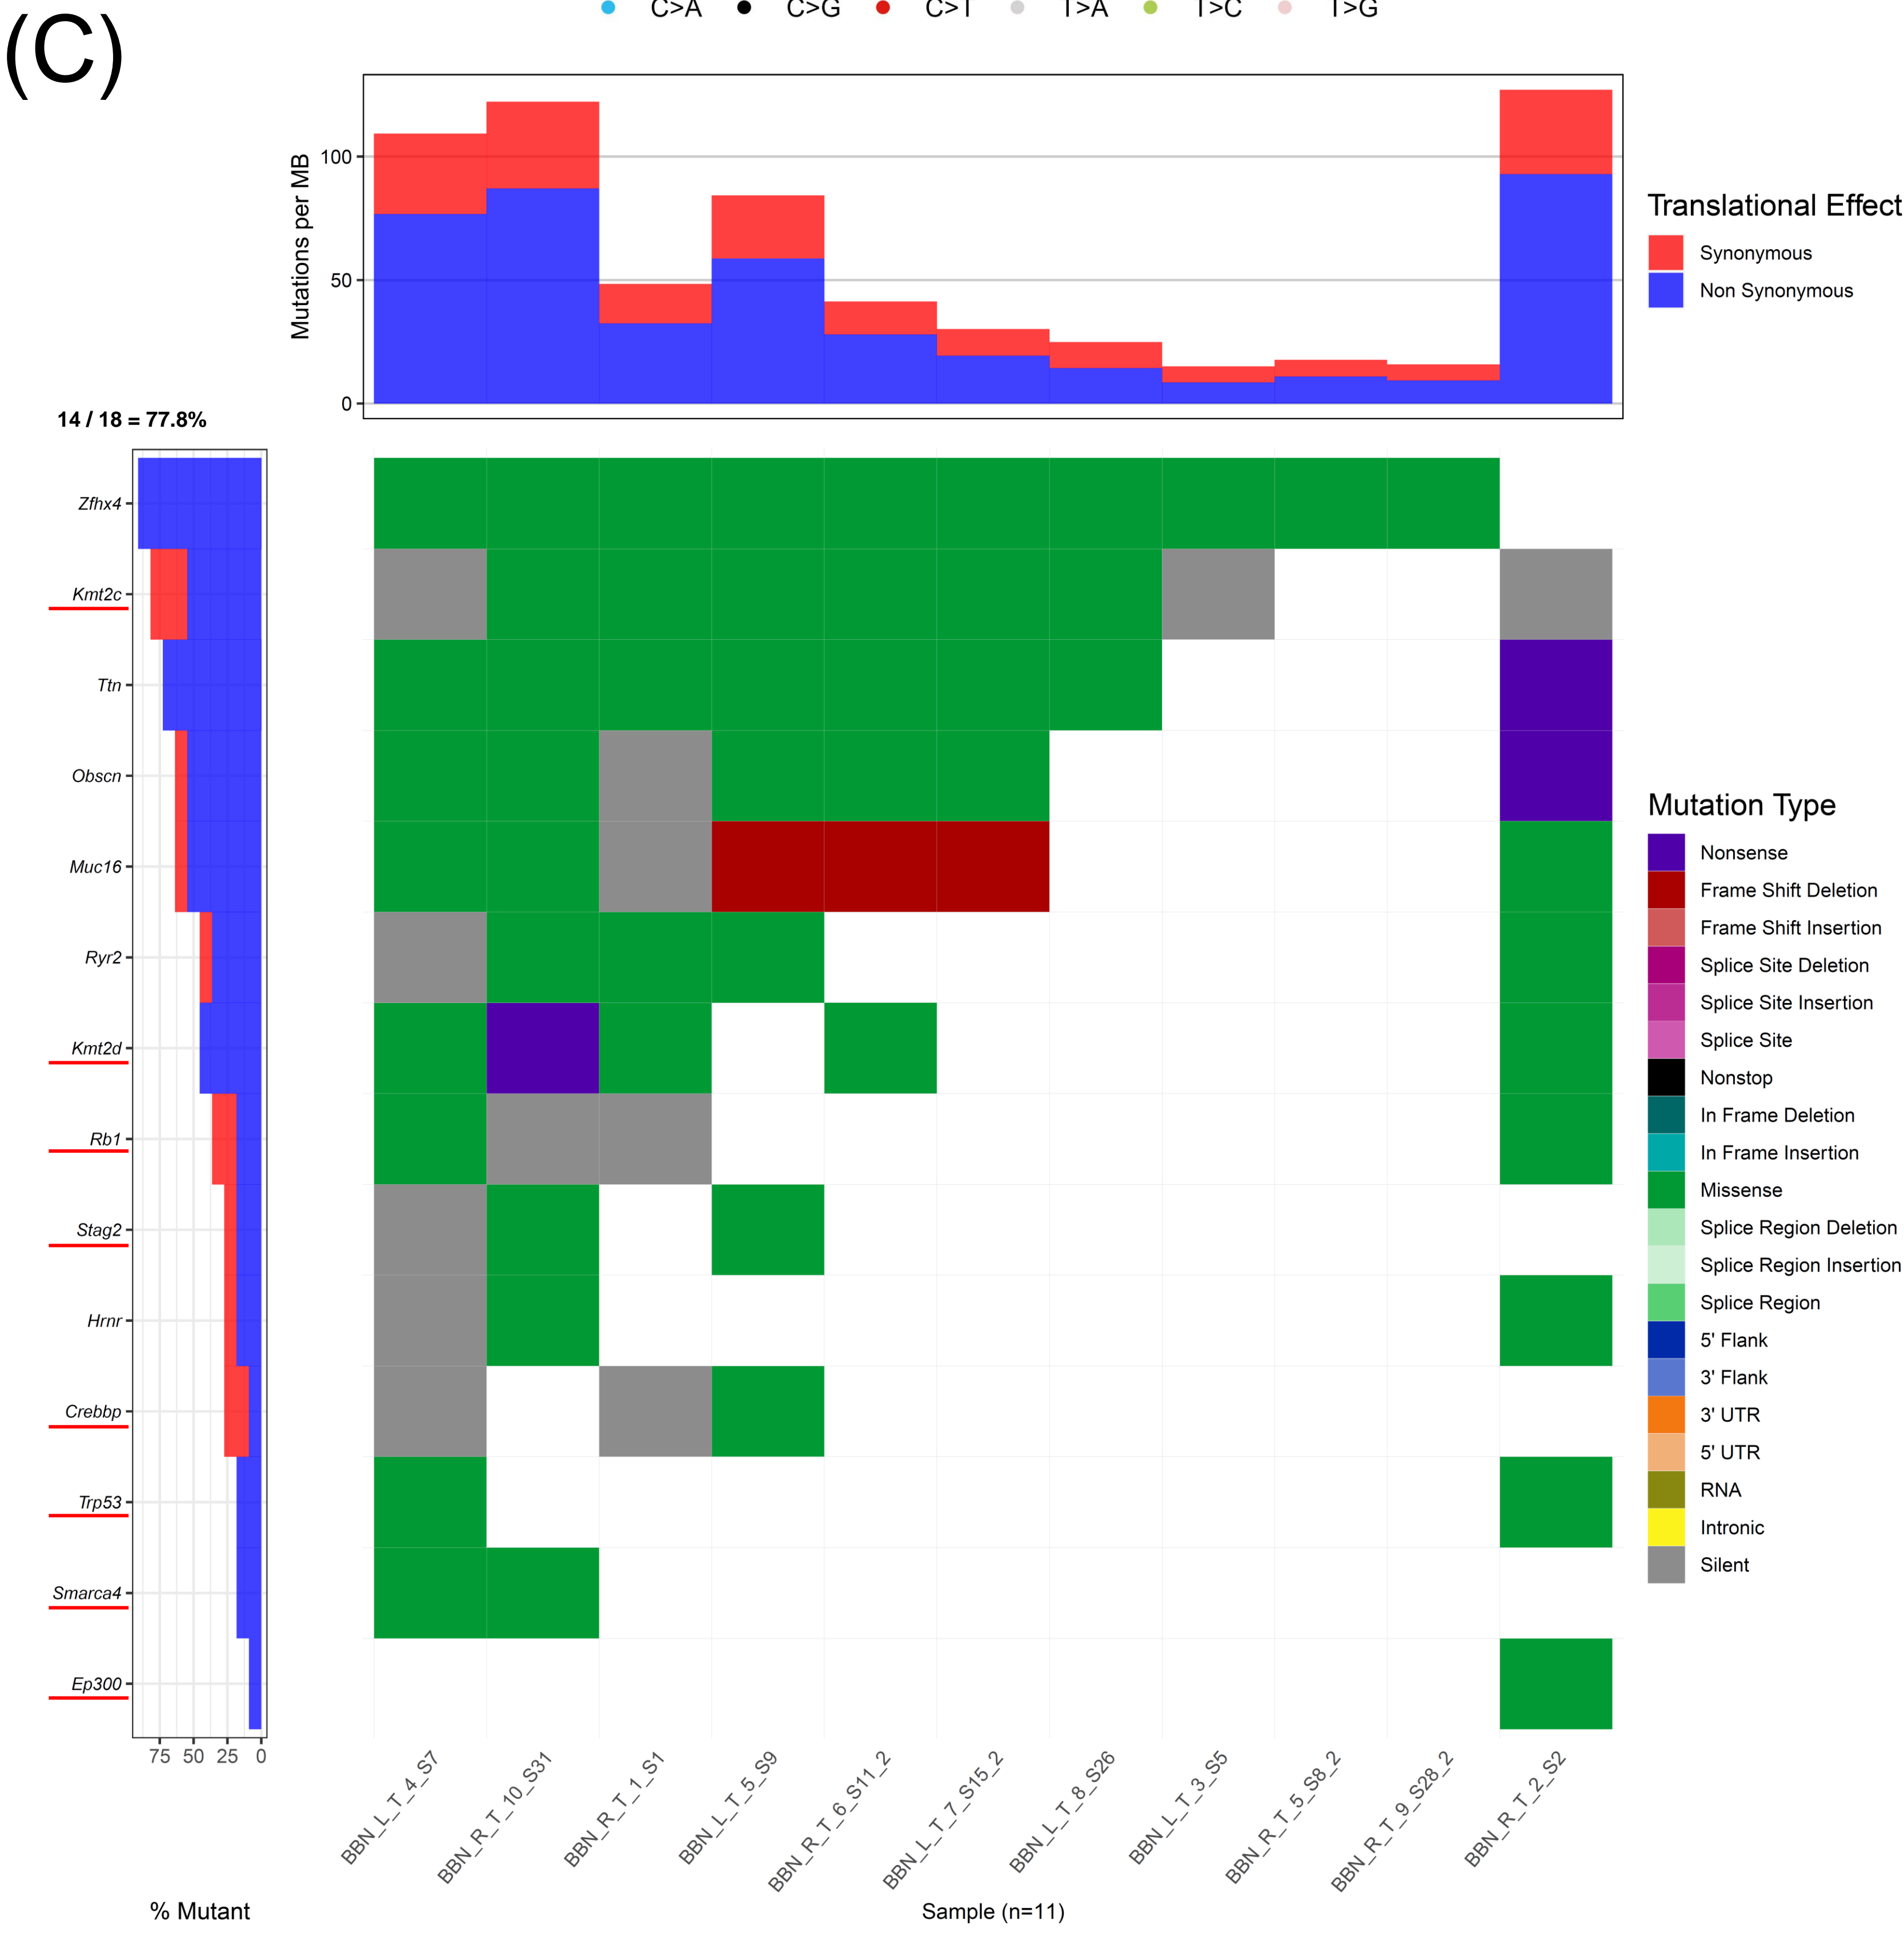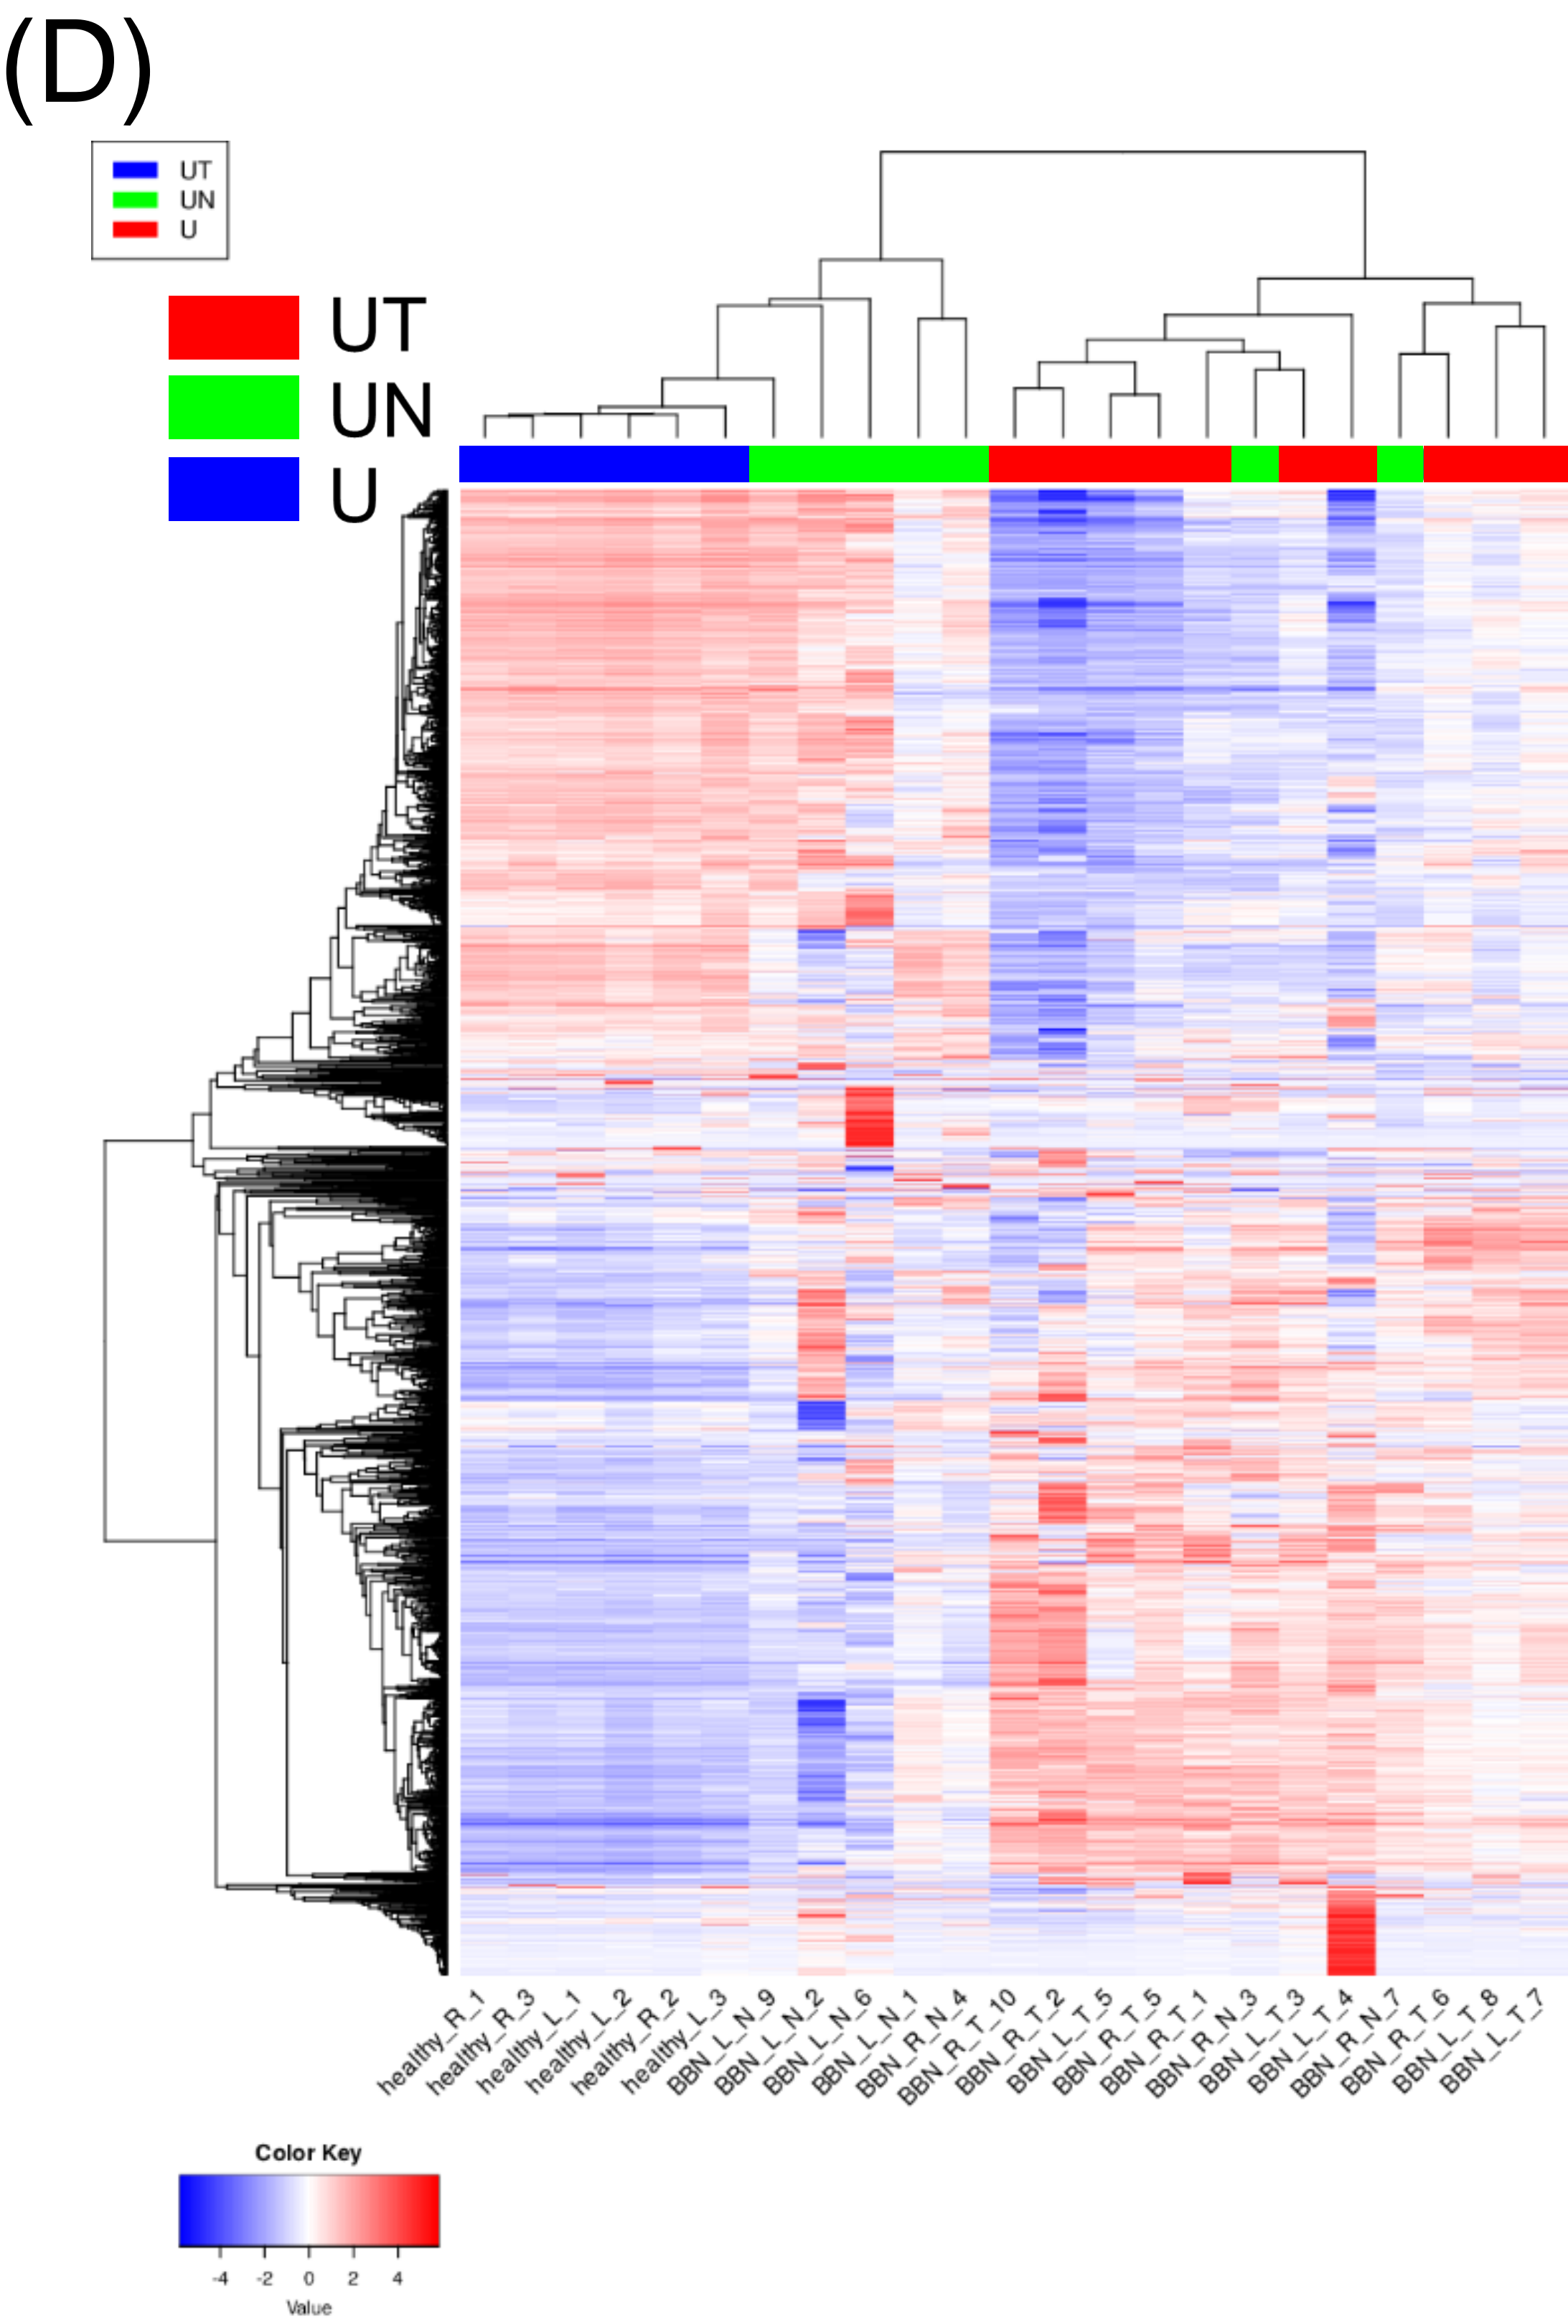

(A)

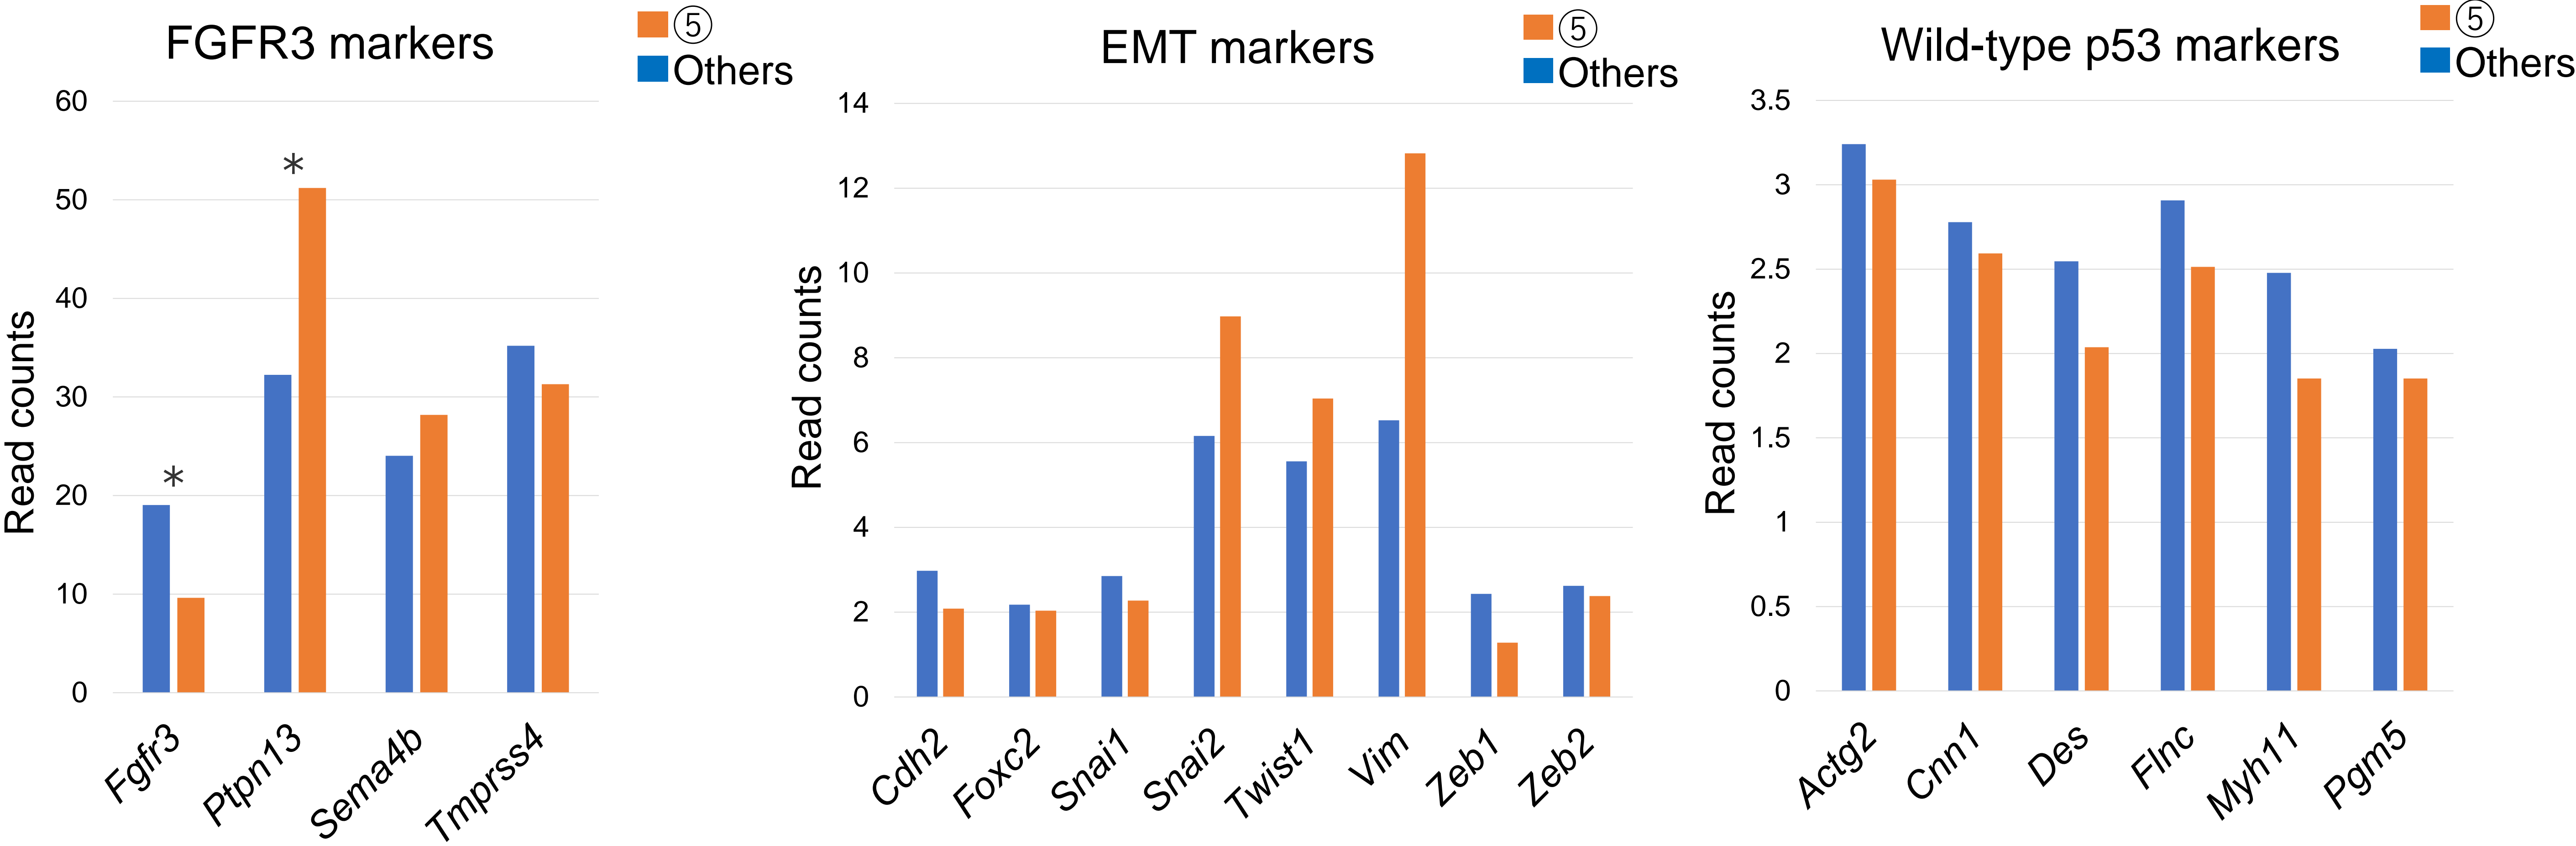

(B)

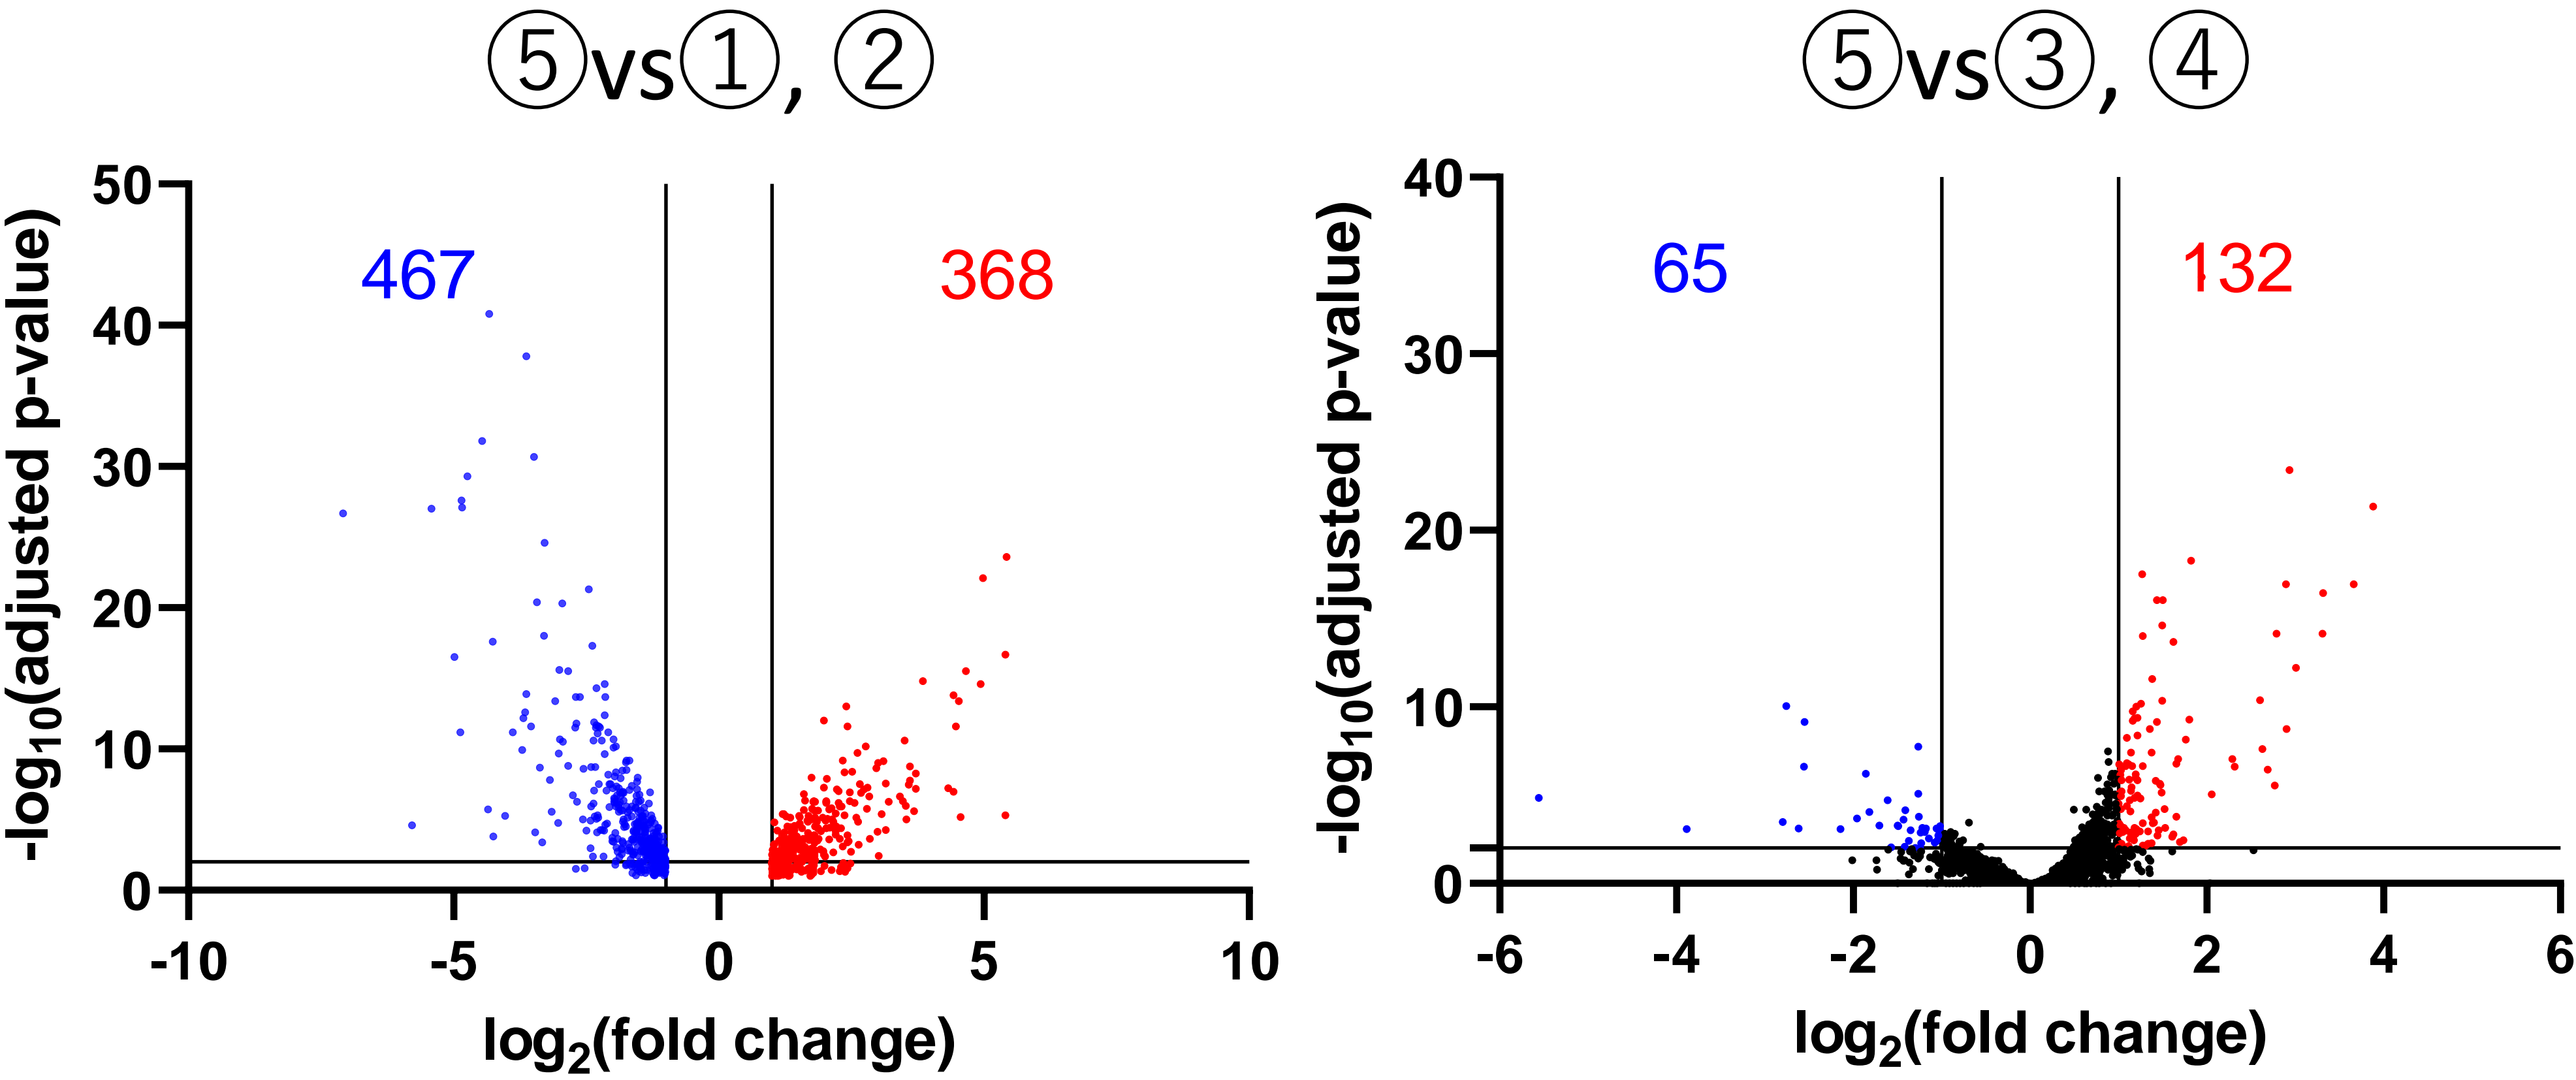

(C)

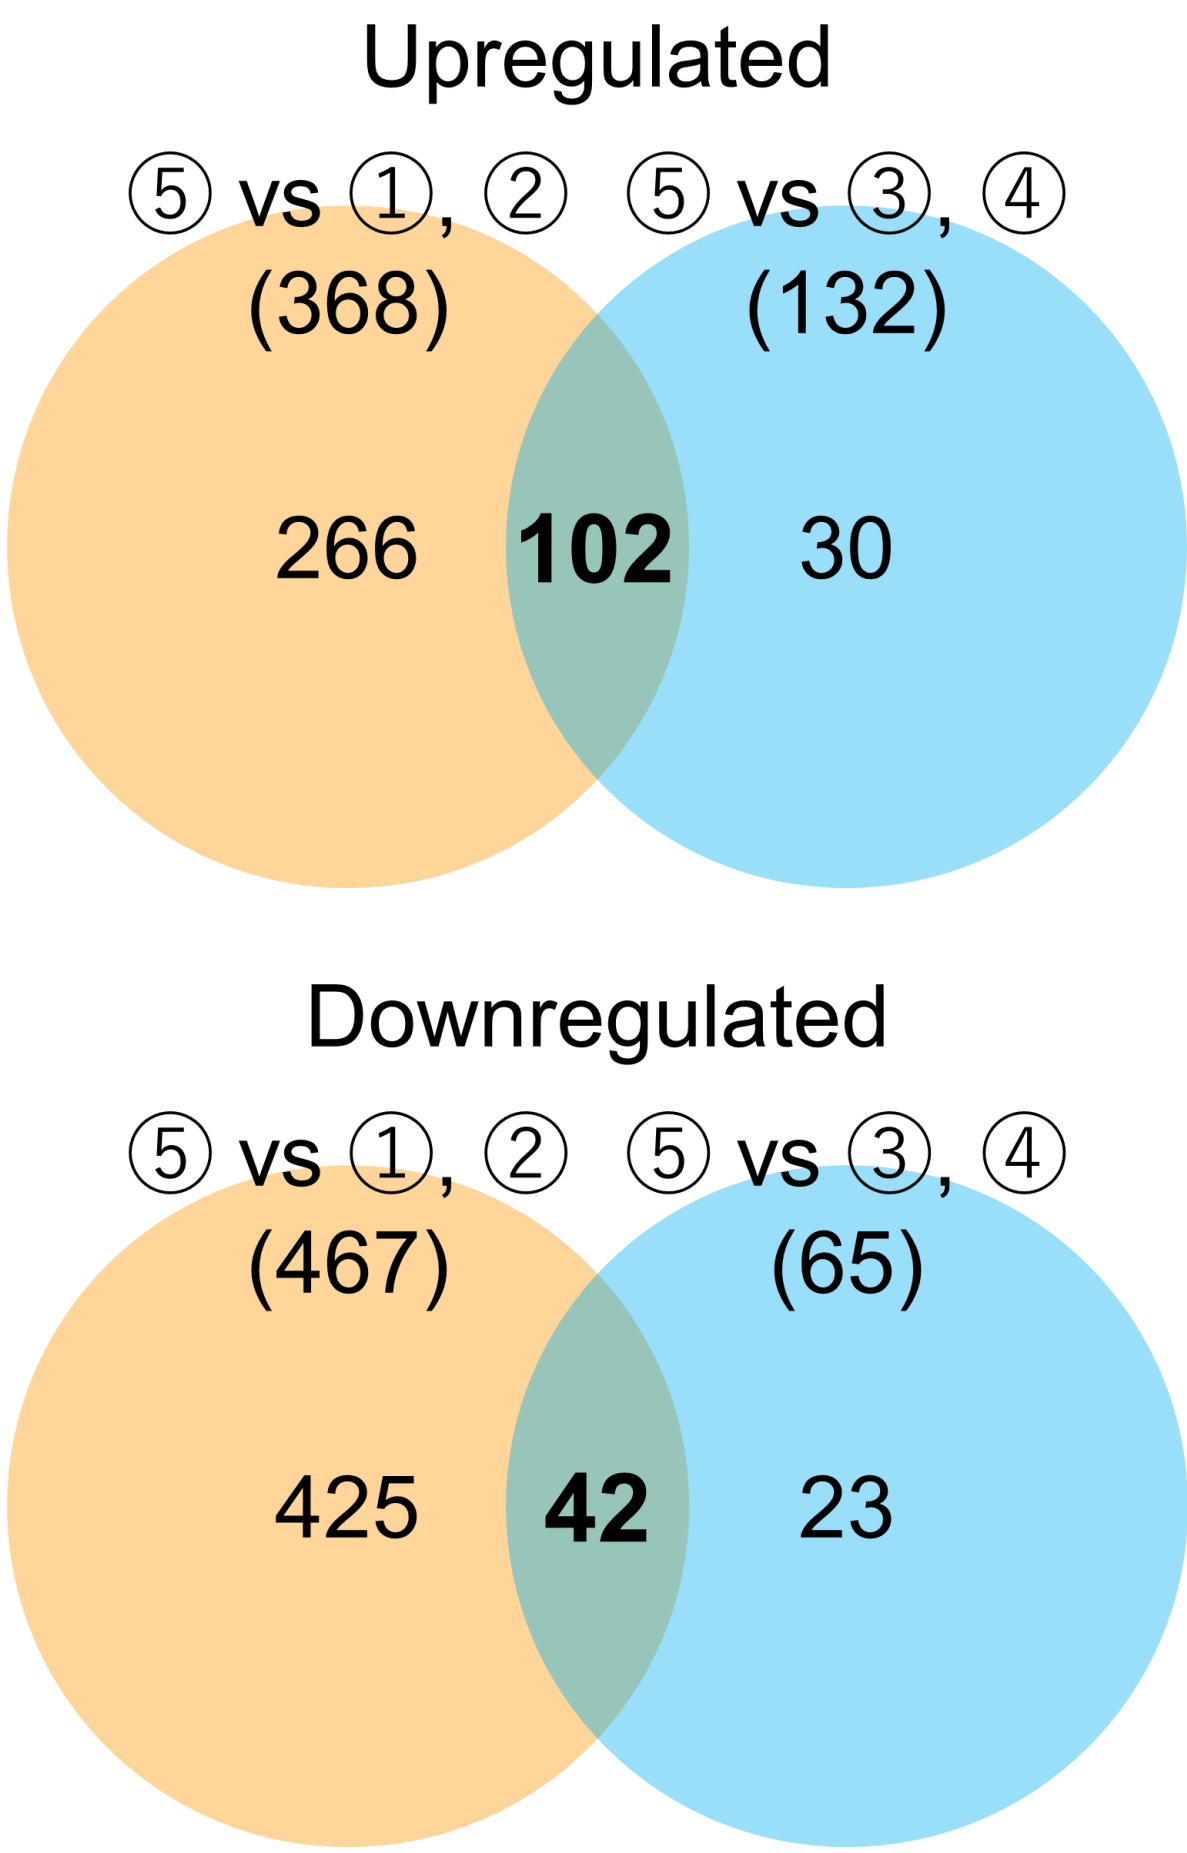

(A)

GOBPs (UT vs. UN)

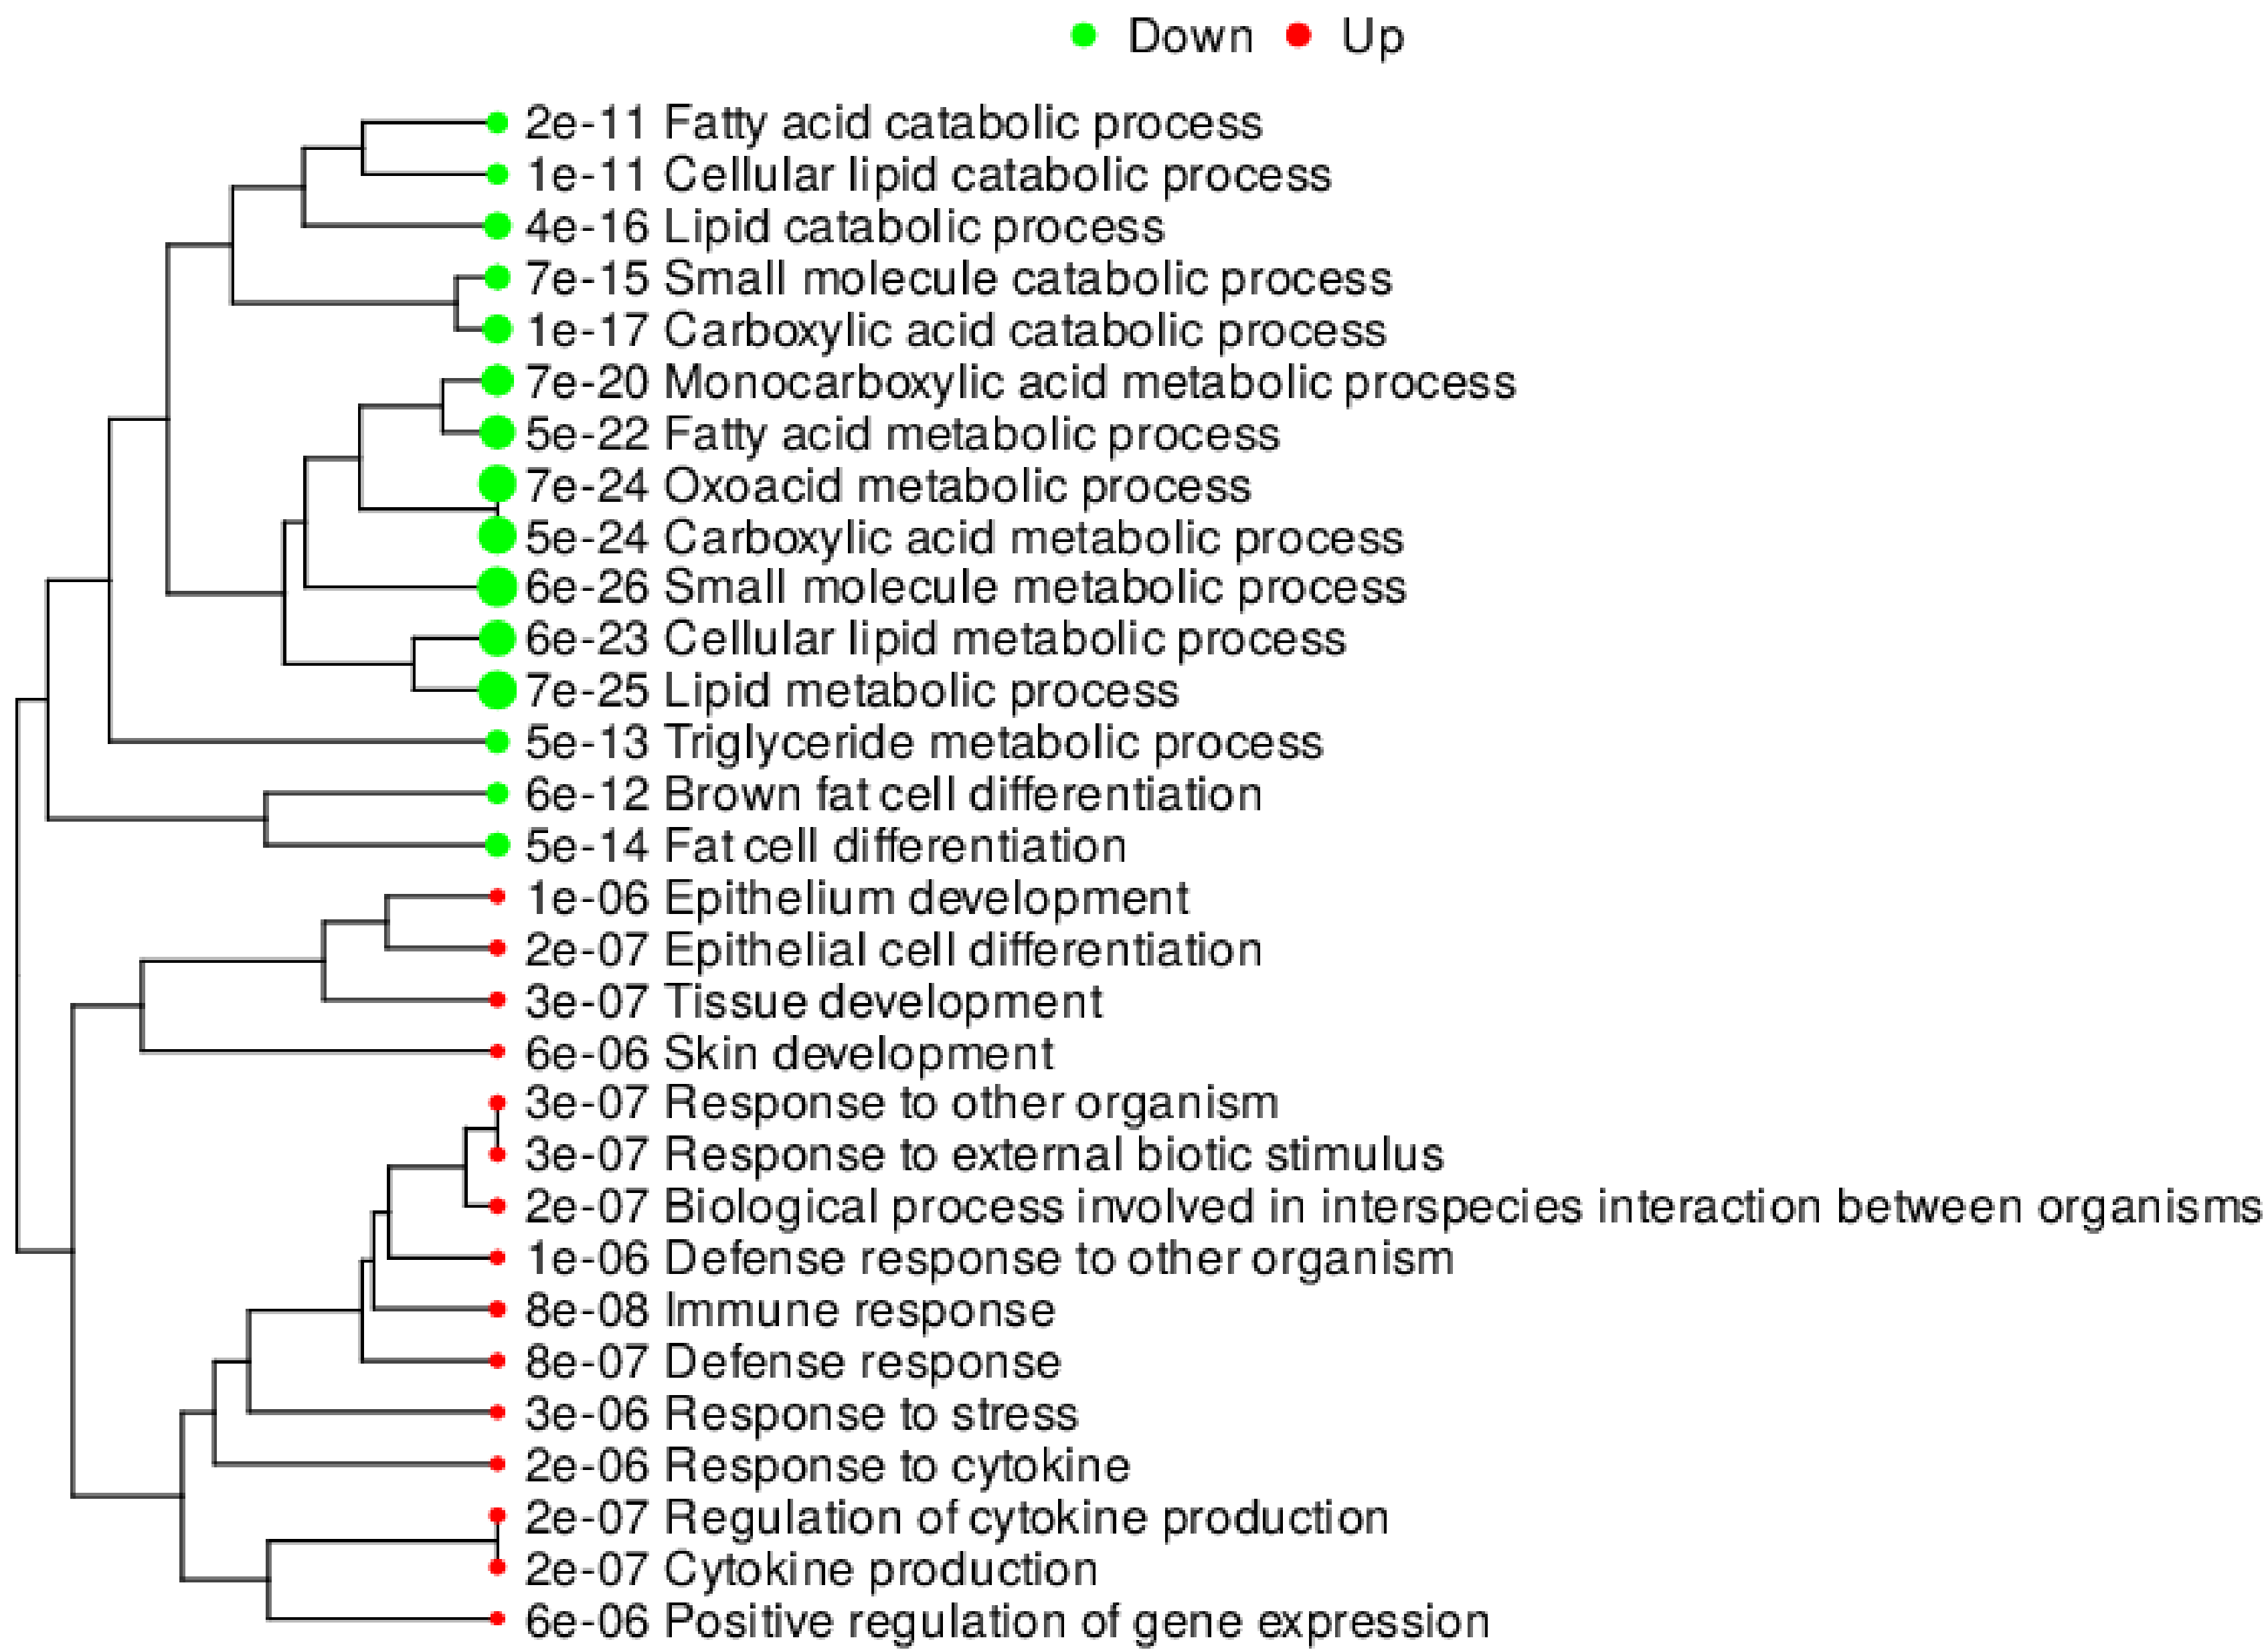

(B)

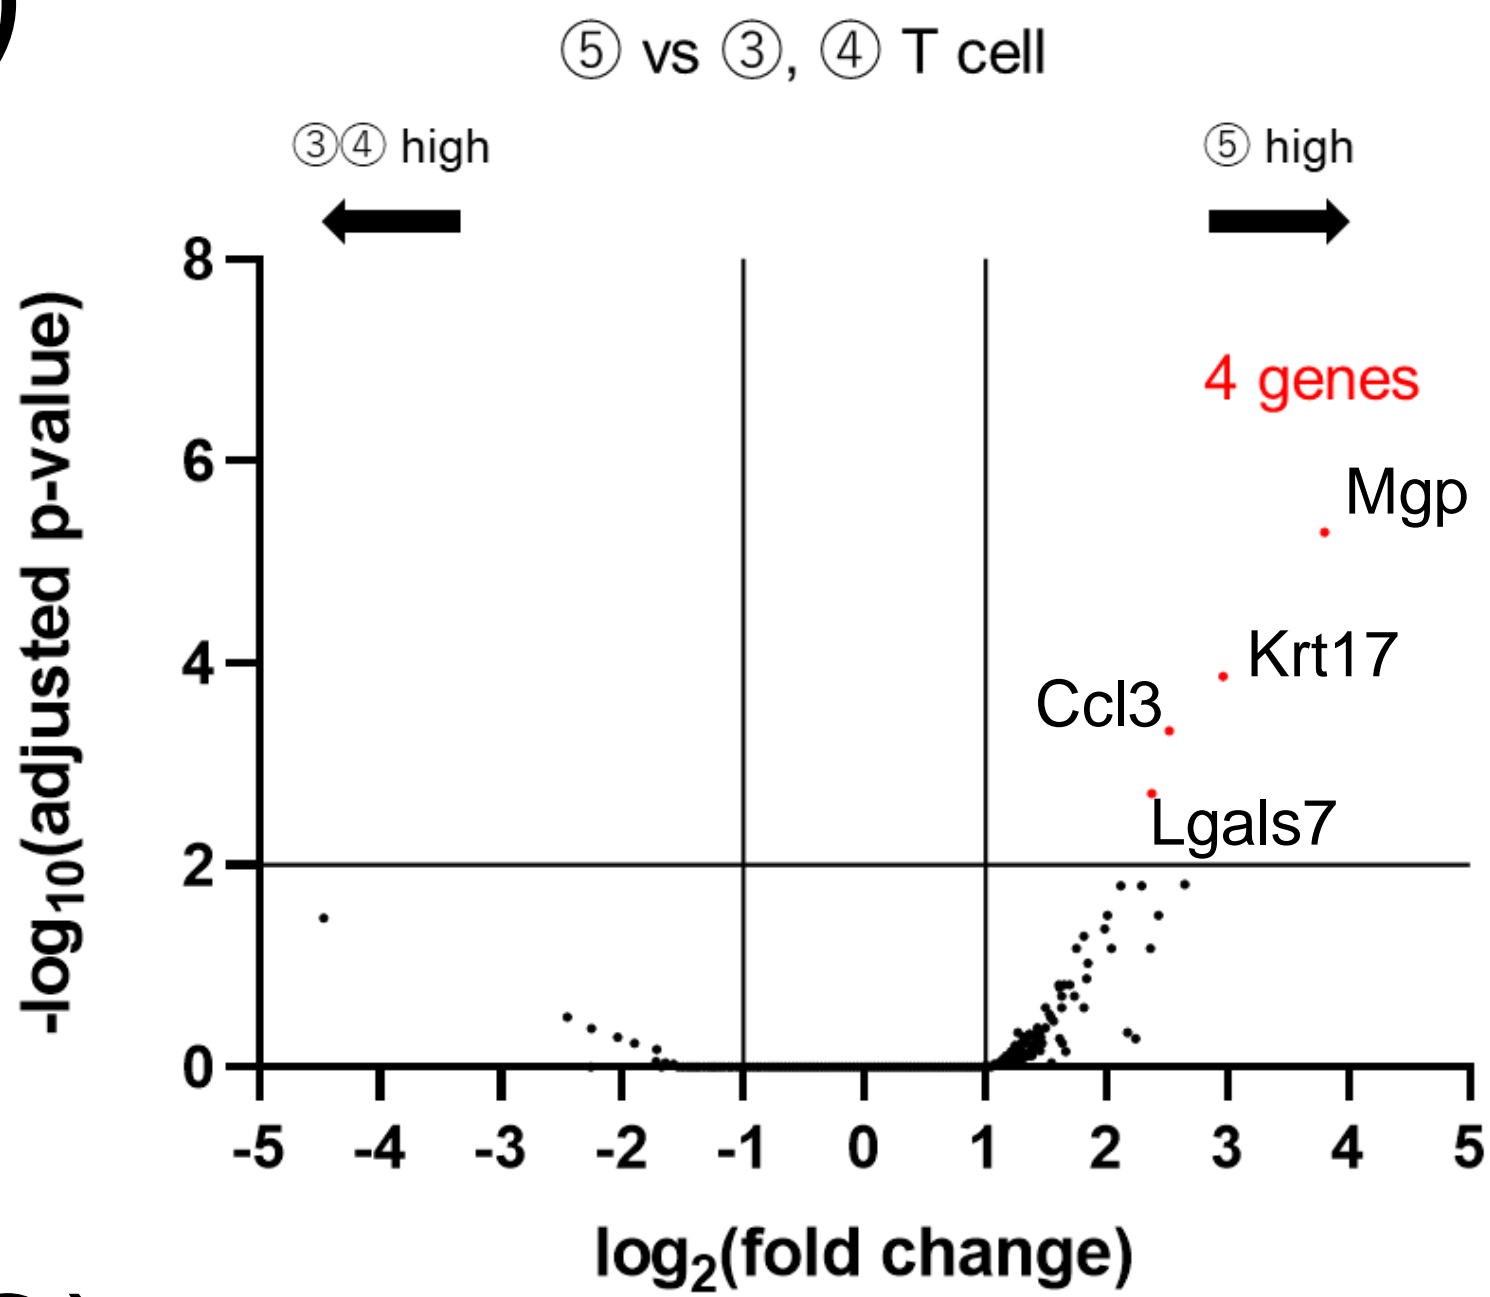

(C)

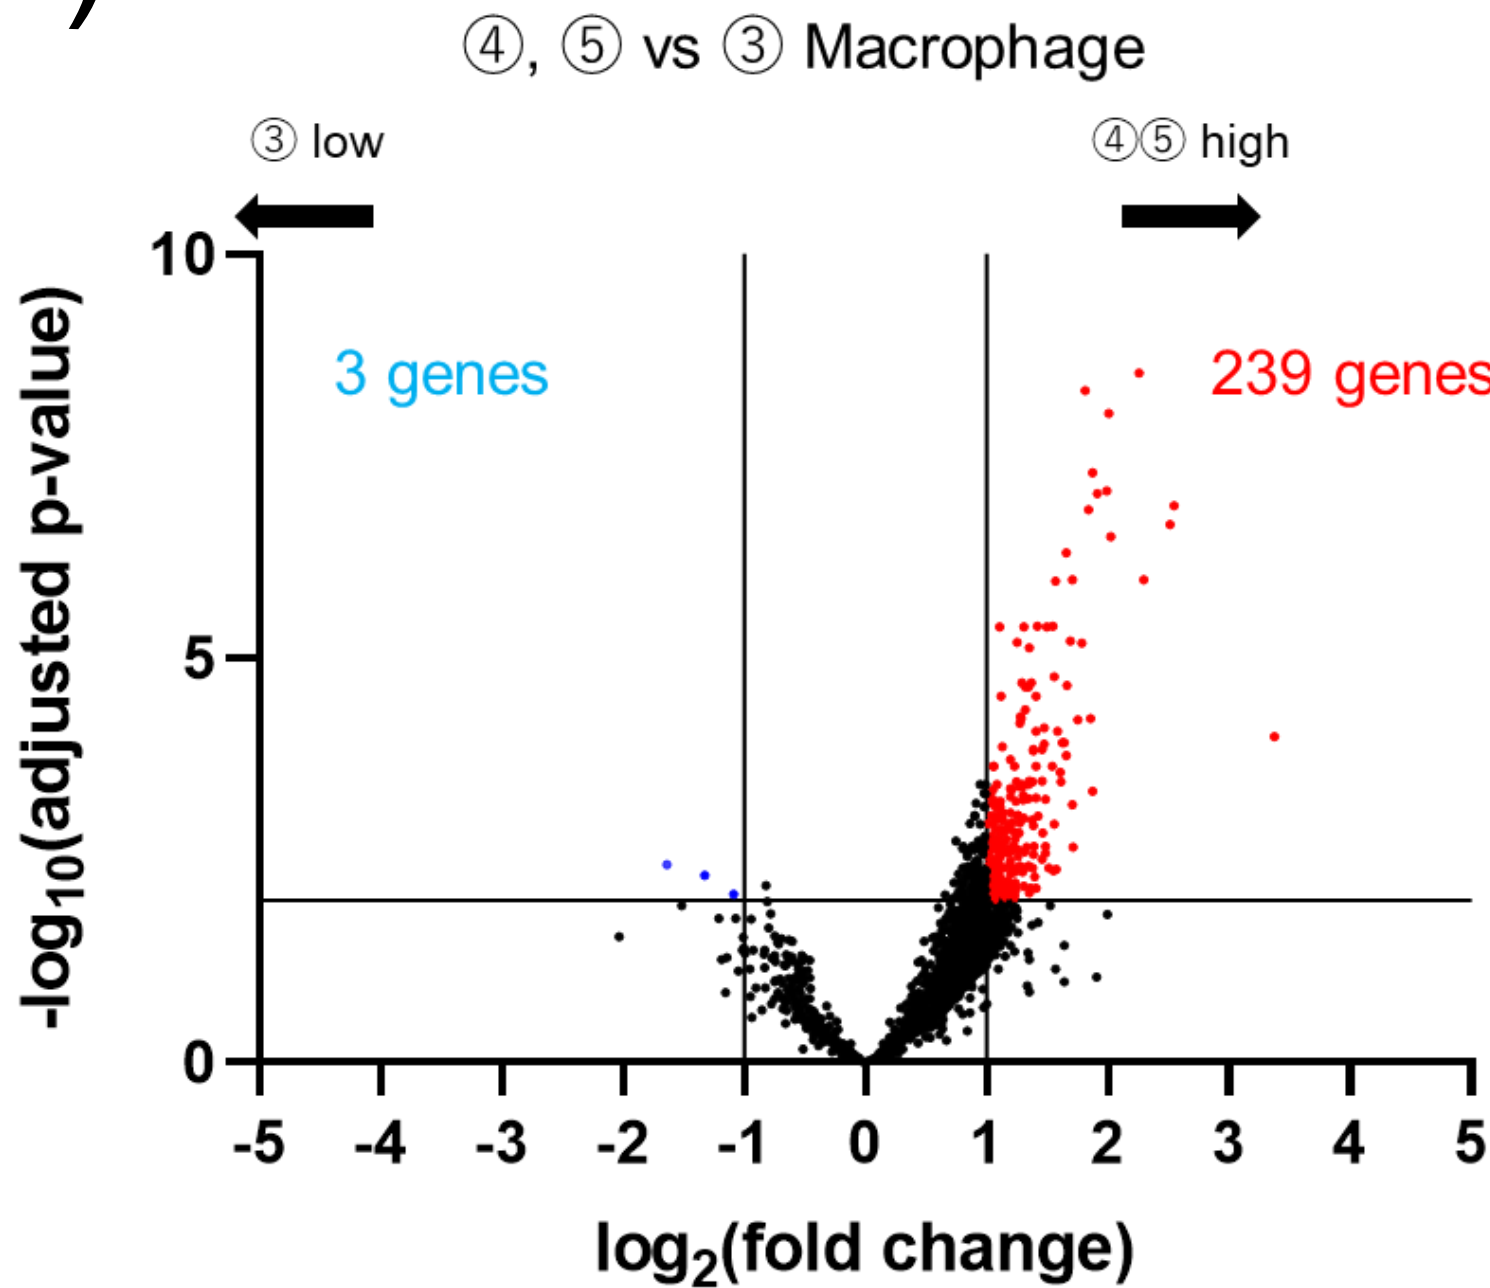

(D)

Gene Ontology analysis (Biological Process)

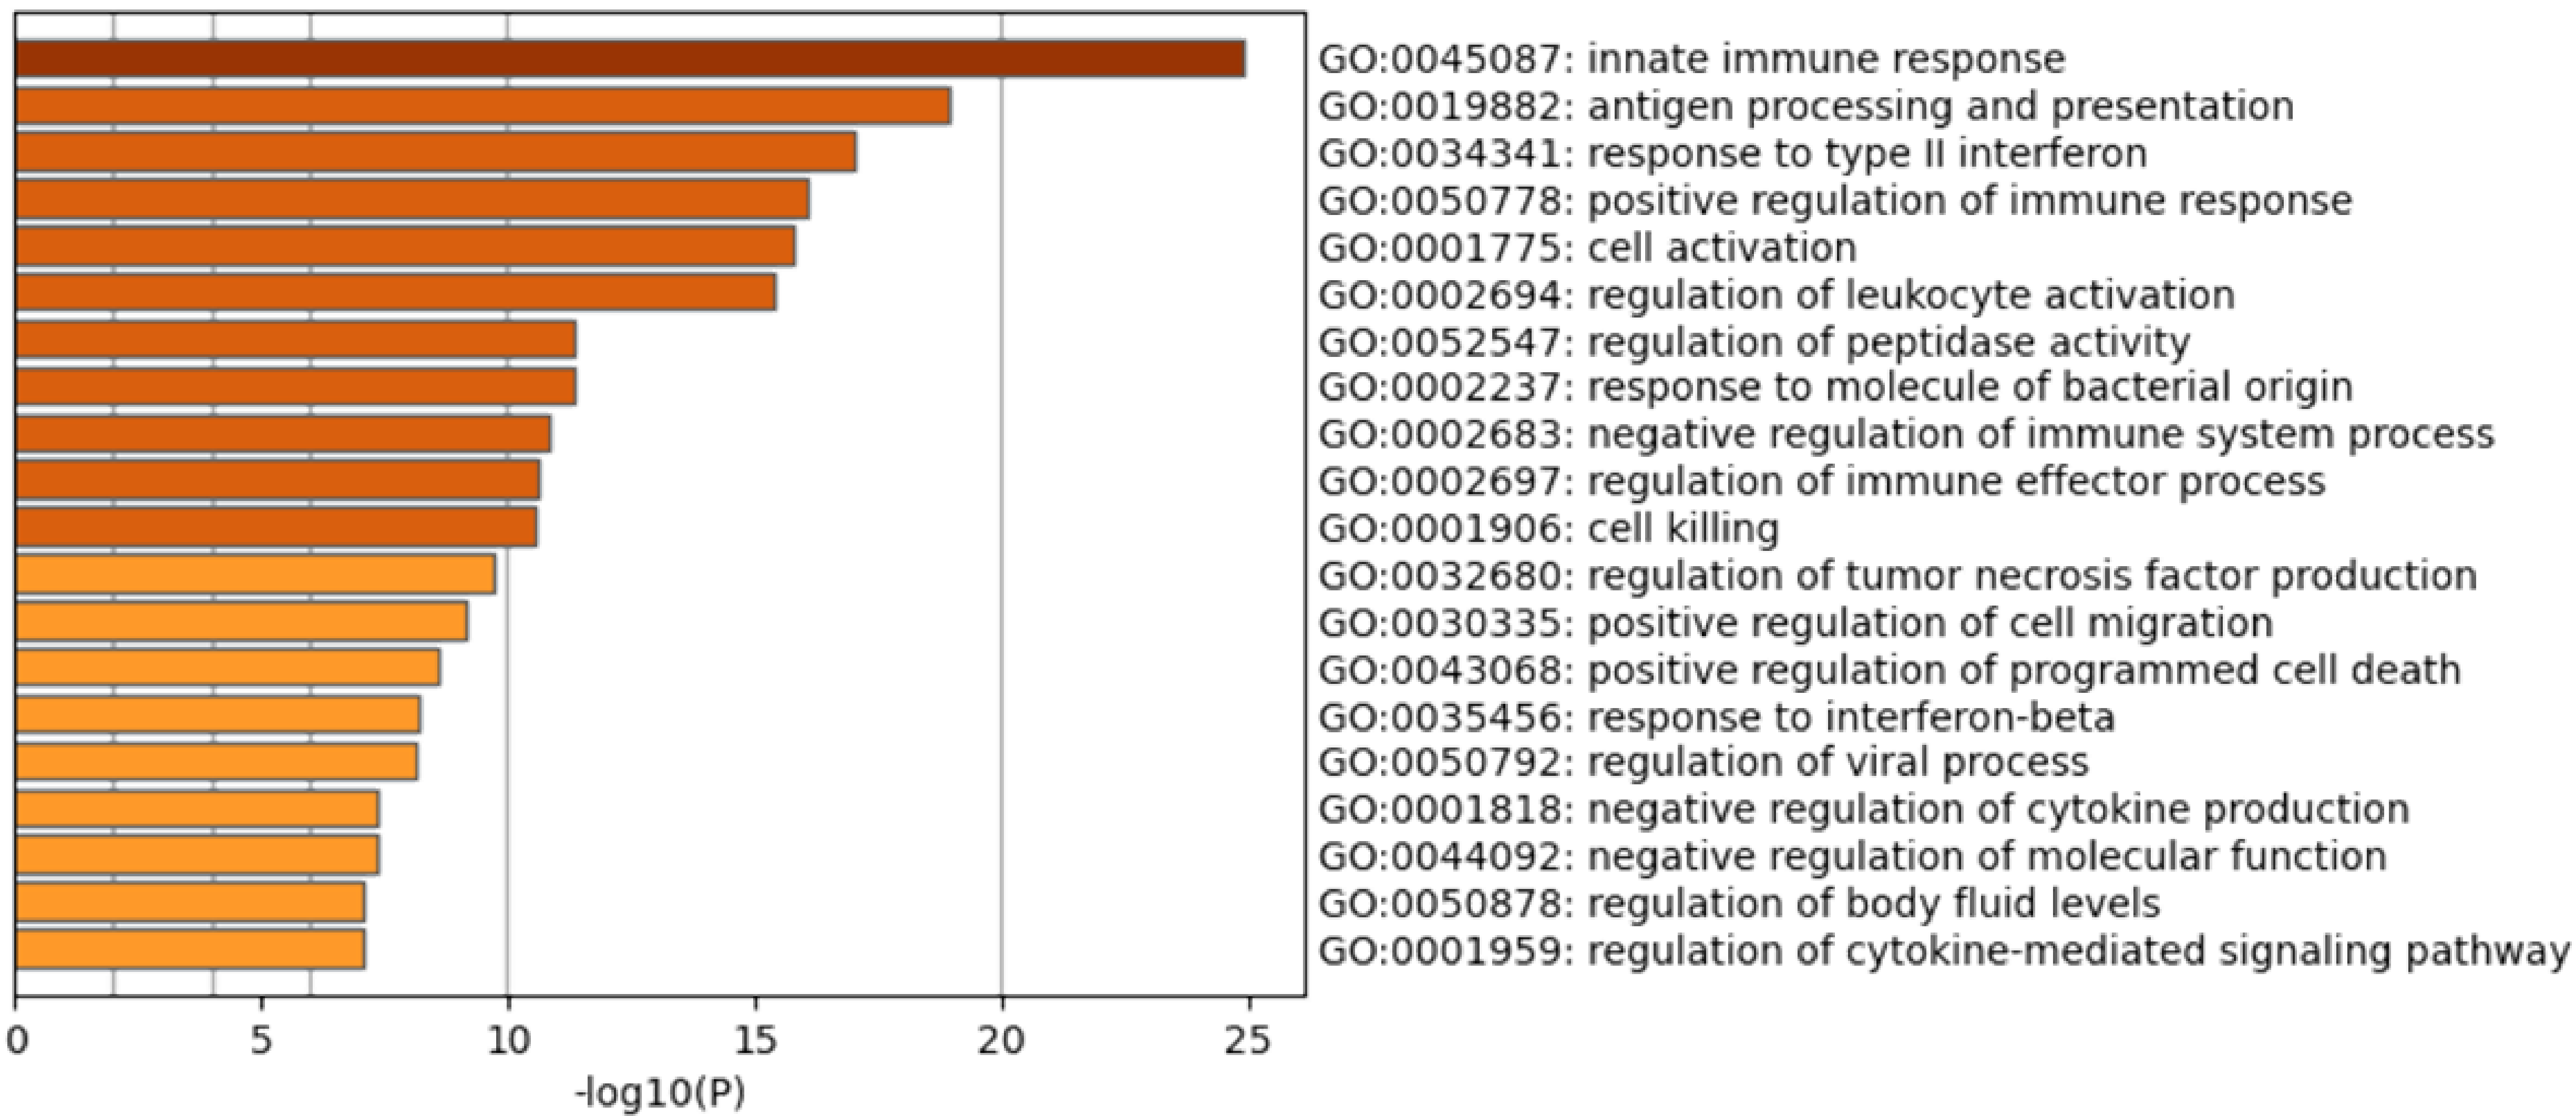

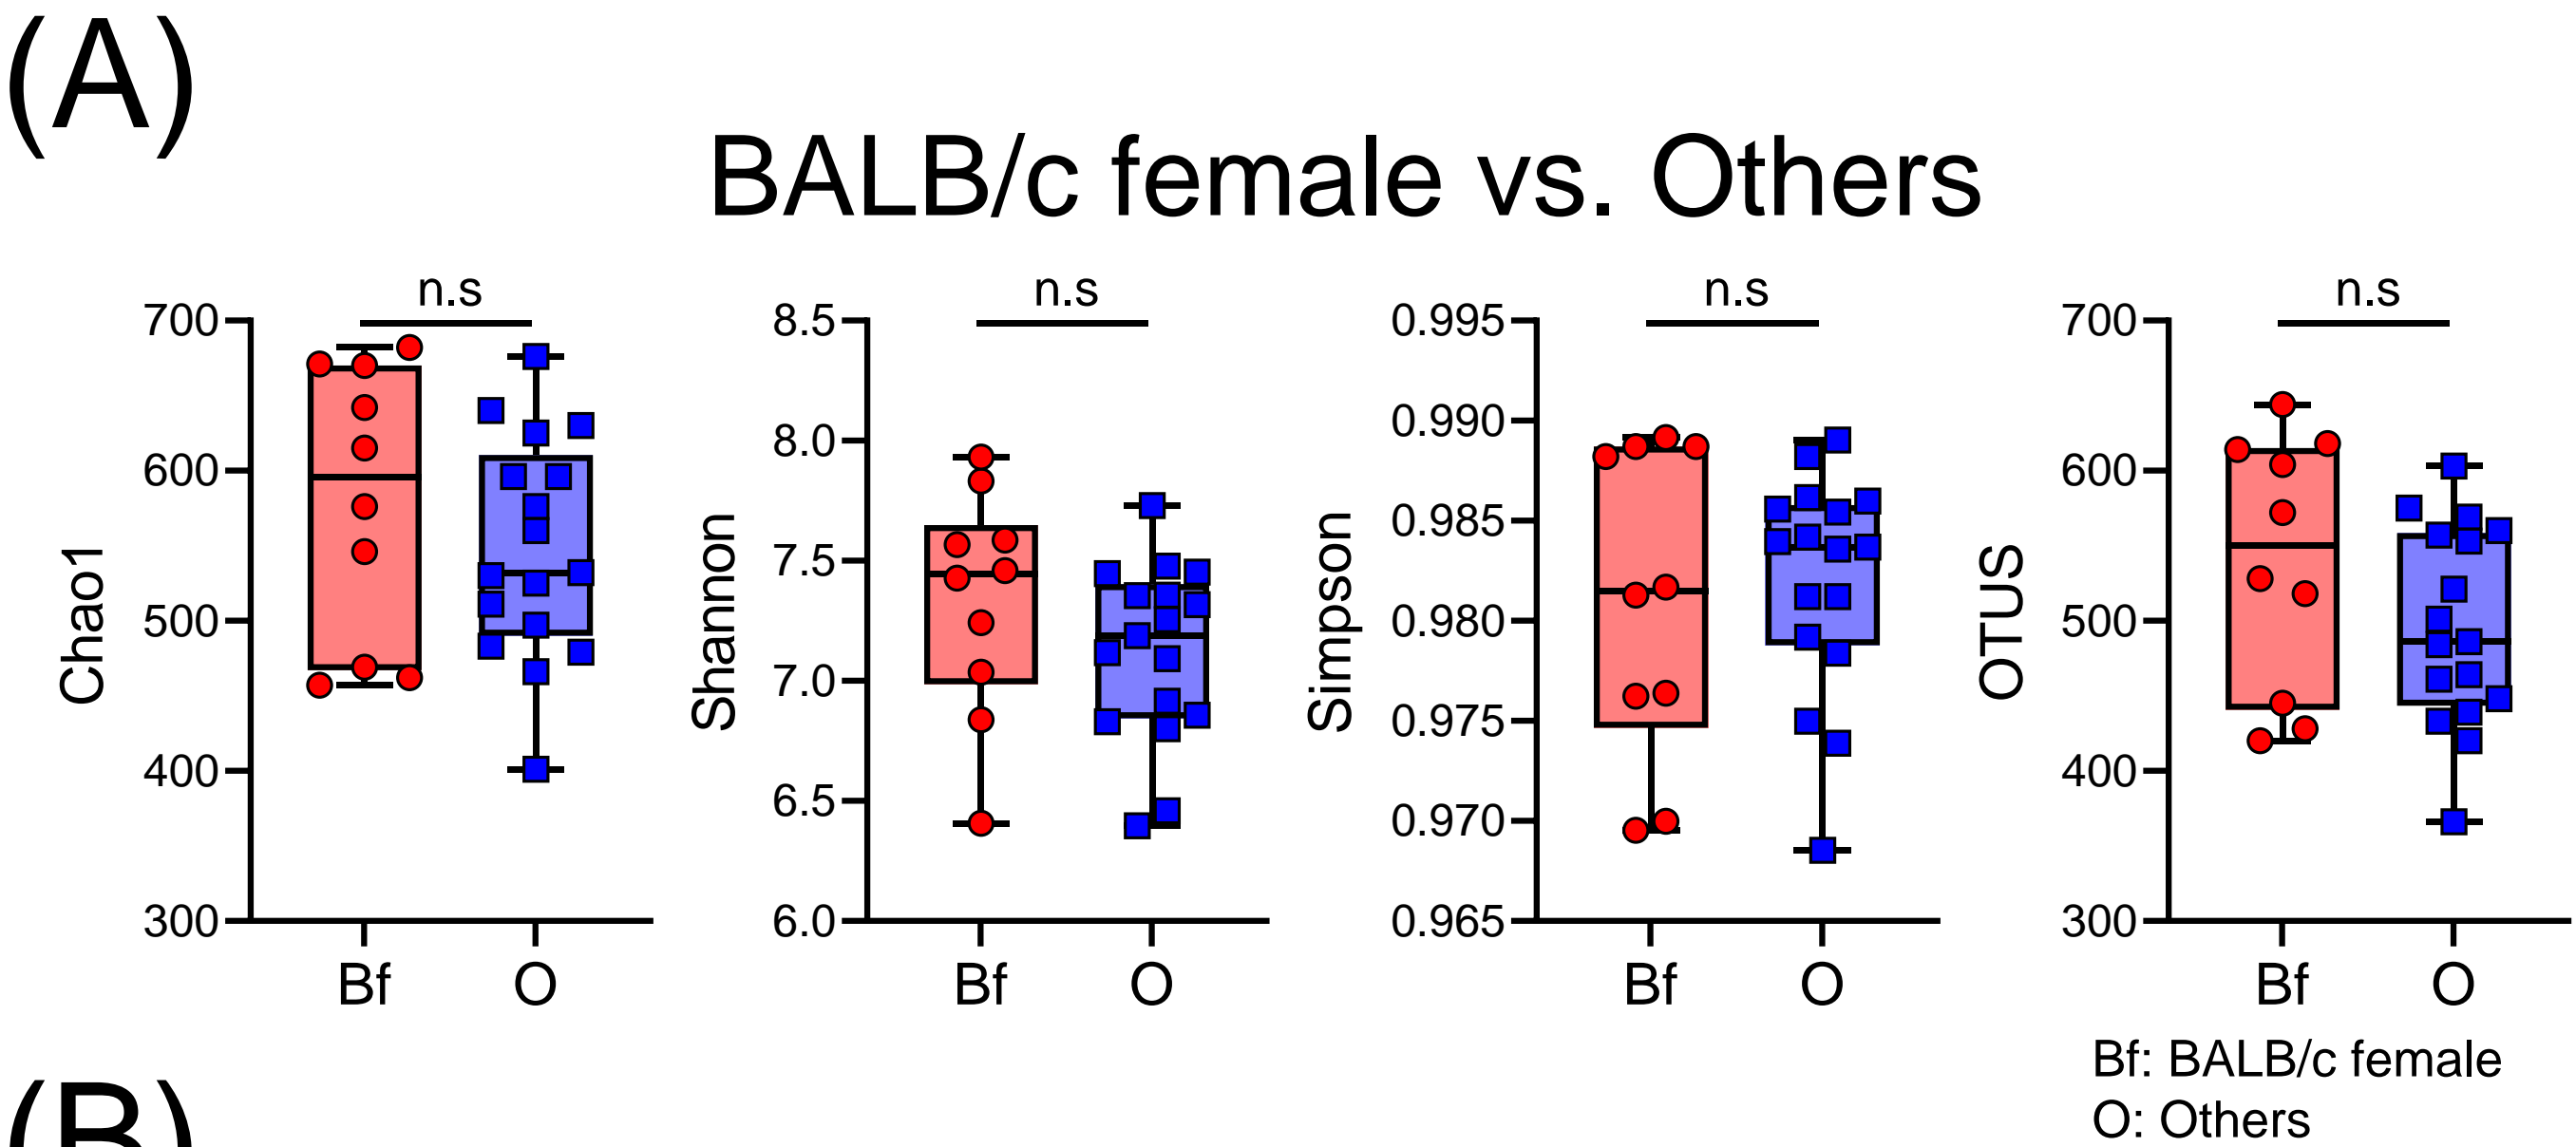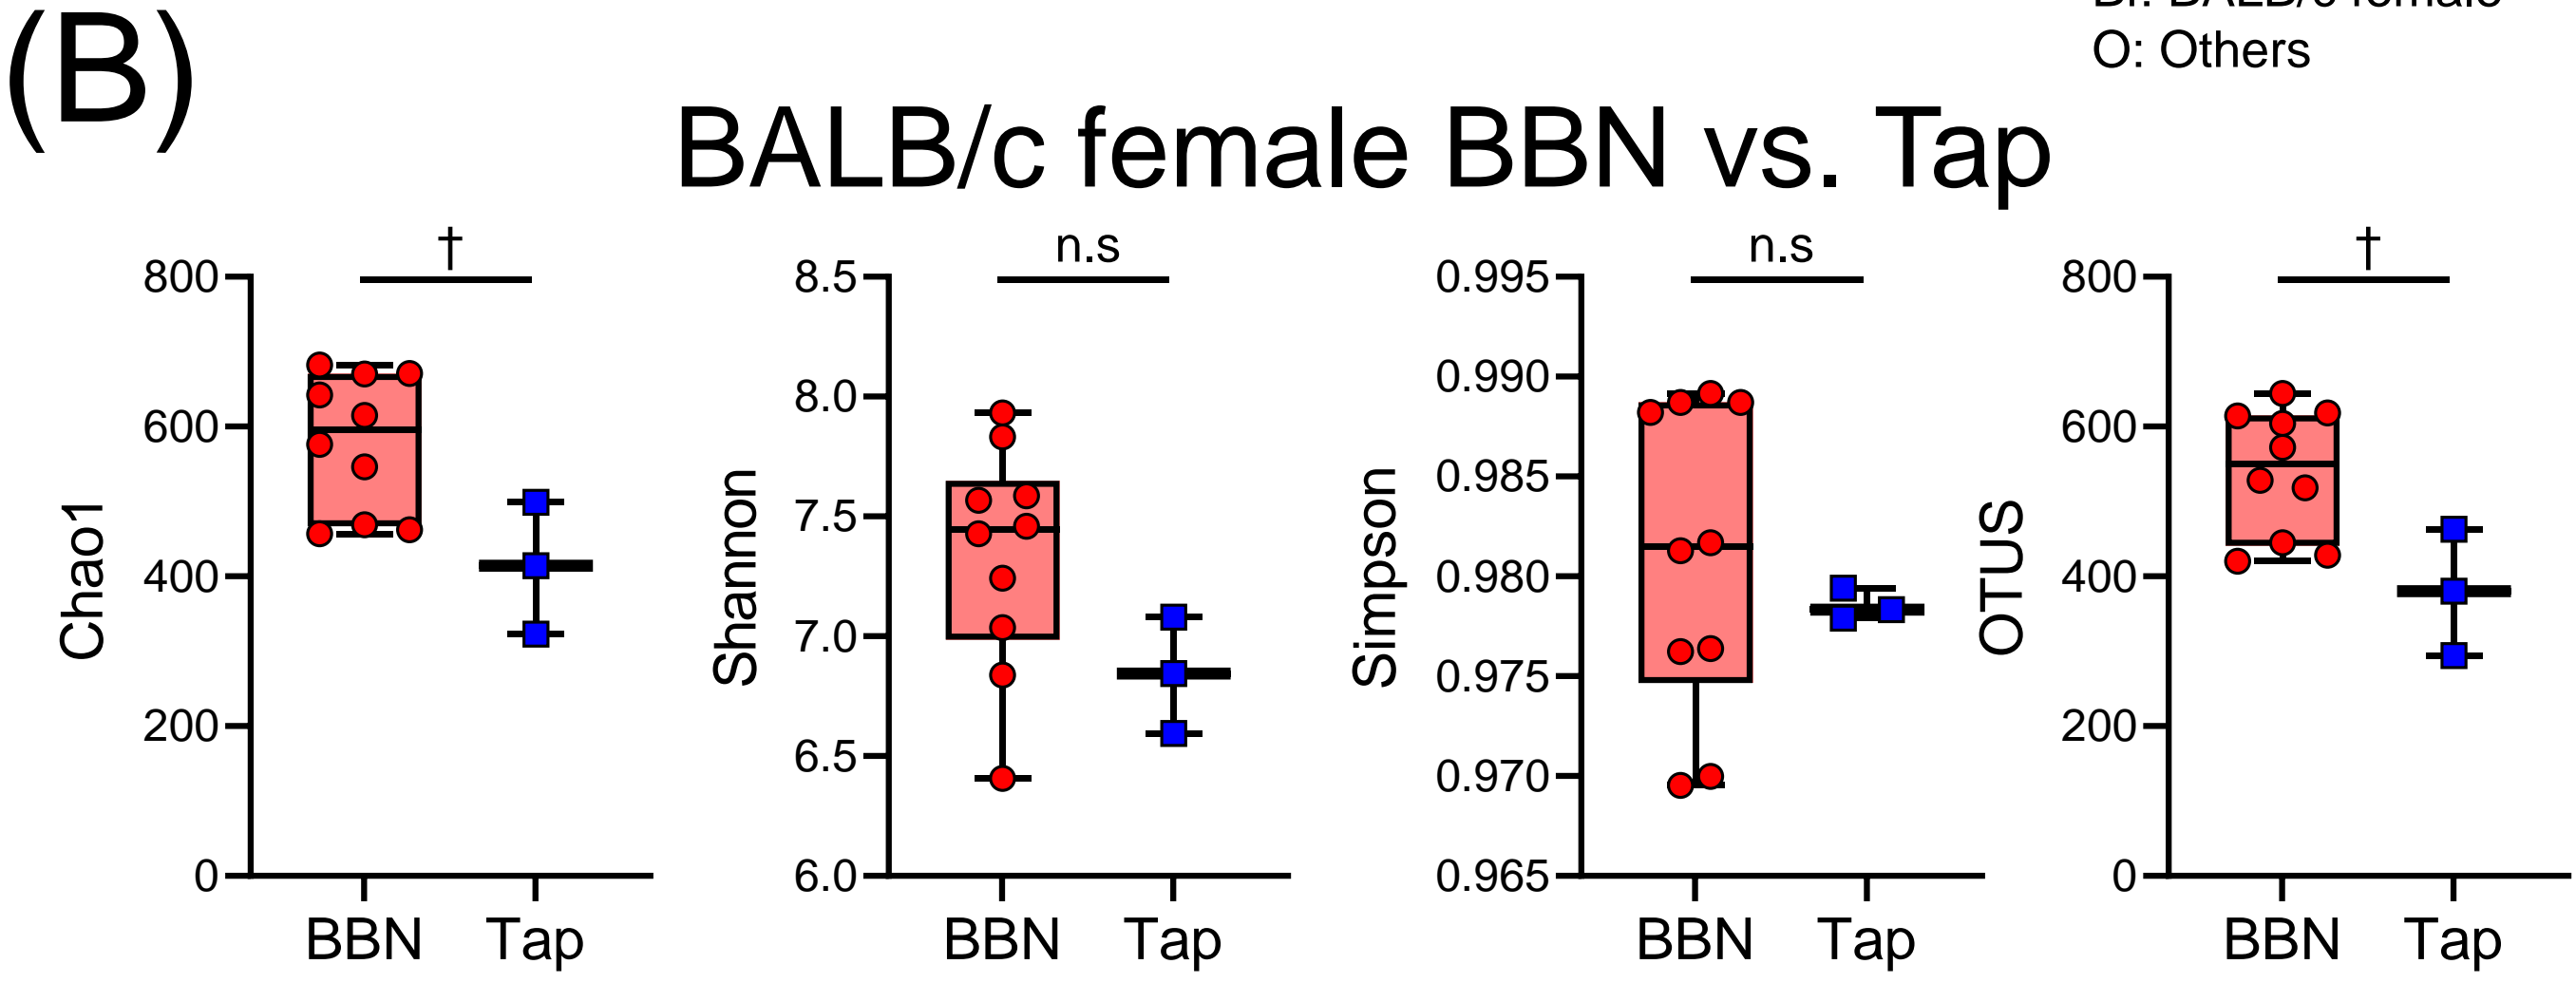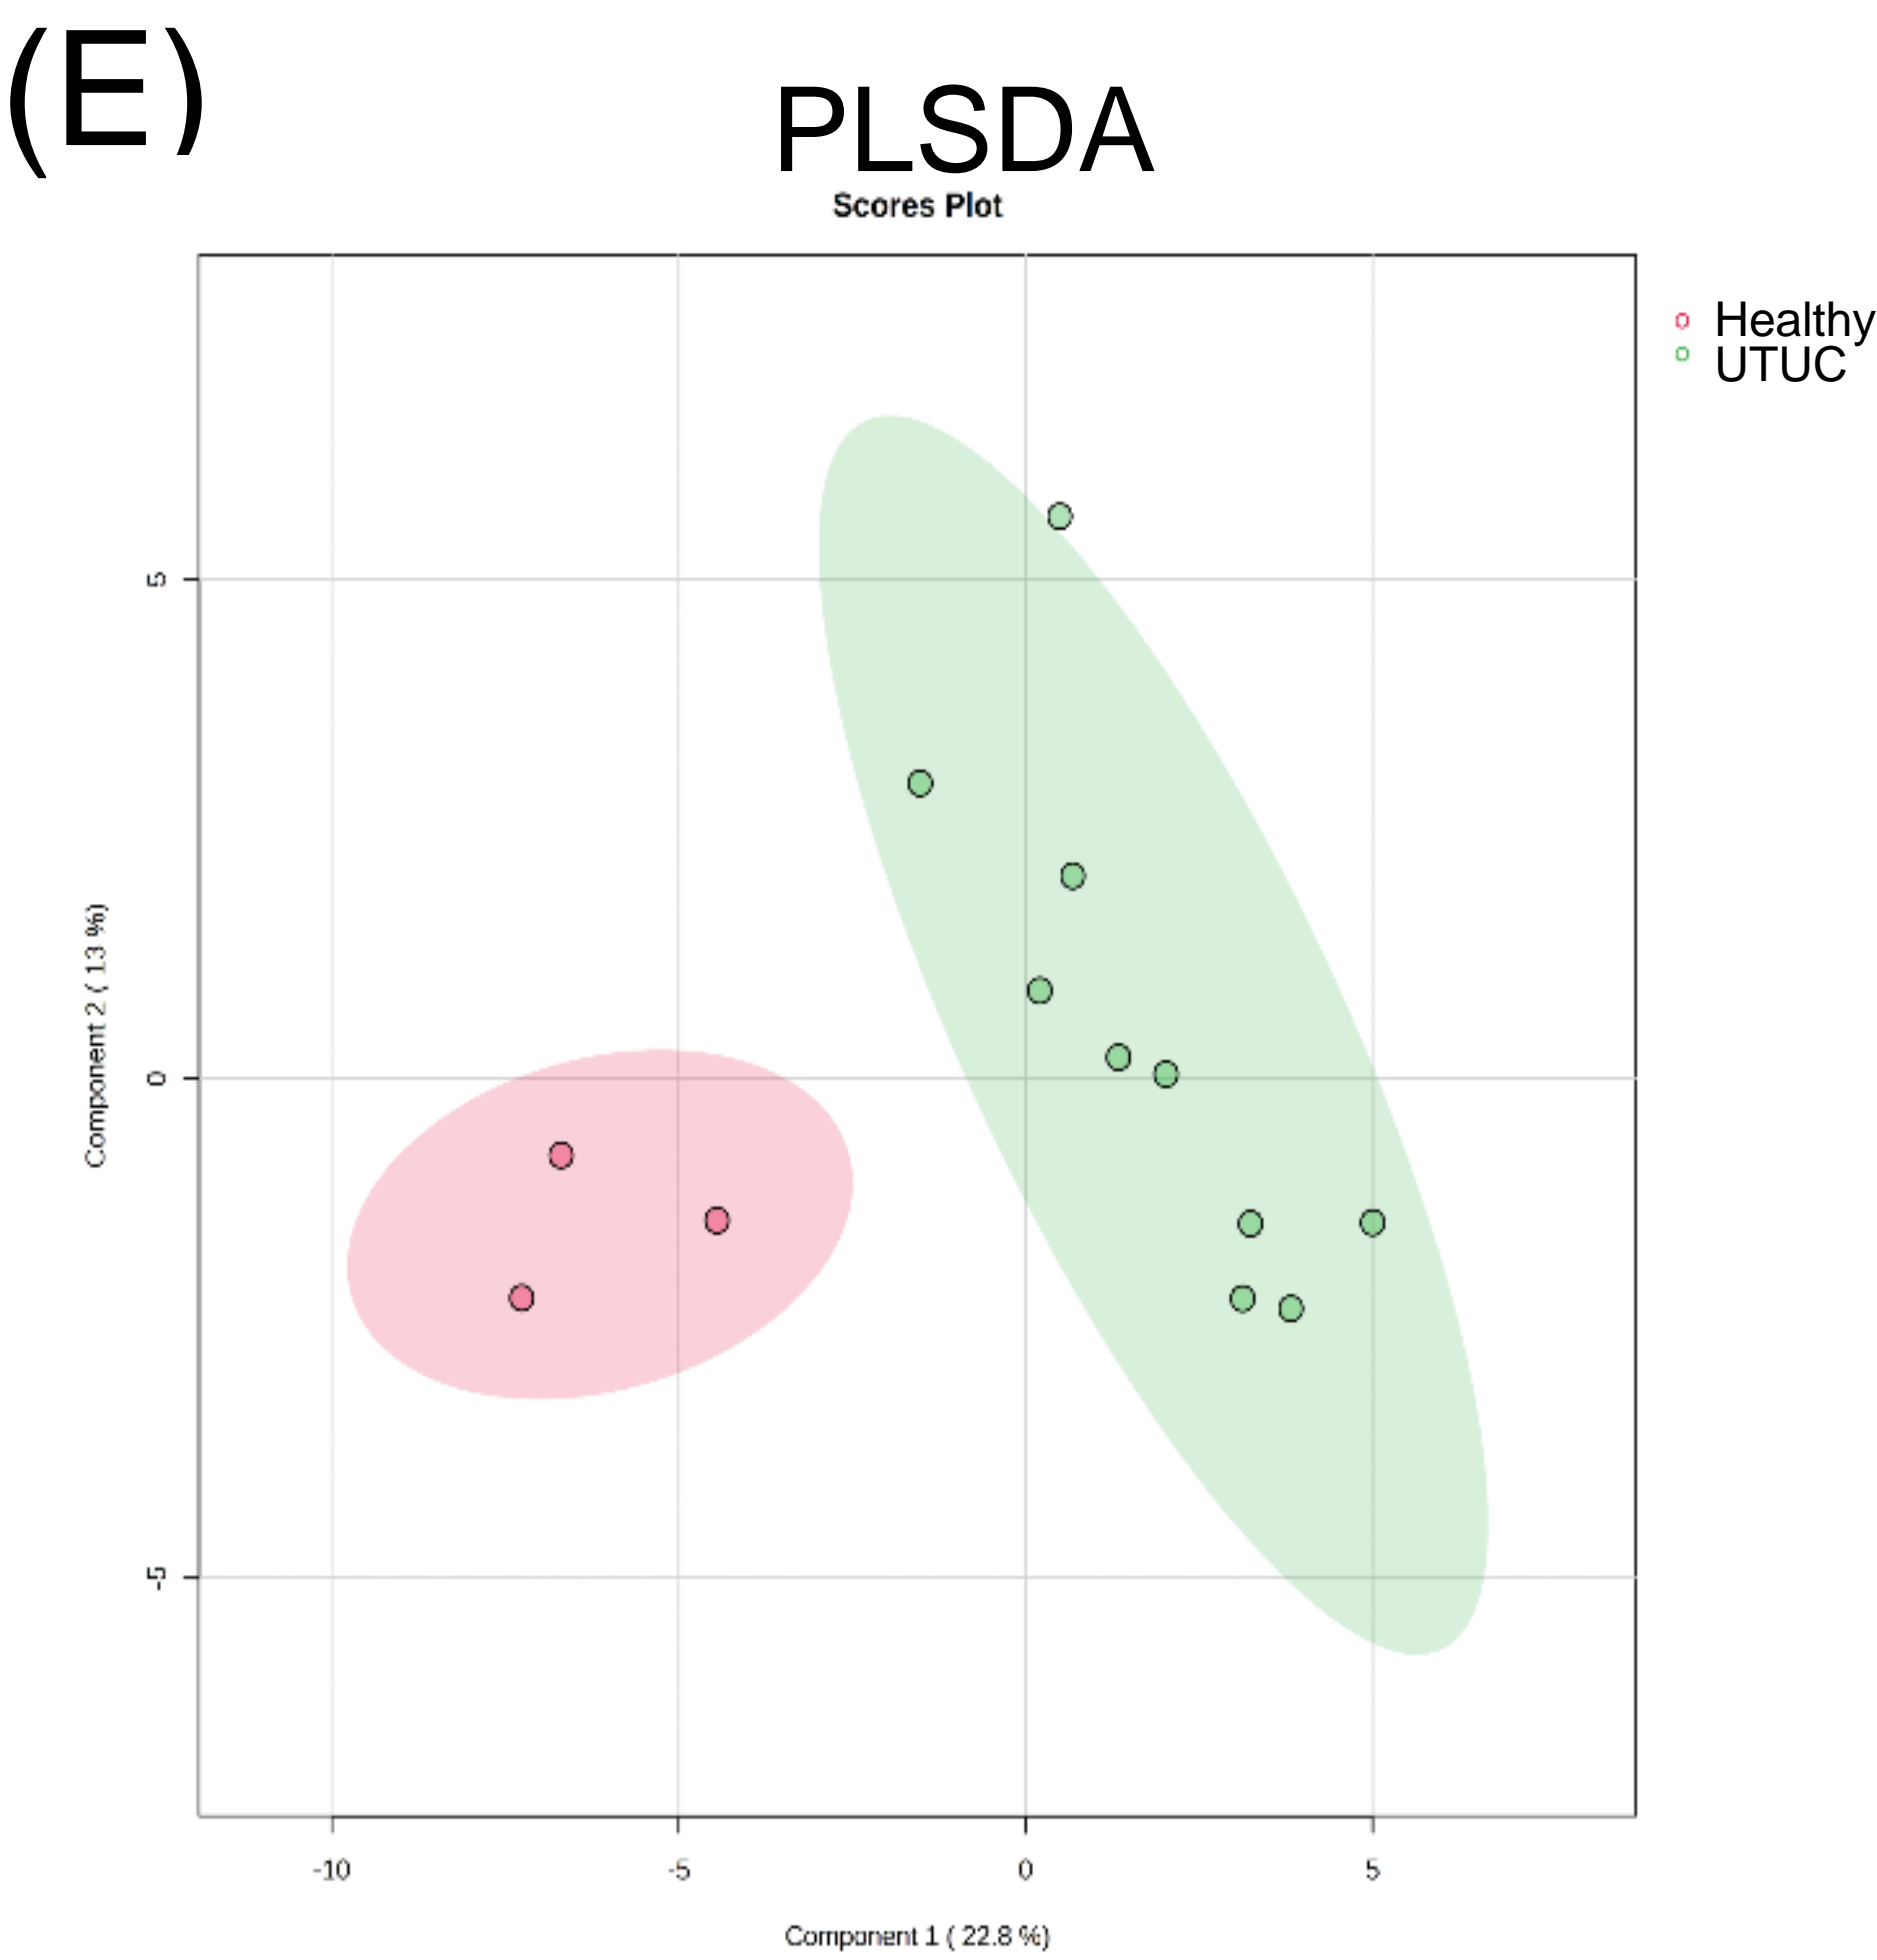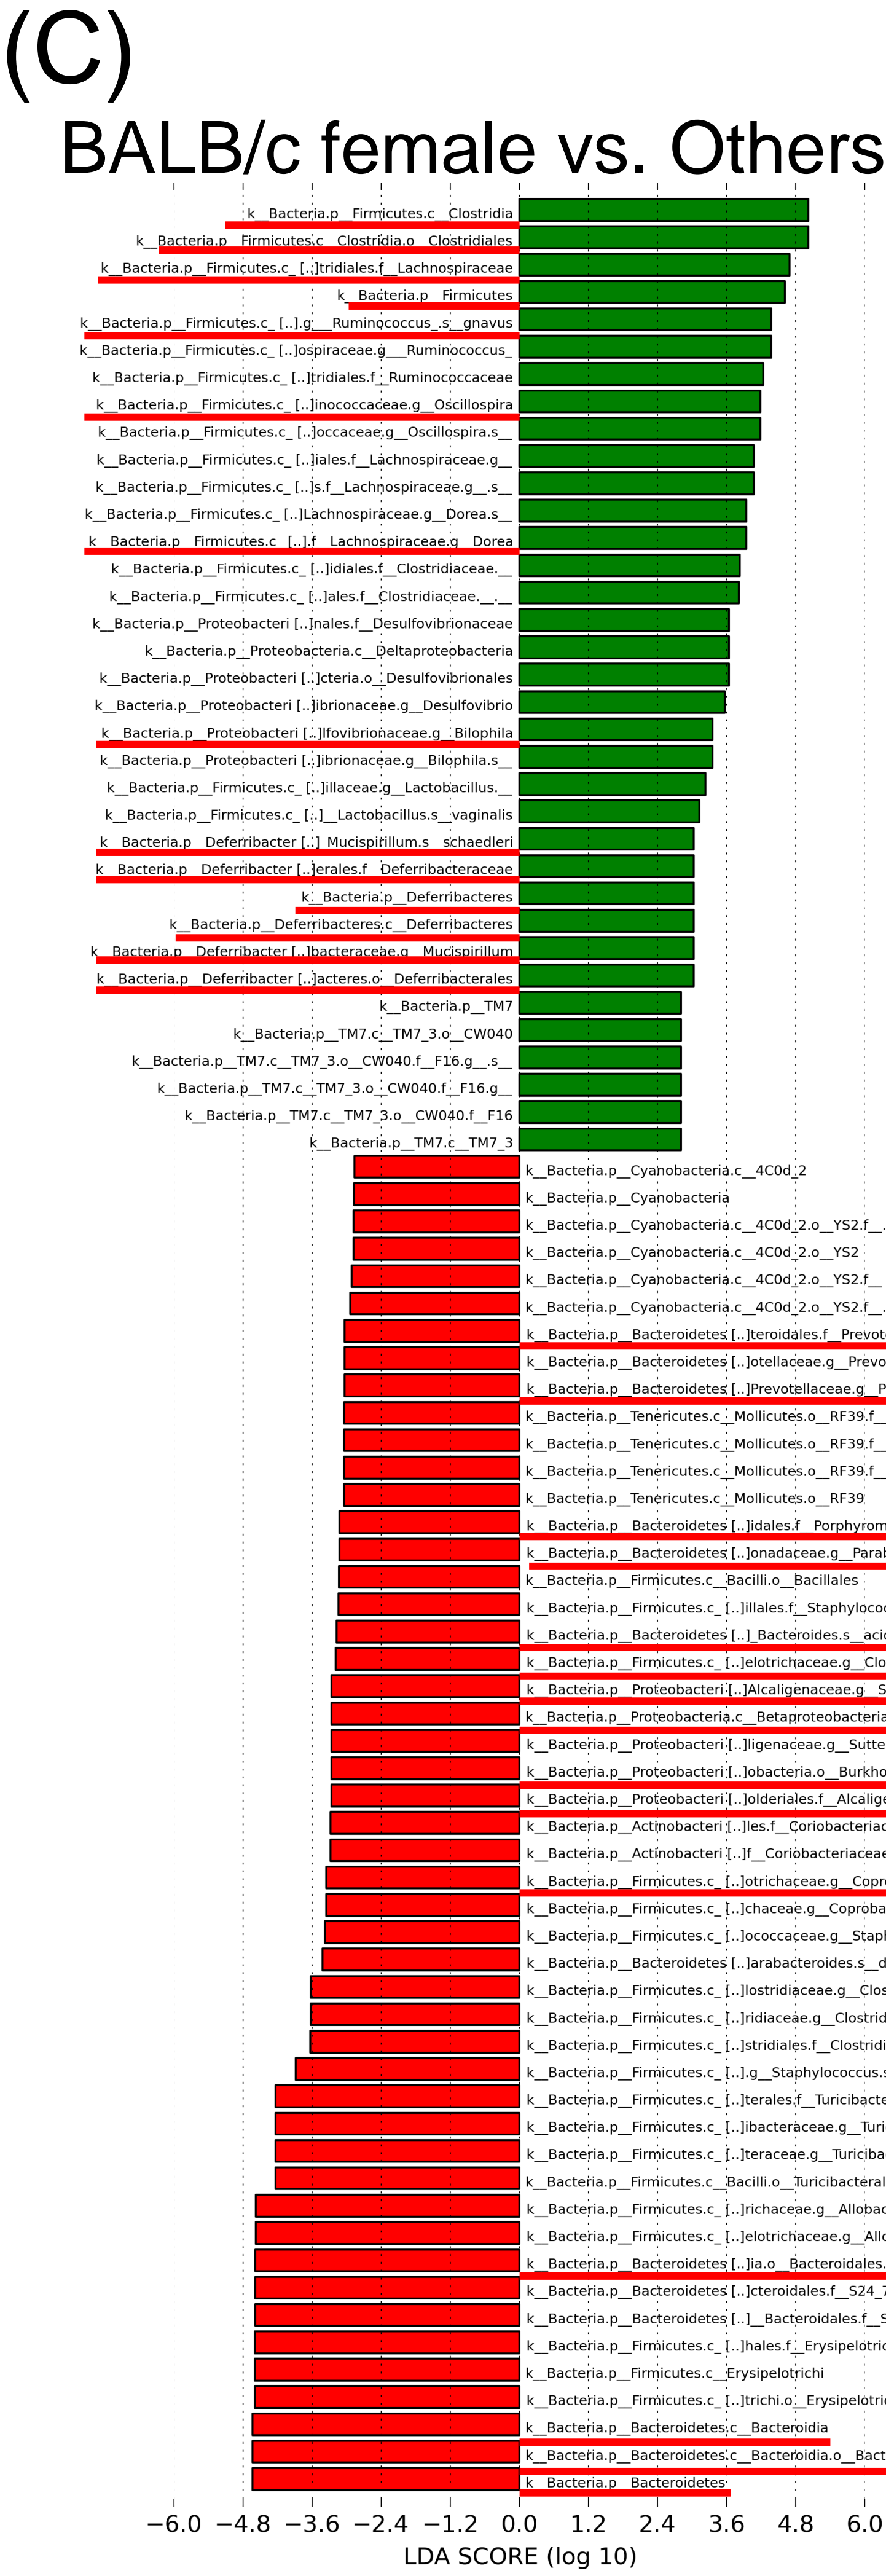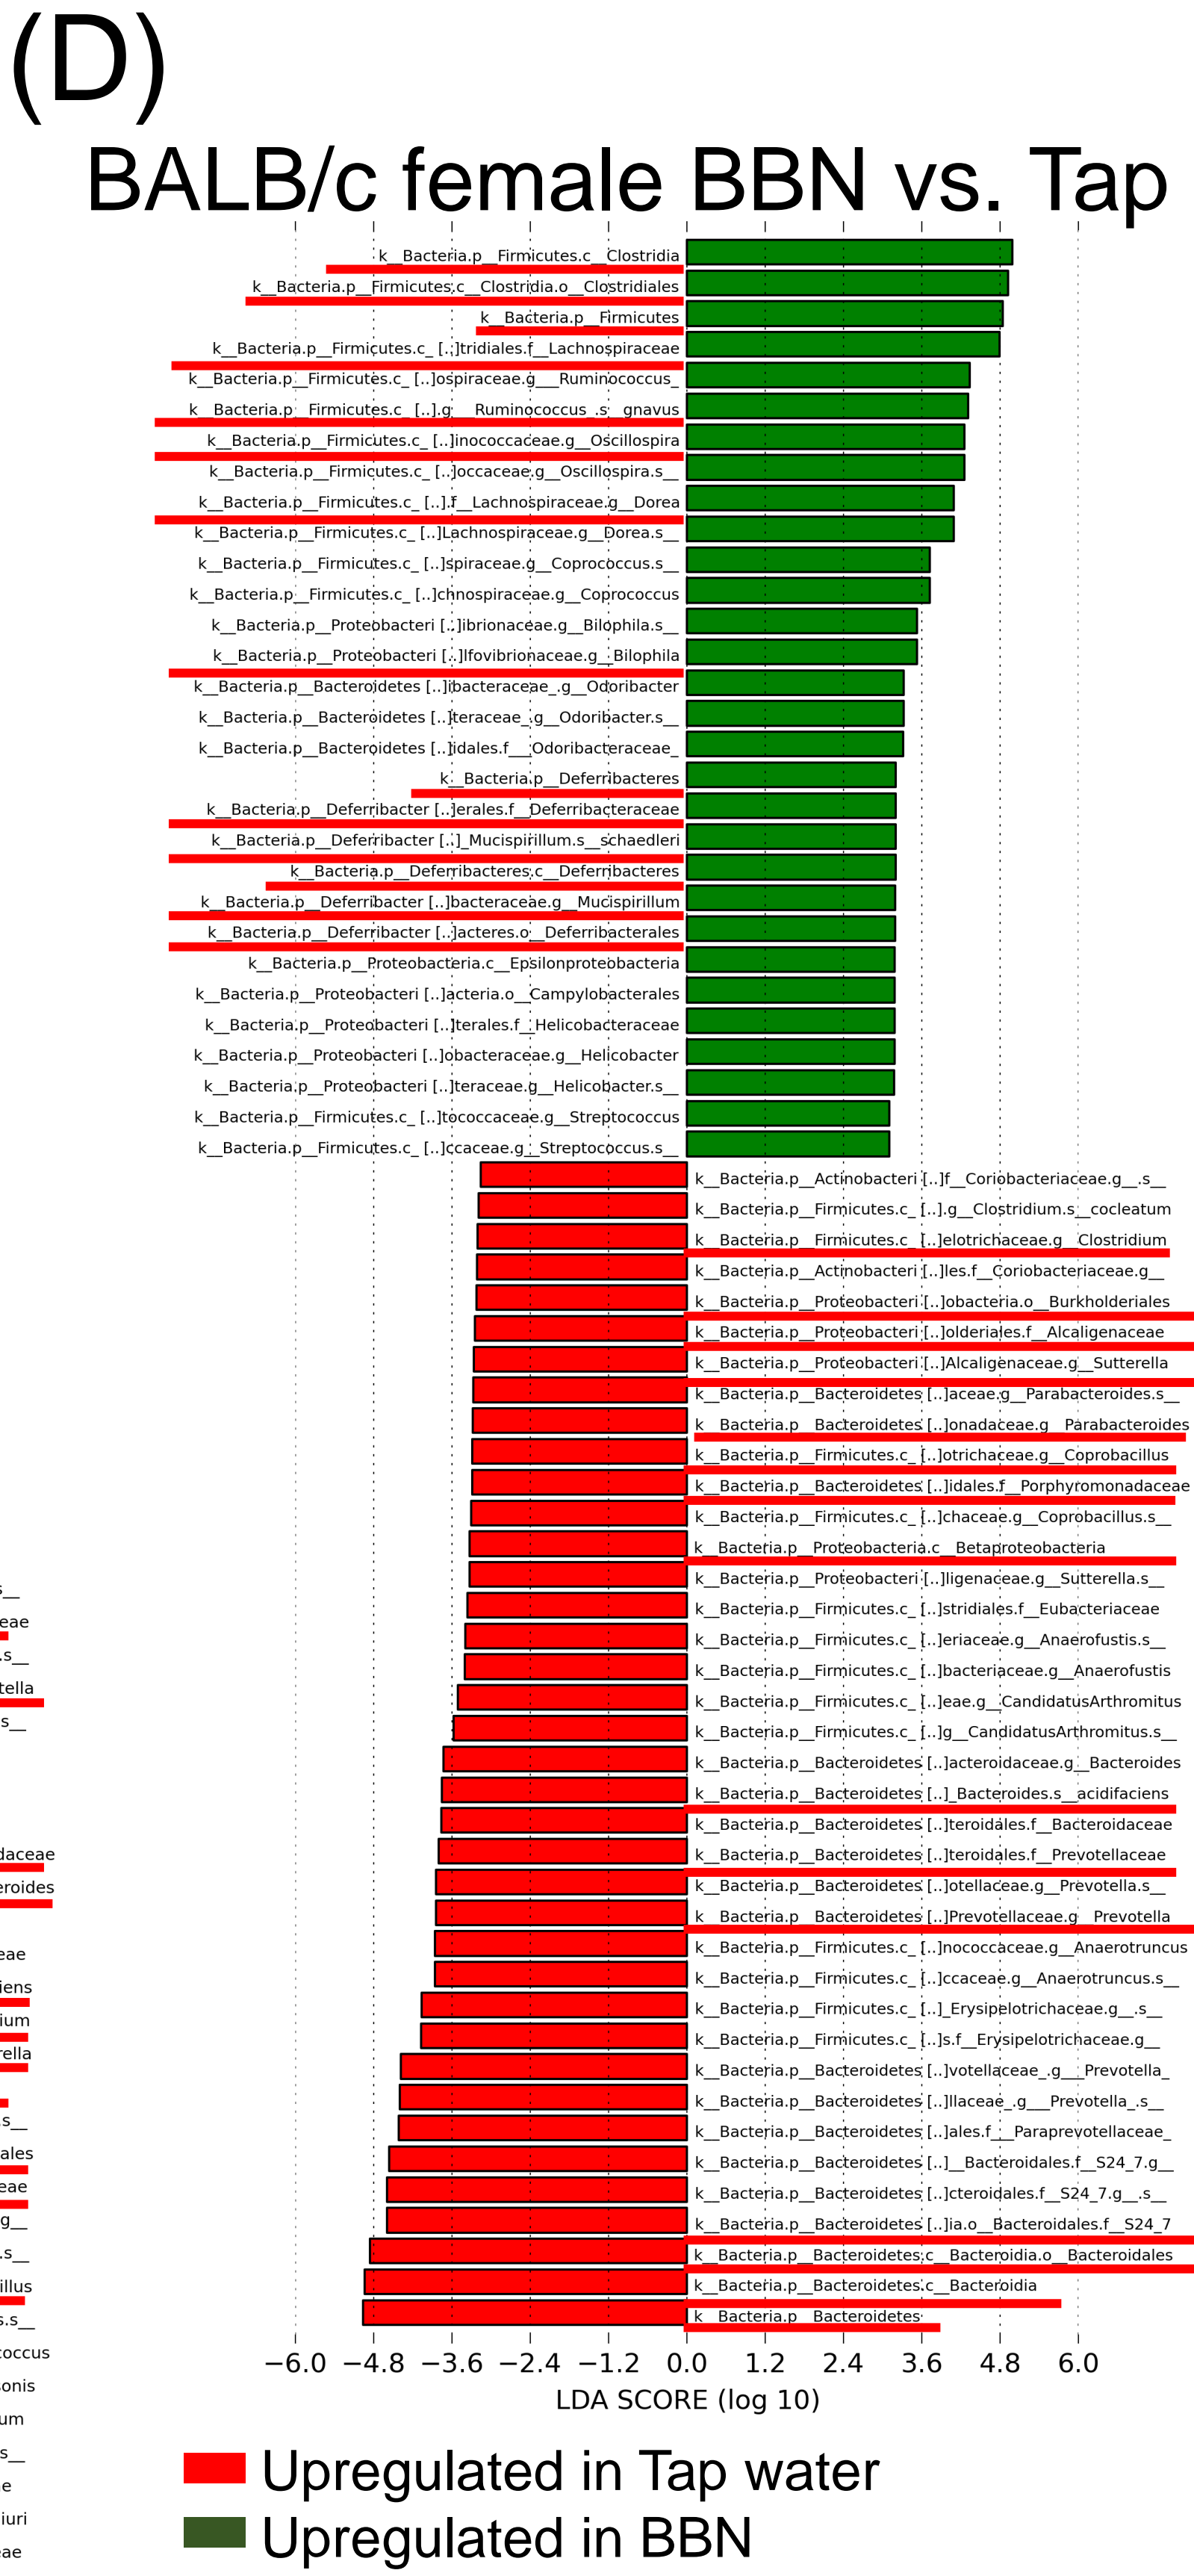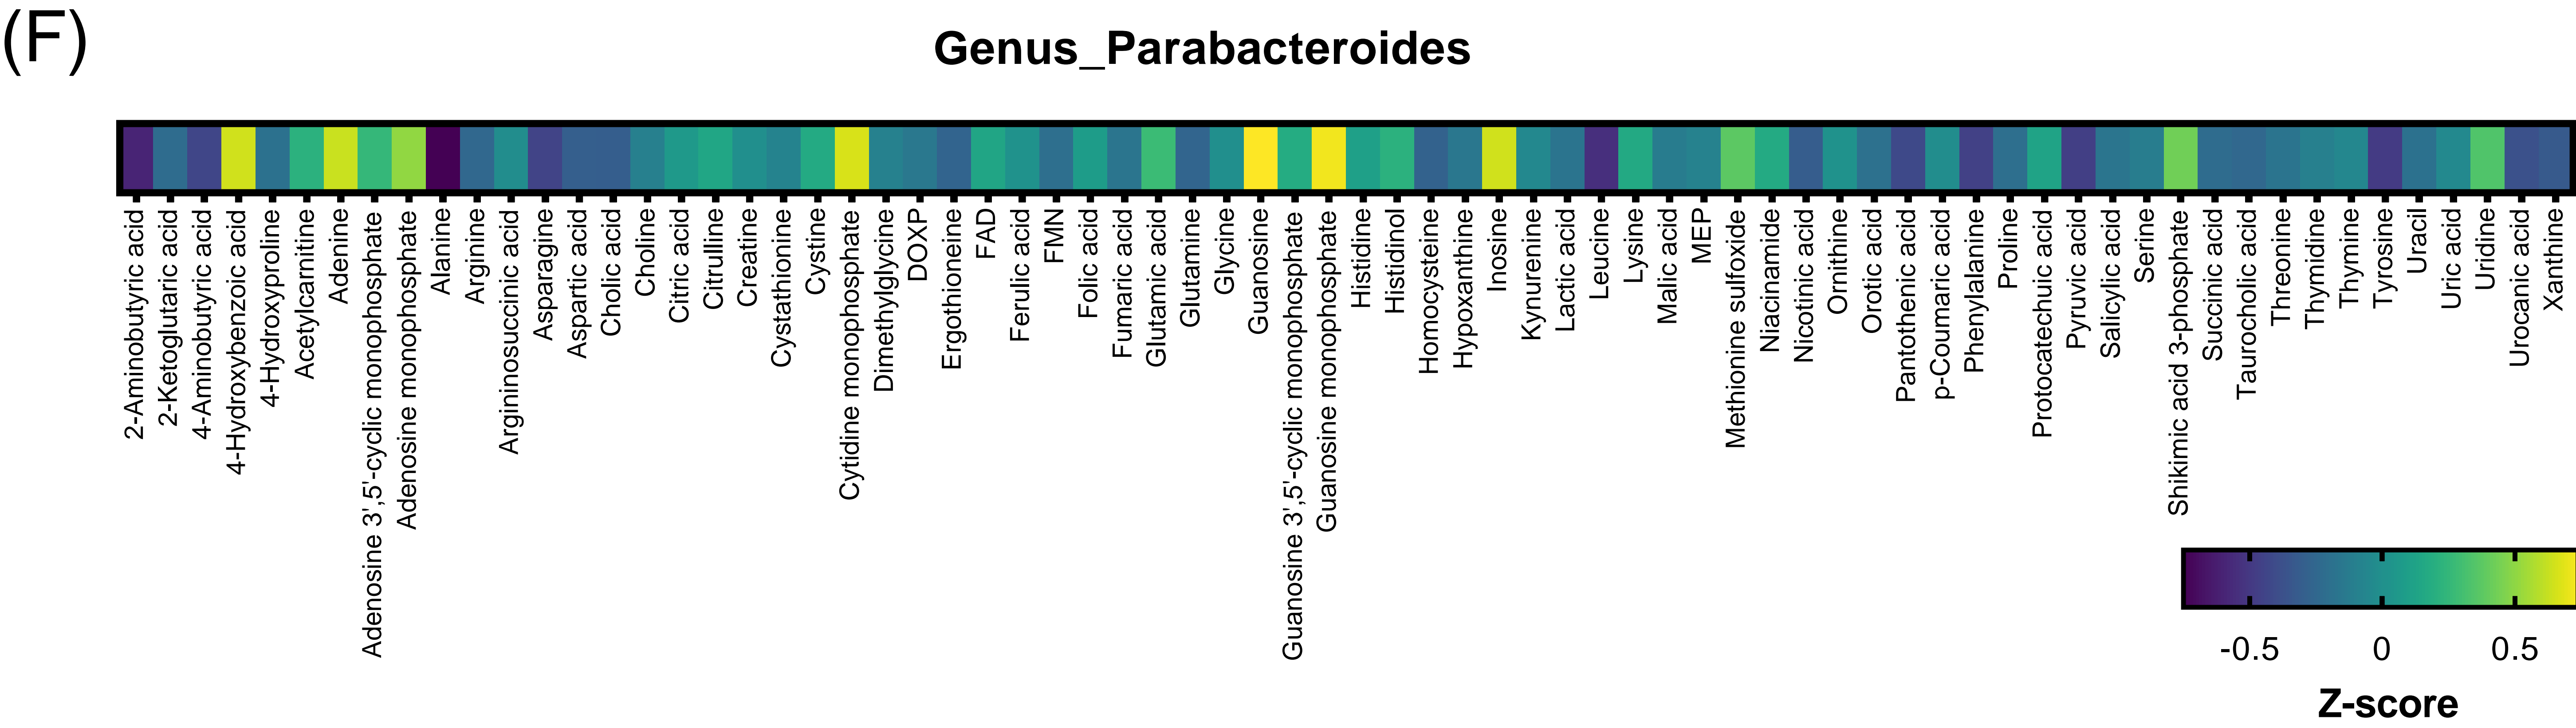

(A)

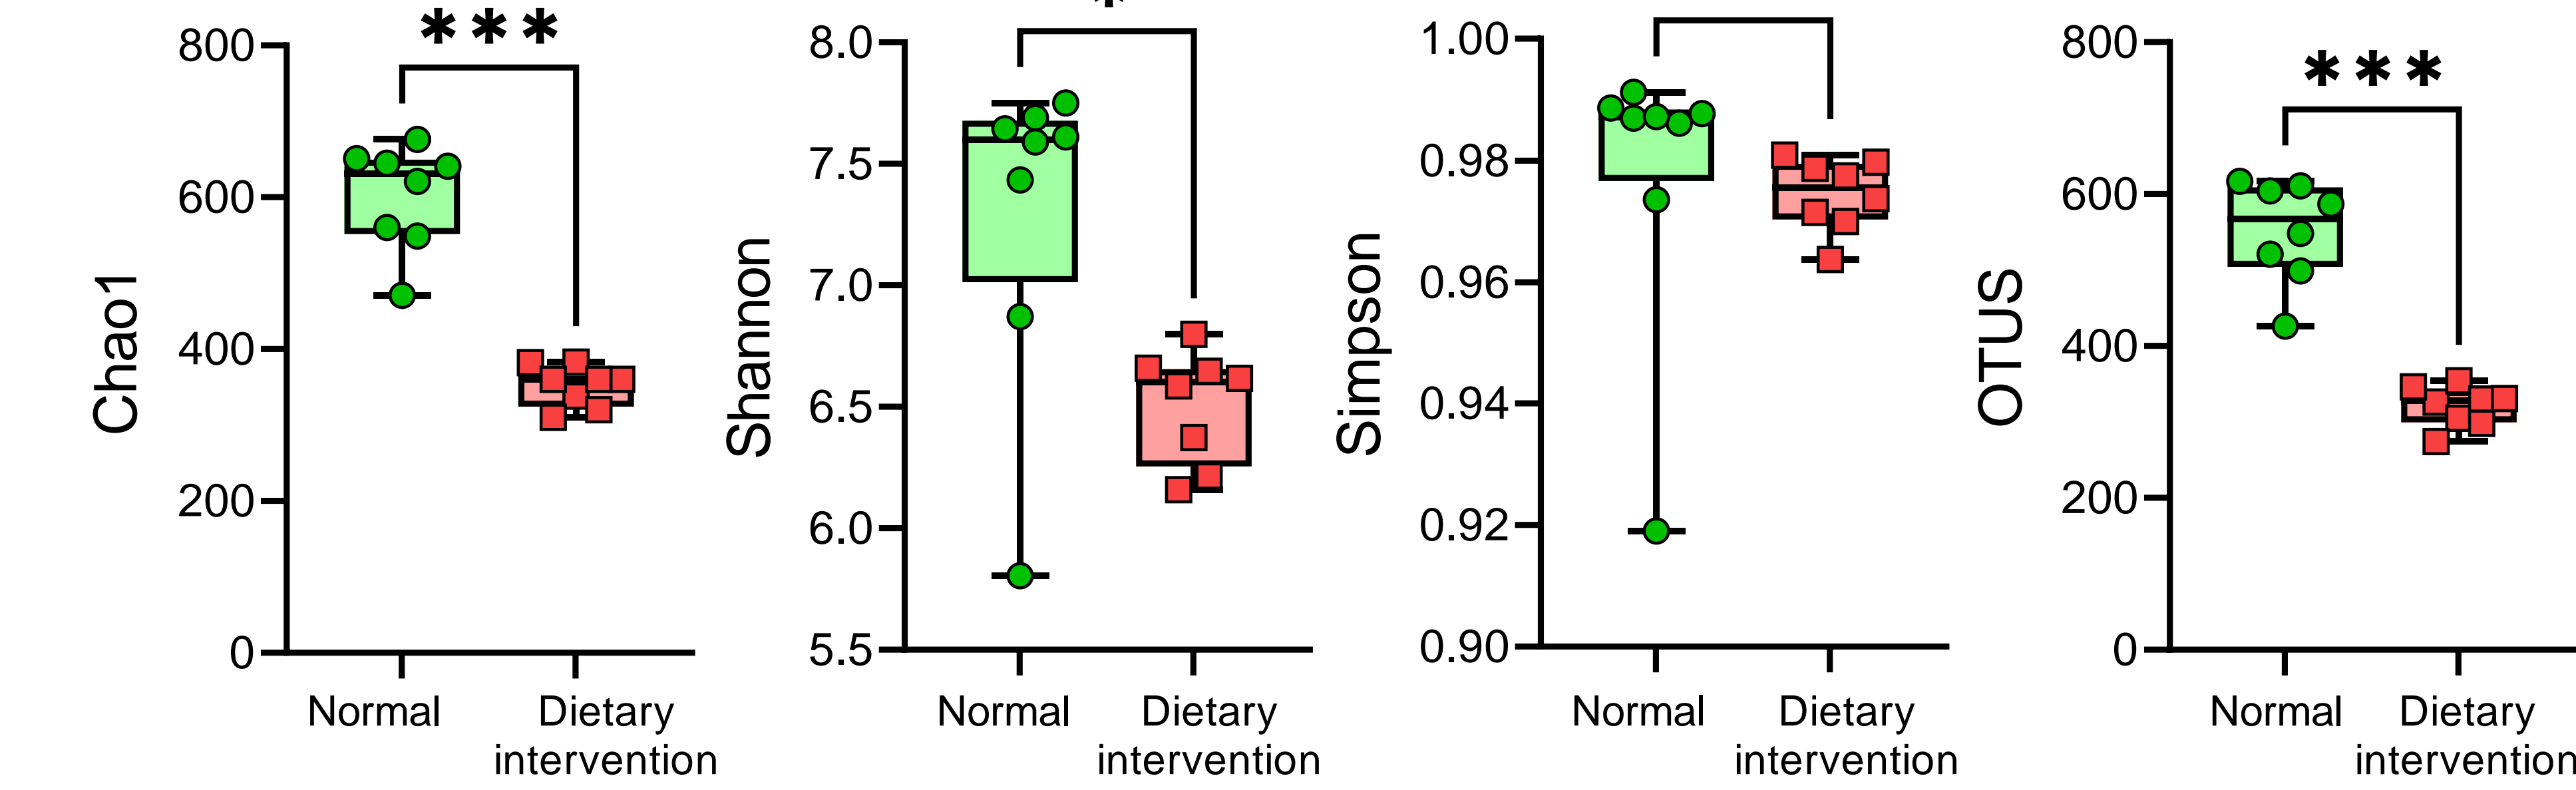

(B)

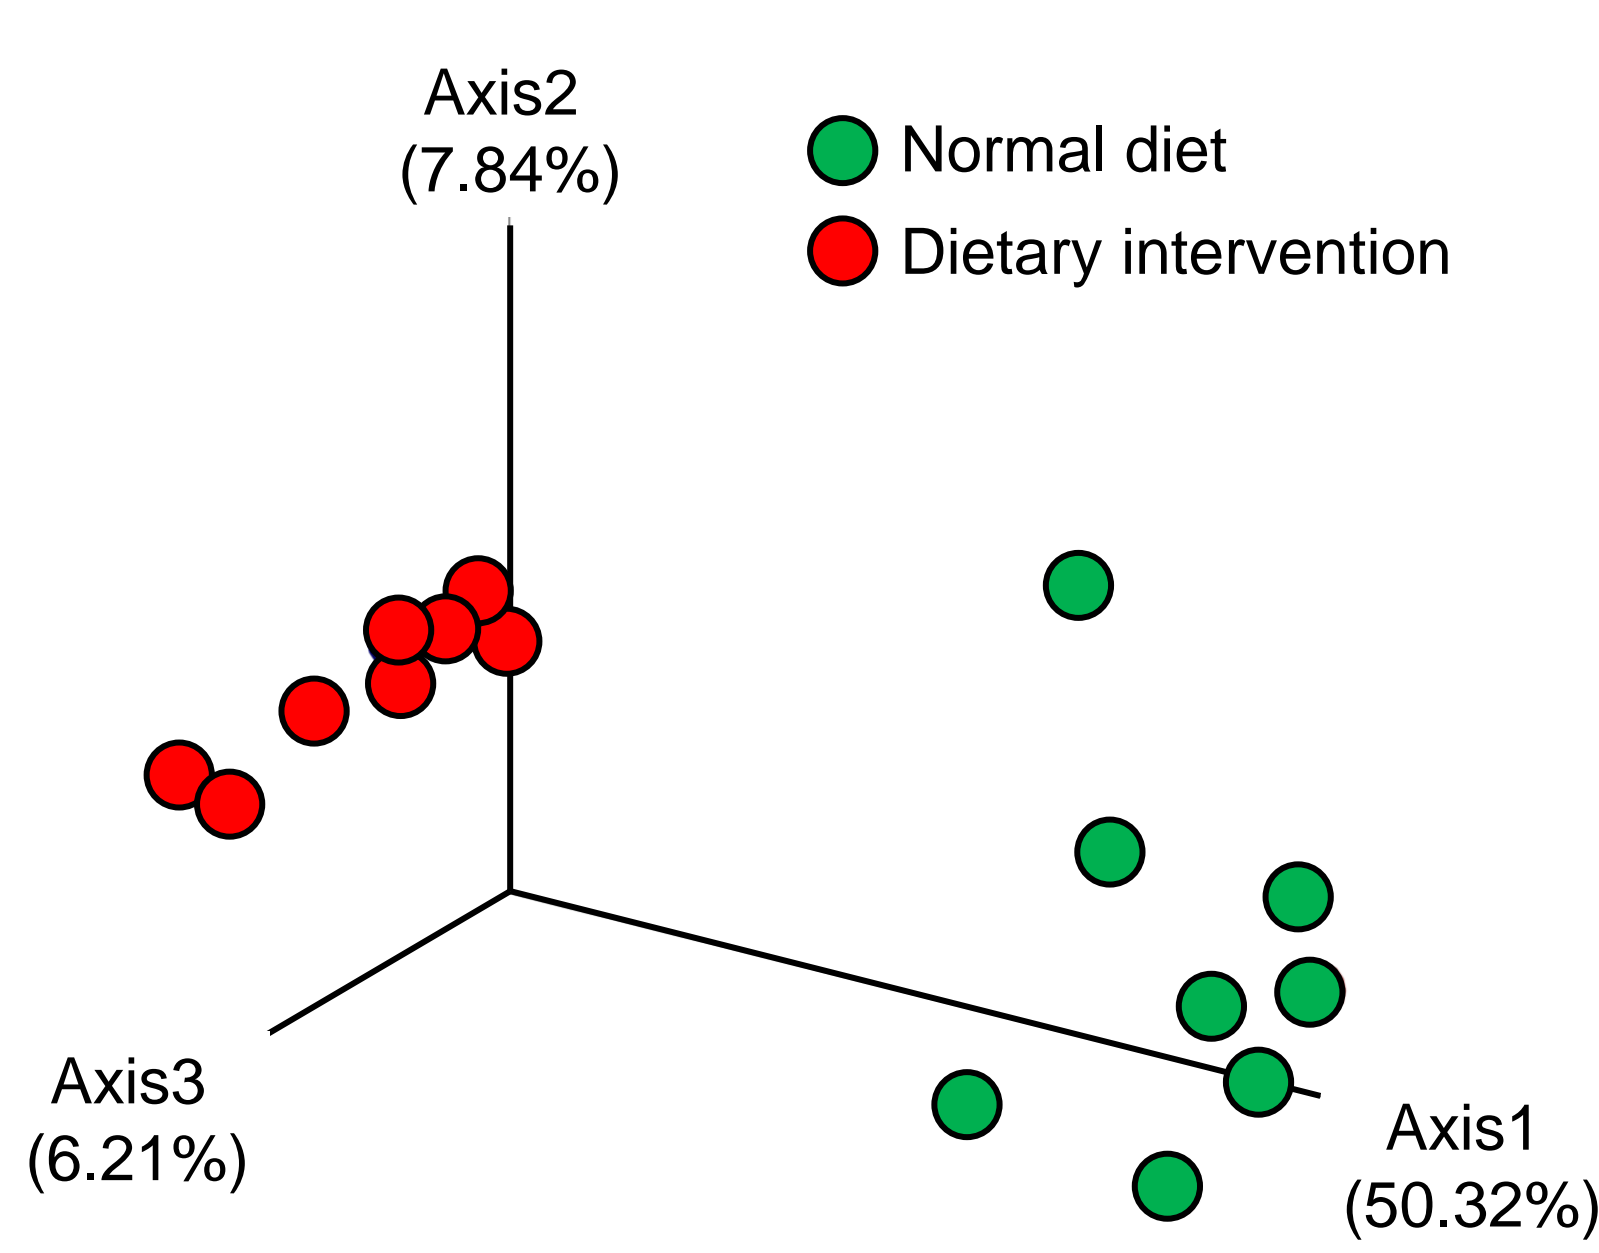

(C)

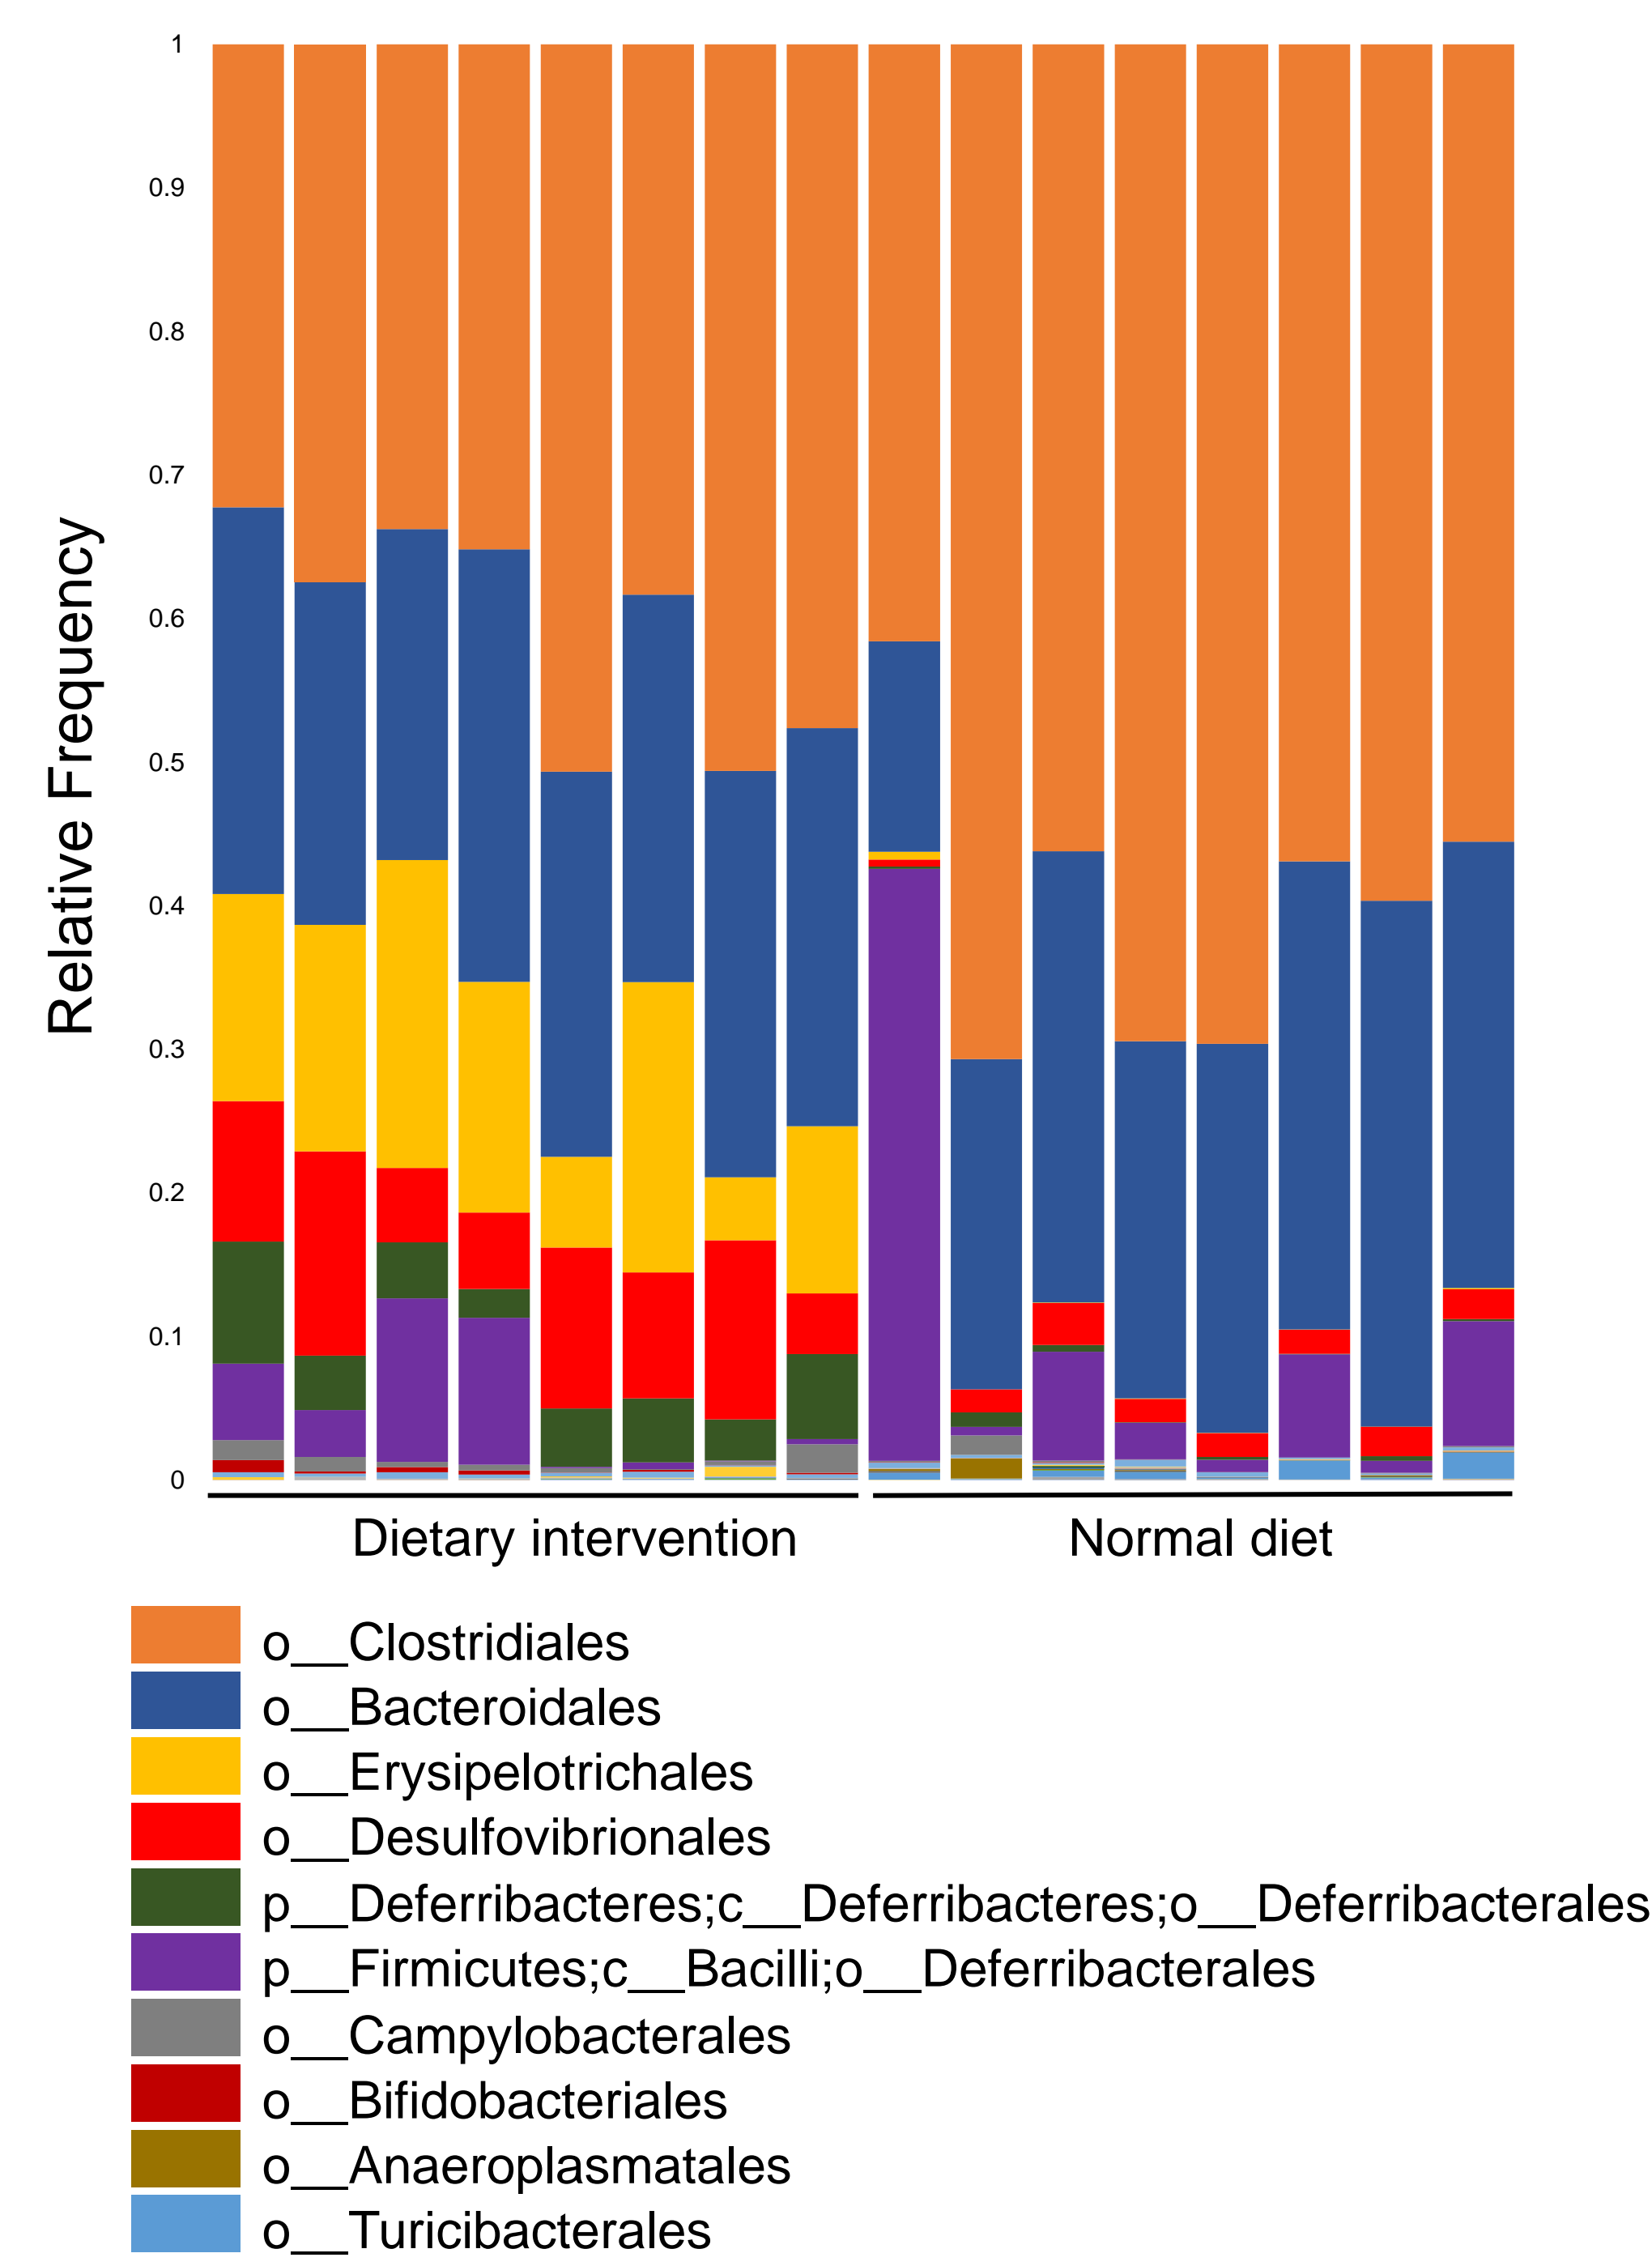

(D)

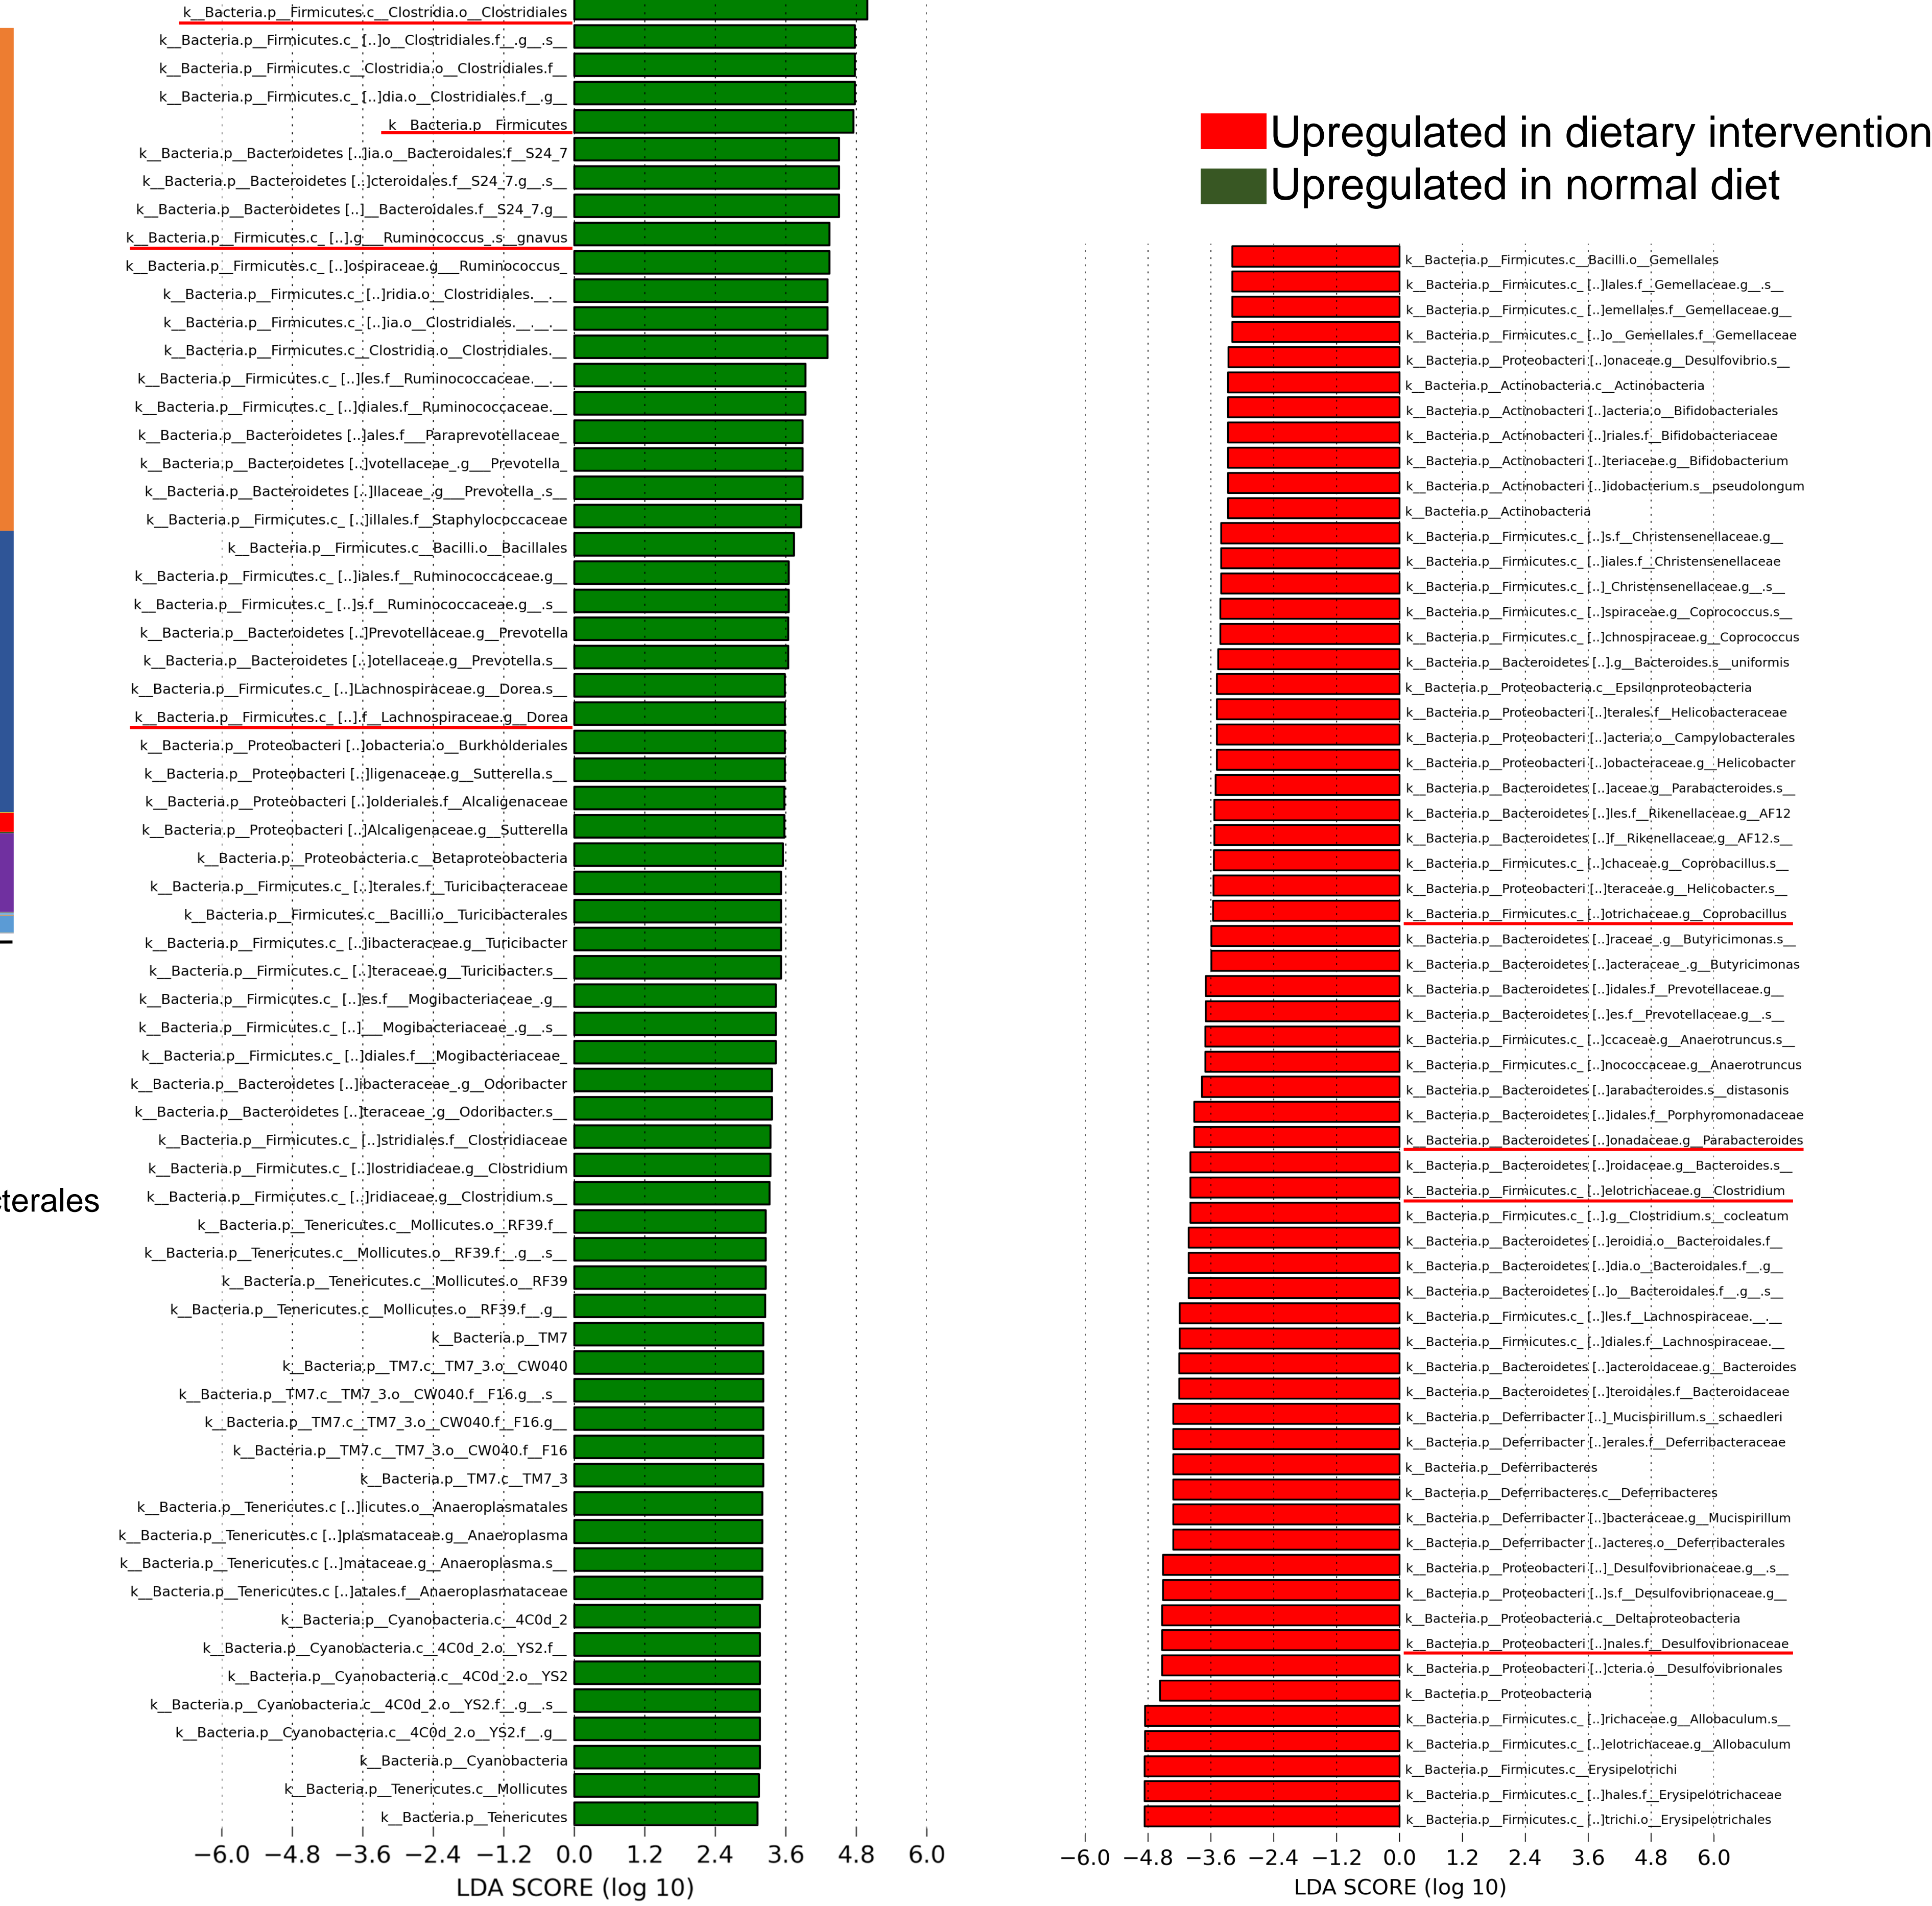

**Supplement:** Supplementary file 11 — Data S1. Supporting Information.

How the deposited data were processed for this re-analysis (not part of the article)

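WTS was made from upper urinary tract and bladder of female BALB/c mice, 37 libraries in all. The authors mapped the reads to the GRCm38/mm10 genome and deposited estimated counts per gene symbol, not normalized and in part fractional. The column totals equal the exon-mapped reads of Supplementary Table S4 to its rounding. Columns were matched to libraries by name, and 0 columns were left without a sample. The values were rounded to whole numbers here, since edgeR and DESeq2 take counts.

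Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood fit with its default settings, TMM normalization, filterByExpr) over 10 UT, 7 UN and 6 U libraries in a single fit, with FDR under 0.1 and a fold change of at least 2. DESeq2 1.42.0 and limma 3.58.1 were used for alternatives and gene lists. The first fit of the deposited counts used edgeR's robust option, which had not been planned, and was run before the procedure had been tested on simulated data. The default setting was then taken, before its numbers were seen, and the robust fit was kept as an alternative. Bladder libraries (9 from BBN-treated mice and 3 from untreated mice) were fitted separately. The interaction of BBN and tissue was tested in a fit of UN, U and both bladder groups. A 10th BBN bladder, from mouse 6, was left out of these fits and added to the bladder comparison as an alternative. Its library name carries T for tumor, while its sample title says only bladder. Principal components, clusters and subtype scores were computed from log2(CPM + 4) in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Single values were compared between groups with two-sided exact permutation tests, which take the libraries as independent, and the PC1 and subtype scores of UT and UN also within the 6 mice with both sides, by flipping the signs of their differences.

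The procedure was tested on counts simulated from the means and library sizes of the ureter libraries. Of 200 genes changed by 4-fold among 15475 tested, edgeR recovered 90.5%, with 10 false calls. With no gene changed, 0 of 15497 genes were called and 4.67% had an unadjusted p under 0.05. The simulation gave all groups the same spread, which the real groups do not have.

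UT and UN libraries with the same number come from the same mouse (Figure 2A), which pairs 6 of them. The correlation of their deviations from the group means had a median of -0.051 over the 6 pairs and -0.00407 over 64 pairs from different mice. With the mouse as a block, 0 genes were called higher and 0 lower in UT than in UN, 618 of 15048 had an unadjusted p under 0.05, and the T cell list was called at a median log2 fold change of 0.24. Within each group, the chi-square per degree of freedom between libraries was at least 7.71, so no library was counted as a copy of another.

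Depth limits what can be said of genes with few counts. UN 6 had 4675081 counts, of which 35.5% fell on its 10 most abundant genes, and the shallowest bladder library had 3557697. Coordinates are those of GENCODE vM21 on GRCm38.

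The genes named are the 4 inflammatory genes of Figure 4B, the 7 basal genes of Figure 2G with Upk2, Pparg and Myh11, Fgfr3 and Trp53, and for UT against UN the 5 largest fold changes in each direction among genes past the thresholds and changed the same way in all 6 mice with both sides. A gene that met this rule is not reported here. Genes named as the most abundant of a list, or as the adipocyte genes outside Supplementary Table S12, were chosen after their values were seen. The luminal, basal and p53-like lists are those of Figure 2G, and the list of 4 TNF-related genes is that of Figure 4B. The lists of TNF signaling, interferon, cell cycle, T cell, macrophage, neutrophil, adipocyte, smooth muscle, skeletal muscle, urothelium and kidney tubule genes were written by hand before the counts were examined, but after Supplementary Table S12 had been read. A list of Y chromosome genes had no gene past the filter. WES, metabolome, 16S, spatial, qPCR and human data were not analysed here.

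The alternatives were all 11 UT libraries, UT and UN libraries alone, other filters on low counts, DESeq2 and limma-trend. Further ones were the mouse as a block or as a random effect, and RIN and library code range as covariates. RLE normalization, fry and camera with an estimated correlation, other transforms, and leaving out single libraries were also used. For the bladders, the 10th BBN bladder was added or those of RIN under 5 were left out. The robust option, voom with and without a variance of its own for each group, thinning all libraries at random to the total of UN 6, and the test of scores within mice were chosen after seeing the data.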

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

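The tests of the degraded bladders, equal totals and the adipocyte and kidney lists were chosen after the results they bear on were seen. So were those of the blocked fit and the fit with RIN on simulated counts, and of a variance for each group. For the bladders, the fit itself, without those of RIN under 5, was among the alternatives set before the data were examined. In 99 groups of libraries the lowest or highest library was compared with the others, and 9 groups held a library far from the rest, where chance gives about 1 in 20.

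UN 6 stood apart in its total, 4.675e+06, and in its RIN, 3.2, where the next lowest UN libraries had 1.094e+07 counts and a RIN of 5.7. Without it the number of genes lower in UT than in UN fell from 1245 to 367 and the number higher from 438 to 168, so a large part of the genes lower in UT rests on this library. The difference in library totals between UT and UN was within the spread (two-sided exact permutation test, p = 0.172), which by itself excludes nothing. With all libraries thinned at random to the total of UN 6, 1087 genes were lower and 364 higher in UT (14116 genes tested by edgeR). This argues against its lower total as the cause. The 10 most abundant genes of UN 6 held 35.5% of its counts, more than in any other ureter library. Its depth over the remaining genes was therefore not matched by the thinning and stays open. Degraded RNA in UN 6 may account for part of these genes, but in a single library degradation is not separated from anything else that sets this mouse apart. Further, 1141 genes were lower in UT with the range of library codes as a covariate, which argues against that range as the whole cause.

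Other libraries apart from their group were U 3L on PC2 (-12.43, the nearest at 15.55) and, as log2(CPM + 4), Hapln1 in UT 8 (2.126), Il1b in UT 2 (6.667), Muc1 in UN 3 (5.508), Tnf in UT 2 (3.666), Upk2 in U 2L (6.154) and Upk2 in UN 2 (2.124). UT 2 was the highest of UT for both Il1b and Tnf. No biological explanation was tested for these libraries.

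Supplementary Table S4 lists the bladder libraries with their sequencing statistics, and no comparison of their gene expression was found in the paper. Between 9 bladders of BBN-treated mice and 3 of untreated mice, 1274 genes were higher and 984 lower (17984 genes tested by edgeR). Of 100 splits of these 12 libraries, 2 gave as many genes, the real one included. The other split set BBN bladders 1, 3 and 4 against the rest and gave 10241 genes. These are the 3 bladders with a RIN under 5, so a split that follows RIN gave more genes than the split by BBN. Without them, 1884 genes were higher and 1601 lower, which argues against their degradation as the cause of the difference. The bladder of BBN-treated mouse 6, whose library name carries T, was not among the 9. With it, 1373 genes were higher and 1036 lower. The untreated group is small, and leaving out any of its libraries brought the number higher down to between 518 and 530. BBN treatment stays open as an explanation, as does anything else that separates these animals.

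The change with BBN differed between tissues for 437 genes in the test of the interaction (UN against U, compared with BBN bladder against untreated bladder), 309 with a larger value in the ureter and 128 with a smaller one. Of 100 regroupings, 4 gave as many, the real one included. The others gave 8771, 1863 and 804 genes, and the largest of them again singled out bladders 1, 3 and 4. With the mouse as a block over ureter and bladder the number was 1227, and without the 3 degraded bladders 1264.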

How the results depend on the processing

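With all 11 UT libraries, 206 genes were higher and 658 lower in UT than in UN, 225 genes of Supplementary Table S12 passed, and the basal score differed by 0.732 with p above 0.05. With UT and UN libraries alone the numbers were 1 and 0, and 1 gene of Table S12 passed, with 3444 of 15048 genes at an unadjusted p under 0.05. With RIN as a covariate they were 0, 0 and 0 (1372 genes at an unadjusted p under 0.05), and Il1b (-0.48), the luminal list (0.0163) and the list of 4 TNF-related genes (-0.18) reversed. The skeletal muscle list gained a call with RIN as a covariate (-0.73, adjusted p = 0.0861 from limma's camera). The mouse as a block gave 0, 0 and 0 (618 genes at an unadjusted p under 0.05), reversed Il6 (0.065), the luminal list (0.14) and the macrophage list (0.11), brought the T cell list past the threshold (0.24), and raised the interaction of BBN and tissue to 1227 genes. With the mouse as a random effect, 279 genes were higher and 638 lower in UT than in UN, 861 and 746 in UN than in U, and Il6 reversed (0.31). The cause was not tested for these changes, apart from the tests given under the other headings.

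The filter at 0.5 CPM and no filter gave 2159 and 2033 genes lower in UT than in UN, with more genes tested. Limma-trend gave 332, with 335 higher and 456 lower in UN than in U, and 1509 higher and 1440 lower in UT than in U. DESeq2 gave 4430 genes higher in BBN bladder and 1053 for the interaction. Without bladders of RIN under 5, 1601 genes were lower in BBN bladder and 1264 differed in the interaction. The cause was not tested. Chosen after seeing the data, voom with a single variance gave 254 genes higher and 610 lower in UT than in UN, and voom with a variance for each group gave 1 and 0, with 2836 genes at an unadjusted p under 0.05. Thinning all libraries to the total of UN 6 moved neither number by over 1.5 times (364 and 1087).

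With an estimated correlation camera called none of the lists, whose medians stay as they are: TNF signaling (0.31), interferon (1.22), cell cycle (1.10), adipocyte (-2.05), smooth muscle (-1.47) and urothelium (0.33). Fry did not call the urothelium list either (0.33), called the other 5, and brought the 4 TNF-related genes past the threshold.

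Across the 17 fits that each left out a UT or UN library, from 168 to 928 genes were higher and from 367 to 1663 lower in UT than in UN. Leaving out UN 6 gave both lowest numbers, UN 7 the 928 and UN 3 the 1663. Reversals occurred for the kidney tubule list (-0.89 without UT 4, up to 2.93), the macrophage list (-0.40 to 0.17 without UN 2), the neutrophil list (-0.47 without UT 2, up to 1.11 without UN 2), the luminal list (-0.30 to 0.20), the 4 TNF-related genes (-0.0608 without UT 2, up to 0.60), Il1b (-0.25 without UT 2, up to 1.00) and Krt1 (-0.64 to 0.36 without UN 7). The urothelium list lay from 0.11 to 0.58 and lost its call without UN 2. With each UN library left out, from 3 to 6 UN libraries clustered with U. The score of UT minus UN lay from 0.661 to 1.14 for basal, losing p under 0.05 without UN 2, UN 4, UN 6 or UN 9, from -0.144 to 0.388 for luminal and from -0.919 to -0.515 for p53-like, passing without UN 6. With each untreated bladder left out, from 518 to 530 genes were higher and from 479 to 508 lower in BBN bladder, and from 156 to 211 differed in the interaction.

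Among the named genes and the basal, luminal, p53-like, skeletal muscle and 4-gene TNF-related lists, the changes already given included, 267 comparisons with an alternative kept direction and side of the threshold, 57 became weaker, 8 stronger and 6 reversed. The PC1 differences of UT minus U and UN minus U and the basal score of UT minus U kept both under every alternative tried for them. Paired within the 6 mice with both sides, which was chosen after seeing the data, the PC1 difference of UT minus UN (-51.9) and the basal score (0.733) no longer had p under 0.05, and the luminal and p53-like scores kept direction and side. The depth of UN 6 limits what its low-count genes can show.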

Differences from the paper's values

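The number of genes higher in UT than in UN was 438, against the paper's 238. Of the alternatives set before the data were examined, all 11 UT libraries (206), the mouse as a random effect (279) and the fits without UT 2 (255), UN 2 (211), UN 4 (332), UN 6 (168), UN 9 (208) or UT 10 (308) came within 1.5 times of the paper's number, and the others did not. Voom with a single variance, chosen after seeing the values, gave 254.

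The number of genes lower in UT than in UN was 1245, against the paper's 355. Limma-trend (332) and the fit without UN 6 (367) came within 1.5 times of the paper's number, and the other alternatives set before the data were examined did not.

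The paper places UT and U in distinct clusters. Here the tree was cut at 2 clusters only, where 7 of the 10 UT libraries fell in the cluster of U, and 3 in the other. Whether those 7 part from U below this cut was not examined, so a difference from the paper's tree is not established. On PC1 every UT library scored lower than every U library. The paper describes UT as basal, and the basal score was the highest in 8 of the 10 UT libraries.

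The paper reports all 4 inflammatory genes as higher in UT than in UN by qPCR, in other measurements than these. In the WTS data Il6 had a log2 fold change of -0.34 (adjusted p = 0.712 from edgeR) and Tnf alone passed the thresholds, which it did not in 9 of the 17 fits that each left out 1 library.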

Other observations

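The tests of the adipocyte and kidney lists, of the blocked fit and the fit with RIN on simulated counts and of a variance for each group were chosen after the results they bear on had been seen.

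In 100 splits of the 17 UT and UN libraries, 2 gave as many genes past the thresholds as the real groups, the real split included. The other gave 1829 genes. Of 100 splits that part the UT and UN libraries of the 6 mice, 3 gave as many, the real one included, with 2367 and 1937 genes in the others. The one with 2367 exchanged the UT and UN libraries of mouse 7. In splits of the UN and U libraries and of the UT and U libraries, 1 of 100 gave as many in each, the real one. The UT and UN groups thus differ by more than most regroupings, although few single genes pass in some fits.

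The number of genes between UT and UN may depend on the U libraries, whose common dispersion of 0.0374 is smaller than that of UT (0.305) or UN (0.364) and enters the shared estimate (0.257, against 0.328 for UT and UN alone). With a variance for each group in voom, 1 gene passed, against 254 higher and 610 lower with a single variance.

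RIN was higher in UT than in UN, and with RIN as a covariate 0 genes were higher and 0 lower in UT, with 1372 of 15615 at an unadjusted p under 0.05. On counts simulated with no effect of RIN, the same fit recovered 81.5% of 200 genes changed by 4-fold among 15475 tested, and 63% among 15485 tested when the spread was that of the UT and UN libraries (83.5% without RIN). The overlap of RIN with the groups thus left calls in the simulation, which has a single size of change and the same spread in all groups, and so does not decide why the real fit gave 0. As RIN differs between UT and UN, RNA integrity and cancer still cannot be told apart for the genes higher or lower in UT.

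With the mouse as a block 0 genes passed, and 618 of 15048 had an unadjusted p under 0.05. The fit of the same UT and UN libraries without the block called only 1 gene as higher and 0 as lower, with 3444 at an unadjusted p under 0.05, so the block took away a single call. On counts simulated with the spread of the UT and UN libraries, the same blocked fit recovered 60.5% of 200 genes changed by 4-fold among 15129 tested, against 83.5% for UT and UN libraries without the block. As the simulation recovered most changes without the block where the real fit called 1 gene, it does not stand for the real counts. It thus cannot tell a loss of libraries and degrees of freedom from an effect of the mouse. UT and UN deviations of the same mouse hardly correlated (median -0.051 over 6 pairs, at most 0.0895, against -0.00407 over 64 other pairs). This argues against a large effect shared by both sides of a mouse, although 6 pairs are few. For comparison, the block gave 1227 genes in the interaction of BBN and tissue.

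The sampled tissue may differ in composition between UT and UN. The smooth muscle list, with 3 of 12 genes in Supplementary Table S12 and all 12 at 1 CPM or more in U, had a median log2 fold change of -1.47 (adjusted p = 7.0e-06 from limma's camera). Its most abundant gene, Acta2, had 360 ± 238 CPM (SD, n = 10) in UT and 866 ± 690 CPM (SD, n = 7) in UN. Less muscle in the UT samples is a candidate explanation for part of the genes lower in UT, and a change of expression within cells stays open. The same holds for the p53-like list and score, as Myh11, the most abundant p53-like gene, is in both lists. The adipocyte list had a median of -2.05 (adjusted p = 5.7e-12 from limma's camera), and Cfd, its most abundant gene, 5517 ± 5455 CPM (SD, n = 10) in UT and 21490 ± 17630 CPM (SD, n = 7) in UN. Of its 20 genes, all at 1 CPM or more in U, 16 are in Table S12. The other 4 (Lep, Cfd, Ucp1 and Adrb3) had a median of -2.29, although each was lower in UT in only 4 of the 6 mice with both sides. They come from the same libraries as that table, so they cannot decide whether selection through it plays a part. Less fat in the UT samples is a candidate explanation for part of the genes lower in UT, and a change of expression within cells stays open. The kidney tubule list had a median of 2.41 over 11 genes tested (adjusted p = 0.98 from limma's camera), which turned to -0.89 without UT 4. Umod had 81.5 ± 256 CPM (SD, n = 10) in UT and 1.41 ± 2.46 CPM (SD, n = 7) in UN, while the more abundant Cyp2e1 went the other way (log2 fold change -1.44). Cyp2e1 averaged 10030 CPM in U, where Umod averaged 0.321, so its fall says little about kidney tissue. Kidney tissue in the UT samples cannot be told apart from a change of expression, as the list rests on UT 4.

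Of the lists not given elsewhere, cell cycle genes had a median log2 fold change of 1.10 (adjusted p = 6.5e-12 from limma's camera), basal genes 1.18 (adjusted p = 0.000631 from limma's camera), p53-like genes -1.37 (adjusted p = 0.00137 from limma's camera), urothelium genes 0.33 (adjusted p = 0.00321 from limma's camera), the 4 TNF-related genes 0.27 (adjusted p = 0.166 from limma's camera), skeletal muscle genes -0.39 (adjusted p = 0.325 from limma's camera) and luminal genes -0.09 (adjusted p = 0.948 from limma's camera).

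Single genes of Figure 2G gave log2 fold changes in UT against UN of 1.53 for Cdh3 (adjusted p = 0.0525 from edgeR), -1.49 for Pparg (adjusted p = 0.0473 from edgeR) and -2.39 for Myh11 (adjusted p = 0.0527 from edgeR). Those of Cd44, Krt1, Krt5, Krt6a, Krt6b, Krt14 and Upk2 did not pass, and Krt6a and Krt6b can share counts. Krt14, Krt6a and Krt6b did pass as higher in UT with limma-trend (log2 fold changes 2.79, 2.95 and 2.21, adjusted p from 0.0663 to 0.0908 from limma) and with the mouse as a random effect (2.94, 3.14 and 3.25, adjusted p from 0.0746 to 0.0969 from limma). Without UN 3 alone, Krt5 (1.58) and Krt14 (2.28) passed, without UN 7 alone Cd44 (1.11) and Krt6b (2.88), and without either of these Krt6a, with a log2 fold change of up to 2.68. Cdh3 (1.40) and Pparg (-1.23) did not pass with all 11 UT libraries, nor Cdh3 without UN 6 alone (1.40) or Pparg without UN 2 alone (-1.30). Myh11 did not pass with limma-trend (-1.81), with the mouse as a random effect or without UN 1 alone (-1.55). Fgfr3 (log2 fold change 1.36, adjusted p = 0.077 from edgeR) passed, but not in 6 of the 17 fits that each left out 1 library (down to 1.11 without UT 10), with all 11 UT libraries (1.24) or with the range of library codes as a covariate (1.29). None of Cdh3, Pparg, Myh11 and Fgfr3 passed with UT and UN libraries alone or with RIN as a covariate. Trp53 (0.61, adjusted p = 0.0835 from edgeR) had a fold change under 2. None of these genes passed with the mouse as a block, where 0 genes passed and 618 had an unadjusted p under 0.05, and the T cell list alone gained a call (0.24).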
